# Mitochondrial protein import stress causes lysosomal damage and progressive tissue atrophy

**DOI:** 10.1038/s44319-026-00774-9

**Published:** 2026-04-27

**Authors:** Nicholas A Brennan, Xiaowen Wang, Arnav Rana, Sanaea Z Bhagwagar, Jason Horton, Patricia M Kane, Xin Jie Chen

**Keywords:** Molecular Biology of Disease, Musculoskeletal System, Organelles

## Abstract

Mitochondrial and lysosomal abnormalities co-occur in aging-related diseases with progressive tissue atrophy. It remains unclear whether these two pathogenic pathways affect tissue homeostasis independently, convergently or epistatically. We show that mitochondrial protein import stress causes vacuolar damage in yeast, manifested by V-ATPase disassembly, and vacuolar deacidification and fragmentation. In a mouse model of mitochondrial protein import stress induced by overloading of the nuclear-encoded ANT1 protein, we observe progressive muscle atrophy independent of bioenergetic defects. Like in yeast mutants with severe vacuolar damage, genes involved in amino acid uptake/biosynthesis, one-carbon metabolism, lysosomal biogenesis and iron homeostasis are activated in the skeletal muscle of *Ant1*-transgenic mice. The affected muscles accumulate glycogen, lipofuscin and poorly processed multivesicular bodies. Despite activation of lysosomal repair and lysophagic pathways, autophagic flux is severely stalled. During aging, various proteolytic cathepsins are increasingly released from the lysosomal lumen into the cytosol. Together with proteasomal activation, this may contribute to unbalanced proteostasis, reduced myofiber size and skeletal muscle atrophy. Our study therefore discovered an evolutionarily conserved mitochondria-to-lysosome proteotoxic axis that affects tissue mass homeostasis during aging.

## Synopsis

In response to mitochondrial stress, unimported mitochondrial proteins cause vacuolar dysfunction in yeast and lysosomal damage and progressive muscle atrophy in mice.

- In yeast, mitochondrial protein import stress disrupts vacuolar integrity, causing V-ATPase disassembly and loss of cellular pH homeostasis.
- In mice, mitochondrial protein import stress causes lysosomal damage independent of bioenergetic deficiency, leading to the release of cathepsins into the cytosol and progressive atrophy of the skeletal muscle.
- An evolutionarily conserved mitochondria-to-vacuole/lysosome proteotoxic axis is therefore defined, which may have implications for understanding the mechanism of aging-associated tissue atrophy.

## Abstract (web summary)

In response to mitochondrial stress, unimported mitochondrial proteins cause vacuolar dysfunction in yeast and lysosomal damage and progressive muscle atrophy in mice.

## Introduction

Severe mitochondrial dysfunction typically affects children and young adults due to bioenergetic deficits (Calvo et al, 2006; Nunnari and Suomalainen, 2012; Wallace, 2005). Nuclear mutations affecting mitochondrial functions also cause late-onset degenerative diseases, including Parkinson’s disease (PD), amyotrophic lateral sclerosis and frontotemporal dementia. However, because many of these genes are not directly involved in oxidative phosphorylation (OXPHOS), whether these diseases are solely caused by bioenergetic impairment has long been questioned (Fukui and Moraes, 2008; Schon and Przedborski, 2011). On the other hand, dysfunction of the lysosome, an intracellular organelle critical for protein degradation, nutrient sensing, pH control, ionic and amino acid homeostasis and vesicular trafficking, is also associated with these aging-related degenerative diseases (Udayar et al, 2022). These findings invited the question of whether and how the mitochondrial and lysosomal pathogenic pathways interact to affect cell fitness and tissue homeostasis.

The yeast vacuole, functional counterpart of the mammalian lysosome, has been shown to directly interact with mitochondria to facilitate ion and lipid exchange (Cisneros et al, 2022), in addition to its role in mitochondrial quality control via mitophagy (Pickles et al, 2018). Vacuolar dysfunction also disrupts cellular processes such as amino acid homeostasis, which is toxic to mitochondria (Hughes et al, 2020). Does mitochondrial stress reciprocally affect vacuolar/lysosomal function? Previous studies have shown that severe mitochondrial respiratory chain deficiency causes lysosomal damage in cultured mammalian cells, but the underlying mechanism(s) is poorly understood (Baixauli et al, 2015; Demers-Lamarche et al, 2016; Fernandez-Mosquera et al, 2017; Raimundo et al, 2016; Yagi et al, 2021).

The mitochondrial proteome consists of ~1000–1500 proteins. Most of these proteins are nuclear-encoded and transported into mitochondria via dedicated protein translocation machineries, including the translocase of outer membrane (TOM) and translocases of inner membrane 22 (TIM22) and 23 (TIM23) (Chacinska et al, 2009). Protein translocation through TIM22 and TIM23 is driven by the membrane potential on the inner mitochondrial membrane (IMM). The membrane potential is vulnerable and can be affected by various mitochondrial stressors. Recent studies have shown that many types of mitochondrial damage can compromise the efficiency of protein import and induce cell degeneration via mitochondrial Precursor Overaccumulation Stress (mPOS). The phenomenon of mPOS is characterized by the toxic accumulation of unimported preproteins in the cytosol, followed by activation of proteasomal function as an anti-mPOS response (Wang and Chen, 2015; Wrobel et al, 2015). However, how mPOS in the cytosol affects cell fitness and survival is unknown. In this report, we found that mitochondrial protein import stress can cause severe vacuolar/lysosomal damage. This leads to the inhibition of cell growth in yeast and progressive atrophy of skeletal muscle in mice, in a manner independent of bioenergetic deficiency and oxidative stress.

## Results

### Mitochondrial protein import stress synergizes with vacuolar mutants to inhibit cell growth in yeast

Adenine nucleotide translocase 1 (ANT1) is an abundant nuclear-encoded protein involved in ATP/ADP exchange across the IMM. The A114P mutation in the human *ANT1* gene causes autosomal dominant progressive external ophthalmoplegia, manifested by symptoms including muscle weakness and neurological disorders (Kaukonen et al, 2000; Kaukonen et al, 1999; Simoncini et al, 2017). Previous studies have shown that the mutant ANT1(p.A114P) protein and its yeast equivalent, Aac2^A128P^, have increased retention to the TOM and TIM22 mitochondrial protein translocases, which clogs the protein import process (Coyne et al, 2023). This strongly inhibits the growth of yeast cells when *aac2*^*A128P*^ expression is induced by the *GAL10* promoter on galactose medium (Fig. 1A). To learn how Aac2^A128P^-induced protein import clogging affects cell growth, we examined vacuolar morphology and function in the mutant cells. We found that Aac2^A128P^ causes extensive vacuolar fragmentation (Fig. 1B). To a lesser extent, vacuolar fragmentation was also observed in cells harboring an extra chromosomally integrated copy of the wild-type *AAC2* expressed from its native or the galactose inducible *GAL10* promoter (Fig. 1C). Mitochondrial inner membrane protein overloading is known to cause protein import clogging (Weidberg and Amon, 2018). Thus, like Aac2^A128P^, overloading of Aac2 can also cause vacuolar stress via mitochondrial protein import clogging.

**Figure 1:**
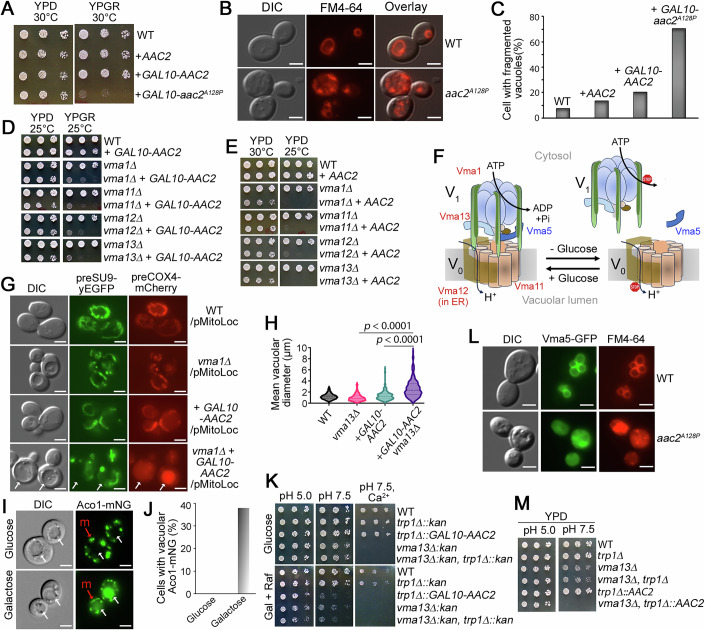
Mitochondrial protein import stress causes vacuolar damage in yeast. (**A**) Expression of the mitochondrial protein import clogger Aac2^A128P^ from the *GAL10* promoter inhibits cell growth on complete galactose plus raffinose (YPGR) but not glucose (YPD) medium. (**B**) FM 4-64 staining and fluorescence microscopy showing severe fragmentation of the vacuole in cells expressing *GAL10*-*aac2*^*A128P*^. (**C**) Quantification of vacuolar fragmentation in cells expressing the chromosomally integrated *GAL10-aac2*^*A128P*^, *GAL10-AAC2*, and *AAC2*. (**D**) Expression of the chromosomally integrated *GAL10-AAC2* is synthetically lethal with *vma1Δ*, *vma11Δ*, *vma12Δ*, and *vma13Δ* on YPGR medium. (**E**) Expression of an extra copy of *AAC2* from the chromosome is synthetically lethal with the *vma* mutants on YPD medium. (**F**) Schematics of V-ATPase structure, and its assembly and disassembly in response to glucose availability. Vma1, 5, 11, and 13 are subunits of V-ATPase in the V_1_ or V_o_ subdomain. Note that Vma12 is an assembly factor of V_o_ localized in the endoplasmic reticulum (ER). (**G**) Aac2 overloading induces the vacuolar overaccumulation of preCOX4-mCherry but not preSU9-yEGFP in *vma1Δ* cells. White arrows demark the position of vacuoles. (**H**) Vacuolar diameter. *P* values were calculated using an unpaired two-tailed Student’s *t*-test. (**I**) Expression of *GAL10-AAC2* in galactose medium induces the accumulation of Aco1-mNG in the vacuole of *vma1Δ* cells. Cells (*GAL10-AAC2 ACO1-mNG vma1Δ*) were grown in complete galactose or glucose medium at 30 °C overnight before being examined with fluorescence microscopy. M, mitochondria. White arrows denote the position of the vacuole. (**J**) Quantification of (**I**). > 500 cells were examined. (**K**) Expression of *GAL10-AAC2* causes hypersensitivity to high extracellular pH and Ca^2+^ loading (60 mM CaCl_2_) like a *vma* mutant. *GAL10-AAC2* was expressed from the *TRP1* locus in the chromosome by replacing the *TRP1* gene. A *TRP1* knockout strain was therefore used as an additional control for *trp1Δ::GAL10-AAC2*. (**L**) Expression of *aac2*^*A128P*^ induces the dissociation of Vma5-GFP from the vacuolar membrane. (**M**) Expression of one extra copy of *AAC2* sensitizes *vma13Δ* cells to high extracellular pH. Scale bars, 2.5 μm. Source data are available online for this figure.

We subsequently found that *AAC2* overexpression is synthetically lethal with mutations in the V-ATPase, an evolutionarily conserved proton pump critical for vacuolar (or lysosomal in mammalian cells) acidification. Expression of *GAL10-AAC2* (Fig. 1D) or one extra copy of chromosomally integrated *AAC2* (Fig. 1E) strongly inhibited the growth of cells lacking *VMA1*, *11*, *12*, and *13*. *VMA11* and *13* encode integral subunits of the V-ATPase, whereas *VMA12* encodes a V-ATPase assembly factor located at the endoplasmic reticulum (Fig. 1F). Importantly, expression of an extra copy of *AAC2* has little effect on mitochondrial respiration, membrane coupling efficiency, ATP synthesis rate, respiratory complex biogenesis/assembly and membrane potential (Fig. EV1A–F). Moderate overloading of mitochondria by Aac2 seems to have a rather subtle effect on the import of proteins involved in the limiting step(s) of the OXPHOS pathway. We thus concluded that the synergistic effect of Aac2 overloading and *vma* mutations in inhibiting cell growth is independent of mitochondrial bioenergetics. We speculated that unimported mitochondrial proteins are trafficked to the vacuole for degradation, and that mitochondrial protein import stress results in the overaccumulation of unimported mitochondrial proteins in the vacuole. Combined with the loss of V-ATPase activity and reduced degradative capacity, this may lead to severe vacuolar damage incompatible with cell growth. Vacuolar damage may, in turn, slow down protein degradation, thereby further heightening proteostatic burden in the cytosol and contributing to the inhibition of cell growth. Supporting this, we found that mCherry fused to the weak preCOX4 mitochondrial targeting sequence accumulates in the vacuole of *GAL10-AAC2 vma1Δ* but not *GAL10-AAC2* or *vma1Δ* cells (Fig. 1G). The *GAL10-AAC2 vma1Δ* cells also have significantly enlarged vacuolar size (Fig. 1H), consistent with cargo protein overaccumulation under the deacidified conditions. We also detected vacuolar accumulation of the mitochondrial matrix protein Aco1 in *vma1Δ* cells following induction of *GAL10-AAC2* in galactose medium (Fig. 1I,J).

**Figure EV1:**
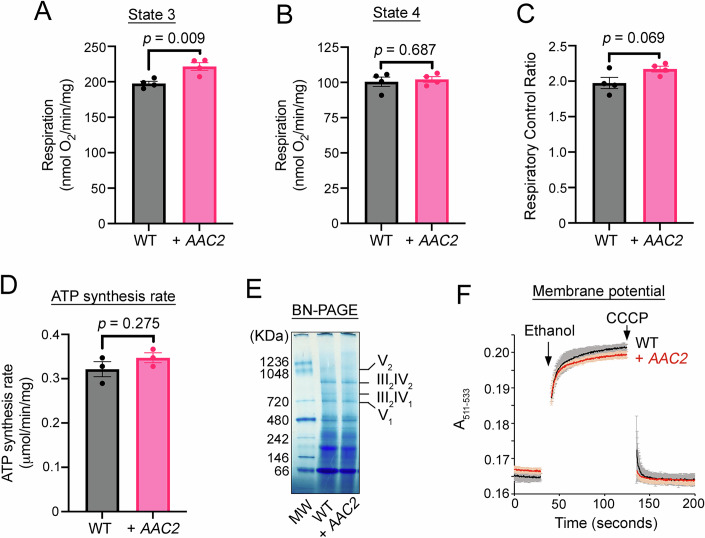
Expression of an extra copy of *AAC2* integrated into the chromosome has little effect on mitochondrial function. Mitochondria were isolated from BY4741/AN1 (+*AAC2*) (*α, lys2, his3, leu2, ura3, trp1Δ::AAC2-HIS3*) and the control strain BY4741 (WT) (*α, lys2, his3, leu2, ura3*) grown in complete galactose (YPGal) medium. (**A**, **B**) Ethanol-stimulated state 3 and state 4 respiration. (**C**) Respiratory control ratio. (**D**) ATP synthesis rate. (**E**) Respiratory complex assembly. V_1_, complex V or ATP synthetase; V_2_, dimer of complex V; III_2_IV_2_, supercomplex with the denoted stoichiometry; III_2_IV_1_, supercomplex with the denoted stoichiometry. (**F**) Membrane potential after the energization of mitochondria with ethanol. The error bars for three biological replicates are shown. For (**A**–**D**), data were means ± SEM of 3–4 biological replicates. *P* values were calculated by a two-tailed Student’s *t*-test).

Next, we found that induction of *GAL10*-*AAC2* on galactose plus raffinose medium is sufficient to sensitize cells to elevated extracellular pH (pH 7.5) (Fig. 1K). The sensitivity to high pH is exacerbated by Ca^2+^. These are characteristic phenotypes of *vma* mutants defective in V-ATPase (Kane, 2007). The data therefore suggest that *AAC2* overexpression-induced stress may impair vacuolar acidification. Supporting this, we found that the vacuolar localization of Vma5, a cytosolically oriented peripheral membrane subunit of V-ATPase (Fig. 1F), is disrupted in cells expressing the clogger protein Aac2^A128P^ (Fig. 1L). Mitochondrial protein import stress, therefore, affects V-ATPase biogenesis and/or assembly. Moreover, we found that expression of an extra copy of *AAC2* enhances the growth defect of *vma13Δ* cells on medium buffered to pH 7.5 (Fig. 1M). This suggests that mitochondrial protein import stress can promote additional vacuolar damage independent of V-ATPase activity.

Finally, we tested whether intrinsic damage to the mitochondrial protein import machinery causes vacuolar stress. *TIM18* encodes a component of the TIM22 complex on the IMM, whereas *TOM7, 5, 6*, and *70* encode non-essential components of the TOM complex on the OMM. Indeed, we found that disruption of all these genes creates a synthetic lethality with *vma13Δ* when grown at 25 °C or challenged by high pH at 30 °C on glucose medium (Fig. 2A). Furthermore, we found that *tim18Δ*, *tom7Δ*, *tom5Δ* and *tom70Δ* single mutants are hypersensitive to Ca^2+^ at pH 7.5, a stringent condition non-permissible for the growth of cells with vacuolar dysfunction. While synthetically lethal with *vma13Δ, tom6Δ* single mutant cells can still grow at high pH with or without Ca^2+^ supplementation. Taken together, these data further support the idea that mitochondrial protein import stress can intrinsically cause vacuolar damage and affect pH homeostasis. Similar to *aac2*^*A128P*^ cells, Vma5-GFP is increasingly mislocalized to the cytosol and large clumps in *tim18Δ*, *tom7Δ*, *tom5Δ*, *tom6Δ*, and *tom70Δ* mutants, when cells were grown to the stationary phase to derepress mitochondrial respiration (Fig. 2B,C). The data provide further support for the idea that mitochondrial protein import stress affects V-ATPase assembly. Although disruption of *TIM18, TOM7, TOM5, TOM6*, and *TOM70* is expected to reduce protein import efficiency, the mutant cells maintain respiratory growth capacity on non-fermentable carbon sources at both 25 and 30 °C (Fig. 2D). It is therefore unlikely that vacuolar stress is caused by OXPHOS deficiency.

**Figure 2:**
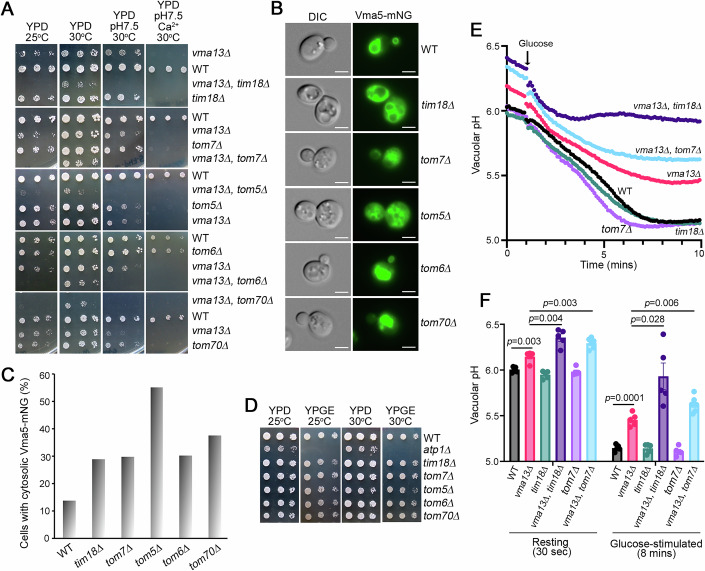
Mitochondrial protein import mutants have a *vma*-like phenotype, and affect V-ATPase assembly and vacuolar acidification. (**A**) The *tim18Δ*, *tom7Δ*, *tom5Δ*, *tom6Δ*, and *tom70Δ* cells are synthetically lethal with *vma13Δ* on glucose medium at 25 °C or at 30 °C (pH 7.5). Cells with *tim18Δ*, *tom7Δ*, *tom5Δ*, and *tom70Δ*, but not *tom6Δ*, have a *vma*-like phenotype on pH 7.5 medium supplemented with 60 mM CaCl_2_. (**B**) Fluorescence microscopy showing increased cytosolic localization of Vma5-mNG in mitochondrial protein import mutants. Cells were grown in YPD at 25 C° to the stationary phase before being imaged. Scale bars, 2.5 μm. (**C**) Quantification of (**B**). More than 500 cells were counted for each strain. (**D**) Growth of mitochondrial protein import mutants on glucose (YPD) and the non-fermentable glycerol plus ethanol (YPGE) medium. The respiratory deficient *atp1Δ* mutant was included as a negative control. (**E**) BCECF (2’,7’-Bis-(2-Carboxyethyl)-5-(6)-Carboxyfluorescein)-based ratiometric measurements of vacuolar pH. Cells were first grown in complete glucose medium at 25 °C to an OD_600_ = ~1.0, before being depleted of glucose and loaded with BCECF. The vacuolar acidification assay is initiated by glucose re-addition. (**F**) Quantification of vacuolar pH measurements at resting (30 s) and glucose-stimulated state (8 min). Error bars represent mean ± SEM of a total of 5–6 repeats from two biological replicates. *P* values were calculated by a two-tailed Student’s *t*-test. Source data are available online for this figure.

### Mitochondrial protein import stress disrupts vacuolar and cytosolic pH homeostasis

The catalytic V_1_ sector of the V-ATPase is dissociated from the holoenzyme upon glucose depletion and reassembled with the V_o_ sector on the membrane in response to glucose addition to stimulate vacuolar acidification (Fig. 1F) (Kane, 1995). To provide support for mitochondria-induced vacuolar deacidification, we used the ratiometric fluorescent indicator BCECF-AM to directly measure vacuolar pH in cell suspensions before and after the addition of glucose. We found that *GAL10-AAC2* cells, like *vma* mutants, have significantly higher resting vacuolar pH compared with the wildtype (Fig. 3A,B). Interestingly, glucose stimulates vacuolar acidification in these cells, ultimately attaining a pH close to that in the wildtype. The data suggest that *AAC2* overexpression disassembles the V-ATPase, which is reversed by glucose. We also found that, consistent with their severe growth defect, the *GAL10-AAC2 vma13Δ* cells have a much higher resting vacuolar pH compared with either *vma13Δ* or *GAL10-AAC2* cells. As expected, due to the loss of the V-ATPase, glucose failed to stimulate vacuolar acidification. The data suggest that additional vacuolar damage in *vma13Δ* cells is caused by mitochondrial protein import stress. Using the ratiometric pHluorin as a sensor, we found that cells expressing *GAL10-AAC2* have lower cytosolic pH compared with the wildtype (Fig. 3C,D). Cytosolic pH is partially recovered in response to glucose in *GAL10-AAC2* but much less in *GAL10-AAC2 vma13Δ* cells. The data provide direct evidence for an effect of mitochondrial protein import stress on vacuolar acidification and cytosolic pH homeostasis.

**Figure 3:**
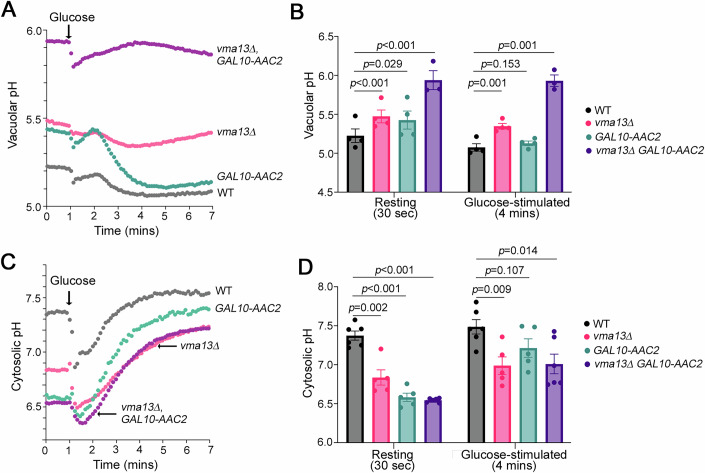
Mitochondrial protein import stress causes vacuolar deacidification in yeast. (**A**) BCECF (2’,7’-Bis-(2-carboxyethyl)-5-(6)-carboxyfluorescein)-based ratiometric measurements of vacuolar pH. Cells were first grown in YPGR to mid-exponential phase to allow the expression of *GAL10-AAC2*, before being loaded with BCECF and glucose. (**B**) Quantification of vacuolar pH measurements at resting (30 s) and glucose-stimulated state (4 min). (**C**) pHluorin-based ratiometric measurements of cytosolic pH. (**D**) Quantification of cytosolic pH measurements at resting (30 s) and glucose-stimulated state (4 min). For (**B**, **D**), the data were given as mean ± SEM of 3–6 independent experiments and *p* values were calculated by two-tailed Student’s *t*-test. Source data are available online for this figure.

We found that *tim18Δ* and *tom7Δ* single mutants grown under glucose-repressed conditions do not affect glucose-induced vacuolar acidification (Fig. 2E,F). It is possible that protein import stress is relatively low under glucose-repressed conditions, or that a compensatory mechanism is induced to maintain vacuolar acidity. Importantly, we found that in the *vma13Δ* background, *tim18Δ* and *tom7Δ* resulted in significantly higher resting and glucose-stimulated vacuolar pH compared with *vma13Δ* single mutant. These data are consistent with the conclusion that mitochondrial protein import stress causes vacuolar damage independent of V-ATPase under these conditions.

### Synergistic transcriptional response between mitochondrial protein import stress and loss of V-ATPase activity provides further support for vacuolar damage

Further support for the role of mitochondrial protein import stress in synergizing with *vma13Δ* to cause severe vacuolar damage came from transcriptomic analysis. 

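RNA was sequenced from cells of 4 genotypes with 3 libraries each, namely wild-type controls, *GAL10-AAC2*, *vma13Δ* and *vma13Δ GAL10-AAC2*. In *GAL10-AAC2* cells, an additional copy of *AAC2*, which encodes the ADP/ATP carrier of the inner mitochondrial membrane, is integrated at the *TRP1* locus behind the galactose-inducible *GAL10* promoter. *VMA13* encodes a subunit of the V-ATPase. Cells were grown overnight in YPD and then to mid-log phase at 30 °C in YPGR, a medium of galactose and raffinose, supplemented with tryptophan. The paper names the TruSeq Stranded mRNA kit, whereas the sample labels name the Illumina Stranded mRNA Prep kit, and both give the same sequencer. The paper states a depth of 50000000 paired-end reads per sample, aligned with Bowtie 2 in Partek Flow. The authors deposited a table of 6754 genes that holds the log2 of a normalized value plus 1. All 12 libraries have nearly the same distribution of values, since the sorted values of the more highly expressed genes differed by at most 0.0131 on the log2 scale. The number of reads behind each value is therefore not kept, and precision was judged from the replicates. The normalized values given here are back on the linear scale, as mean ± SD over 3 libraries. The 4 genotypes were fitted together with limma on the log2 of the value plus 1, without a filter on low values. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its fold change above 1.5. Across genes, which are not independent replicates, Pearson's r between libraries of a genotype lay between 0.976 and 0.996. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1, so calls on single genes rest on limma. *VMA13* (YPR036W, chromosome XVI of R64, 643836 to 645272) was listed at 6091, 7287 and 7305 in wild-type controls and at 6999 ± 926 (SD, n = 3) in *GAL10-AAC2* cells. It was listed at 0, 24.6 and 0 in *vma13Δ* cells and at 3.38, 38.9 and 1.21 in *vma13Δ GAL10-AAC2* cells. The genotypes also differed at loci that the comparison does not name. *LYS2* (YBR115C, chromosome II, 469748 to 473926) stood between 1129 and 1380 in wild-type controls and between 1135 and 1594 in *vma13Δ* cells, but at no more than 0.503 in *GAL10-AAC2* cells and 3.18 in *vma13Δ GAL10-AAC2* cells. *MET17* (YLR303W, chromosome XII, 732542 to 733876) was listed at 0 in the wild-type controls and at 9.70 or less in *vma13Δ* cells, against 1667 to 3456 in *GAL10-AAC2* cells and 1895 to 2308 in *vma13Δ GAL10-AAC2* cells. *MATALPHA1*, an alpha mating-type gene, was at most 0.985 in wild-type controls and at least 224 in the libraries of the other genotypes, so the wild-type controls differed from the other genotypes in mating-type expression. Table EV1 gives the mating types of the parent strains BY4741 and BY4742, and that of *GAL10-AAC2* cells through BY4742, but not those of the other 2 mutants, and does not list the wild-type strain of these libraries.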

The yeast vacuole plays a role not only in cellular pH control, protein degradation and autophagy, but also in iron, phosphate and amino acid homeostasis (Kane, 2007; Milgrom et al, 2007; Okreglak et al, 2023; Shirahama et al, 1996). 

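The deposited table lists *AAC2* under its standard name *PET9* (YBL030C, chromosome II of R64, 163041 to 163997). The normalized value of *PET9* was 11602 ± 2298 (SD, n = 3) in wild-type controls, 69519 ± 18940 (SD, n = 3) in *GAL10-AAC2* cells, 11575 ± 1641 (SD, n = 3) in *vma13Δ* cells and 28414 ± 5158 (SD, n = 3) in *vma13Δ GAL10-AAC2* cells. Relative to wild-type controls, its log2 fold change was 1.29 in *vma13Δ GAL10-AAC2* cells (standard error 0.24, adjusted p = 0.00121, 2.45-fold), 2.56 in *GAL10-AAC2* cells (standard error 0.24, adjusted p = 3.9e-04) and 0.01 in *vma13Δ* cells. Every library of the 2 strains with the cassette stood above every wild-type library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). With only the 2 genotypes compared, the adjusted p of *GAL10-AAC2* rose to 0.0514, the highest of its alternatives. *PET9* was lower in *vma13Δ GAL10-AAC2* than in *GAL10-AAC2* cells, with a log2 fold change of -1.27 (adjusted p = 0.00178). The native *GAL10* gene (YBR019C, chromosome II, 276253 to 278352) was also lower in *vma13Δ GAL10-AAC2* cells, at 3428 ± 602 (SD, n = 3) against 48057 ± 16293 (SD, n = 3) in *GAL10-AAC2* cells, a log2 fold change of -3.76 (standard error 0.31, adjusted p = 1.4e-05). Of the 6754 genes tested, 1176 were higher and 1342 were lower in *vma13Δ GAL10-AAC2* cells than in wild-type controls. Among these, 1170 and 1334 had replicates that did not overlap between the genotypes. Chance gives this for 10% of unselected genes. These genes were selected on the same libraries, so their non-overlap is not independent evidence. In *vma13Δ* cells, 150 genes were higher and 235 were lower, and in *GAL10-AAC2* cells 26 were higher and 37 were lower. Of the 1176 genes higher in *vma13Δ GAL10-AAC2* cells, 98 were also higher in *vma13Δ* cells, 16 in *GAL10-AAC2* cells and 1073 in neither. These counts include the difference in mating type from the wild-type controls. Of 5 alpha-specific genes, 5 were among the higher genes of *GAL10-AAC2* and *vma13Δ* cells and 4 among those of *vma13Δ GAL10-AAC2* cells. All 7 a-specific genes tested were among the lower genes of each mutant. In *GAL10-AAC2* cells the markers *MET17* and *LYS2* were called as well. A fold limit of 2 moved the counts of *vma13Δ GAL10-AAC2* most, to 612 higher and 820 lower. The counts of the single mutants rested more on individual libraries and on the model. Without *GAL10-AAC2* replicate 1, 56 genes were higher and 134 lower in *GAL10-AAC2* cells, and without wild-type replicate 3 the counts were 14 and 15. Without *GAL10-AAC2* replicate 3 they were 15 and 18, and the lower genes numbered 20 without *GAL10-AAC2* replicate 2, 58 without *vma13Δ* replicate 1 and 24 without *vma13Δ GAL10-AAC2* replicate 2. In *vma13Δ* cells, 86 genes were higher and 131 lower without wild-type replicate 3, and 93 and 132 without *vma13Δ* replicate 2. With replicate number as a block, the counts were 64 and 113 in *GAL10-AAC2* cells and 284 and 373 in *vma13Δ* cells.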

In *GAL10-AAC2 vma13Δ* cells, we found that *AAC2* is overexpressed by only 2.4-fold in galactose medium, and this strongly activates many genes whose expression is either unchanged or only moderately activated in *GAL10-AAC2* or *vma13Δ* strains (Fig. 4A; Dataset EV1–3). These include (1) genes involved in cellular pH control (Fig. 4B), amino acid biosynthesis and starvation response, one-carbon metabolism and nutrient uptake (Fig. 4C), and phosphate homeostasis (Fig. 4D); and (2) those involved in cytosolic proteostasis (Fig. 4E) and autophagy (Fig. 4F), which supports mPOS in the cytosol and a potential role of autophagy in triaging the unimported mitochondrial proteins. 

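Of the 60 genes named in Fig. 4B–F, 59 were past the threshold in *vma13Δ GAL10-AAC2* cells relative to wild-type controls. Adjusted over the list alone, all 60 had an adjusted p below 0.05, which is not independent evidence because the study chose these genes on the same libraries. The exception was *TRP1*, which by the genotypes in Table EV1 and Dataset EV1–3 is replaced by a marker or by the cassette in all 4 genotypes. It was listed at 0 in the wild-type controls and at 0, 12.9 and 3.60 in *vma13Δ GAL10-AAC2* cells, so no activation is read from it. For cellular pH control, all 5 genes were higher, with log2 fold changes of 1.03 to 3.01 and a median of 1.46. *PMA1* (YGL008C), the plasma membrane proton pump, rose from 16916 ± 1909 (SD, n = 3) in wild-type controls to 46476 ± 5077 (SD, n = 3) in *vma13Δ GAL10-AAC2* cells, a log2 fold change of 1.46 (standard error 0.15, adjusted p = 2.6e-05). For amino acid biosynthesis and starvation response, 11 of 12 genes were higher, and those 11 had log2 fold changes of 1.06 to 3.39. *LYS20* (YDL182W) rose from 2383 ± 653 (SD, n = 3) to 24473 ± 3404 (SD, n = 3), a log2 fold change of 3.39 (standard error 0.28, adjusted p = 7.9e-06). *vma13Δ GAL10-AAC2* and *GAL10-AAC2* cells had almost no *LYS2* transcript, which encodes an enzyme of lysine biosynthesis. All 3 genes of one-carbon metabolism were higher, at 1.13 to 1.87, as were all 7 genes of nutrient uptake, at 1.05 to 2.11. All 7 genes of phosphate homeostasis were higher, at 1.08 to 8.63 with a median of 3.39. *PHO84* (YML123C, chromosome XIII, 24037 to 25800) stood at 83.2 ± 15.2 (SD, n = 3) in wild-type controls, 74.9 ± 25.9 (SD, n = 3) in *GAL10-AAC2* cells, 511 ± 207 (SD, n = 3) in *vma13Δ* cells and 33566 ± 7613 (SD, n = 3) in *vma13Δ GAL10-AAC2* cells. Its log2 fold change was 8.63 in *vma13Δ GAL10-AAC2* cells (standard error 0.34, adjusted p = 1.4e-07) and 2.55 in *vma13Δ* cells (adjusted p = 0.00208). All 13 genes of proteostasis were higher, at 1.04 to 4.34 with a median of 2.05. *SSA4* (YER103W, chromosome V, 364589 to 366517), a cytosolic Hsp70, rose from 1599 ± 716 (SD, n = 3) to 23136 ± 12412 (SD, n = 3), a log2 fold change of 3.78 (standard error 0.71, adjusted p = 0.00142). All 13 autophagy genes were higher, at 0.67 to 1.95 with a median of 1.19. *ATG39* (YLR312C) rose from 484 ± 15.8 (SD, n = 3) to 1792 ± 253 (SD, n = 3), a log2 fold change of 1.88 (standard error 0.16, adjusted p = 9.7e-06), and *ATG23* fell short of the fold limit without wild-type replicate 1. The paper takes the activation of the genes of cytosolic proteostasis and autophagy as support for mPOS in the cytosol and for a potential role of autophagy in triaging unimported mitochondrial proteins.

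**Figure D1:**
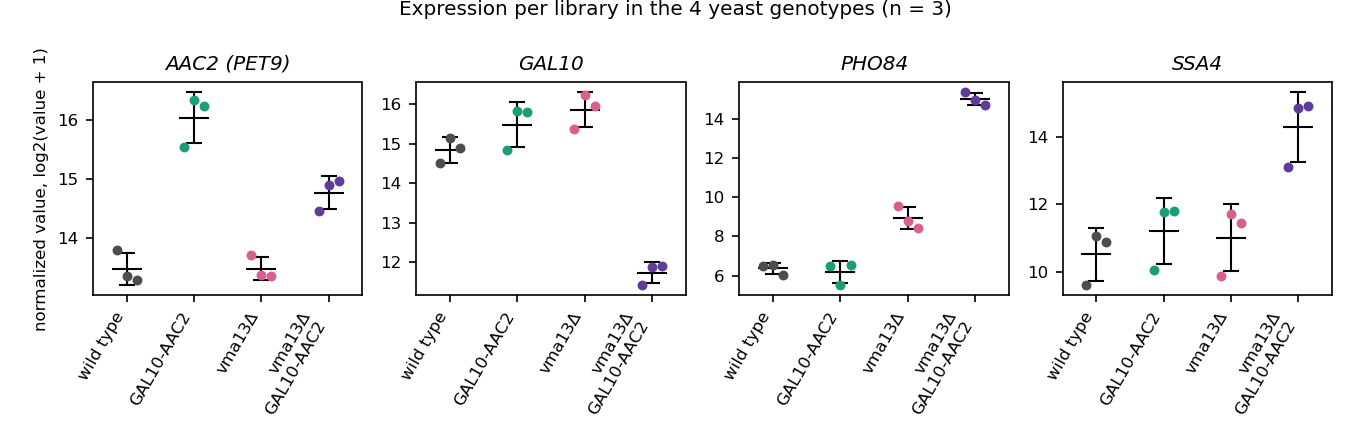
Normalized values of *PET9*, *GAL10*, *PHO84* and *SSA4* in each library of the 4 genotypes, as the log2 of the value plus 1. Points are libraries, and bars give the mean ± SD (n = 3). *PET9* is highest in *GAL10-AAC2* cells and *GAL10* lowest in *vma13Δ GAL10-AAC2* cells, where *PHO84* and *SSA4* are highest.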

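Predefined lists of genes were tested with limma's camera, adjusted over the 14 yeast lists. The phosphate (PHO) regulon had 17 genes with a median log2 fold change of 1.64 in *vma13Δ GAL10-AAC2* cells (adjusted p = 6.5e-08), of which 14 were past the threshold, and the paper names 6 genes of this list. The Hsf1 targets, 22 genes of which the paper names 6, had a median of 2.01 (adjusted p = 1.1e-05) with 18 past the threshold. The 37 autophagy (ATG) genes had a median of 0.72 (adjusted p = 0.00334), with 16 higher and 6 lower past the threshold, and the paper names 13 of the higher ones. The 6 lysine biosynthesis genes, 4 of them named by the paper, had a median of 1.35 (adjusted p = 1.5e-04), whereas 35 Gcn4 targets of other amino acid pathways had a median of -0.03 and a mean of 0.02 (adjusted p = 0.834), with 6 genes higher and 6 lower. The 32 proteasome subunits had a median of 0.04 (adjusted p = 0.408). The 4 lists called here for *vma13Δ GAL10-AAC2* cells were called by fry as well.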

Severe vacuolar damage in *GAL10-AAC2 vma13Δ* cells was further supported by the accumulation of the Pho8 precursor protein (Fig. 4G), an alkaline phosphatase that is proteolytically processed in the lumen of a functional vacuole. Defective Pho8 processing provides strong evidence for functional damage to the vacuole. Finally, we found that one extra copy of chromosomally integrated *AAC2* is sufficient to sensitize cells to hydroxyurea, an inhibitor of ribonucleotide reductase involved in dNTP biosynthesis (Appendix Fig. S1A). *AAC2* overexpression also stimulates the formation of an Ade4-based purinosome that facilitates purine biosynthesis (Takaine et al, 2025) (Appendix Fig. S1B). These observations support nucleotide dyshomeostasis as a consequence of vacuolar damage and dysfunction. In summary, the data provide further support for the idea that overloading by unimported mitochondrial proteins causes functional damage to the vacuole.

**Figure 4:**
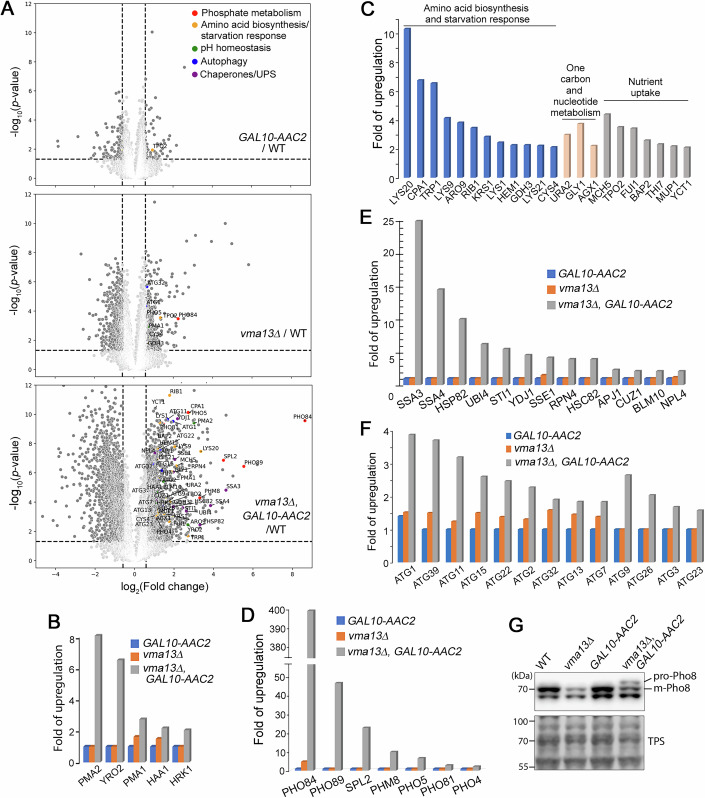
RNA-seq analysis showing that mitochondrial protein import stress synergizes with *vma13Δ* to activate adaptive genes (*n*-3). (**A**) Volcano plot showing activation of a large number of genes in *vma13Δ GAL10-AAC2* relative to *vma13Δ* or *GAL10-AAC2* cells. X-axis denotes adjusted *p* values from ANOVA tests. (**B**) Synergistic activation of genes in pH homeostasis. (**C**) Synergistic activation of genes involved in amino acid biosynthesis and starvation response, which was not observed in *vma13Δ* or *GAL10-AAC2* cells. (**D**) Synergistic activation of genes involved in phosphate homeostasis. (**E**) Synergistic activation of genes involved in chaperoning and proteasomal activities. (**F**) Synergistic activation of genes involved in autophagy. (**G**) Immunoblotting showing the accumulation of the Pho8 precursor (pro-Pho8) in *vma13Δ GAL10-AAC2* cells grown in YPGR medium. TPS total protein staining. Source data are available online for this figure.

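Relative to *GAL10-AAC2* cells, 911 genes were higher and 1102 lower in *vma13Δ GAL10-AAC2* cells, and relative to *vma13Δ* cells 860 were higher and 1008 lower. Of these, 902 and 1095, and 848 and 995, had replicates that did not overlap. In all, 692 genes were higher in *vma13Δ GAL10-AAC2* cells than in both single mutants, and 638 of them were also higher than in wild-type controls. With a fold limit of 2 the count was 342, and without a fold limit it was 1101. The largest rises in *vma13Δ GAL10-AAC2* cells over wild-type controls among genes with non-overlapping replicates were those of *MET17*, *PHO84*, *HMLALPHA1*, *MATALPHA1* and *ANS1*, and the largest falls those of *HMRA1*, *VMA13*, *LYS2*, *OPT2* and *MFA2*. The fitted log2 fold change of *ANS1* was 6.10 and that of *OPT2* was -5.87. Apart from *PHO84*, *ANS1* and *OPT2*, these genes belong to the mating type, to the deleted *VMA13* locus or to auxotrophic markers, and the fitted folds of those listed at 0 in one genotype depend on the pseudocount.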

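Whether *vma13Δ GAL10-AAC2* cells exceeded the product of the single mutants' changes was tested with the interaction term of the limma model, on the log2 scale. The interaction was positive for 582 genes and negative for 670. With replicate number as a block, it was positive for 892 and negative for 926. Of the 582 genes, 441 were also higher in *vma13Δ GAL10-AAC2* cells than in both single mutants. Among the 60 genes of Fig. 4B–F, the estimate was above 0 for 58, the interaction was positive past the threshold for 34 and 53 were higher than in both single mutants. Adjusted over the list alone the 34 became 39, which is not independent evidence, and with replicate number as a block they became 45. The genes not higher than in both single mutants were *TRP1*, *GDH3*, *TPO2*, *ATG32*, *ATG13*, *ATG7* and *ATG26*. The interaction was positive for 1 of 5 genes of pH control, 7 of 12 of amino acid biosynthesis, 3 of 3 of one-carbon metabolism, 4 of 7 of nutrient uptake, 5 of 7 of phosphate homeostasis, 8 of 13 of proteostasis and 6 of 13 of autophagy. With replicate number as a block these became 2 of 5, 9 of 12, 3 of 3, 5 of 7, 6 of 7, 13 of 13 and 7 of 13. In limma's fit, 0 of the 60 genes were past the threshold in *GAL10-AAC2* cells, where 8 were higher at an unadjusted p below 0.05, 0 were called by the one-way model without moderation, 3 with replicate number as a block and 1 without *GAL10-AAC2* replicate 2. In *vma13Δ* cells 5 were past the threshold (*TPO2*, *PHO84*, *PHO5*, *ATG39* and *ATG22*), and 16 were higher at an unadjusted p below 0.05. That count was 2 without *vma13Δ* replicate 2, 3 without wild-type replicate 3, 1 with only the 2 genotypes compared and 9 with replicate number as a block. The interaction of *PHO84* was 6.28 (standard error 0.48, adjusted p = 3.1e-05) and that of *LYS20* was 3.44 (adjusted p = 3.3e-04). The interaction of *PMA1* was 0.57 (adjusted p = 0.0766). The interaction of *SSA4* was 2.58 (adjusted p = 0.0931, and 1.1e-05 with replicate number as a block), and *TPO2* had a negative estimate of -0.71 (adjusted p = 0.308, and 0.0413 with the block). For *ATG39* it was 0.88 (adjusted p = 0.0191), a call lost without *vma13Δ GAL10-AAC2* replicate 2 or 3, where the adjusted p reached 0.0522 at most. The interaction calls of *BLM10*, *SSA3*, *URA2* and *MUP1* were lost in the one-way model without moderation and without several single libraries. Their adjusted p reached at most 0.103 for *BLM10*, 0.0920 for *SSA3*, 0.0952 for *URA2* and 0.0726 for *MUP1*. *NPL4* lost its interaction call without wild-type replicate 1 or *vma13Δ* replicate 3. For *PET9* itself the interaction was -1.27 (standard error 0.33, adjusted p = 0.0211), and the call was lost without wild-type replicate 2 or 3 or *GAL10-AAC2* replicate 2 or 3, with an adjusted p of at most 0.0533.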

### Mitochondrial protein import stress in mice induces mPOS and muscle atrophy independent of bioenergetic deficiency and oxidative stress

To determine whether mPOS causes damage to the lysosome in mammals, we analyzed transgenic mice overexpressing ANT1, the functional homolog of yeast Aac2. These mice develop a muscle atrophy phenotype (Wang et al, 2022). To determine the primary stress that causes muscle atrophy, we analyzed young *Ant1*-transgenic (*Ant1*^*Tg*^/+) mice at the age of only 2 months. In these mice, the level of ANT1 is increased by only 2.5-fold in the skeletal muscle (Fig. EV2A,B). We found that these young mice already have significantly reduced lean mass (Figs. 5A,B and EV2C), myofiber cross-sectional area (Fig. 5C,D) and diameter (Fig. EV2D). Loss of lean mass progresses with age (Fig. EV2E). Interestingly, mitochondrial respiration (Fig. 5E,F) is little affected, like in yeast cells moderately overexpressing *AAC2* (Fig. EV1). Moreover, production of reactive oxygen species (ROS) is instead reduced in *Ant1*^*Tg*^/+ muscles (Fig. 5G,H). Muscle atrophy is therefore independent of bioenergetic deficiency and oxidative stress in *Ant1*^*Tg*^/+ mice.

**Figure EV2:**
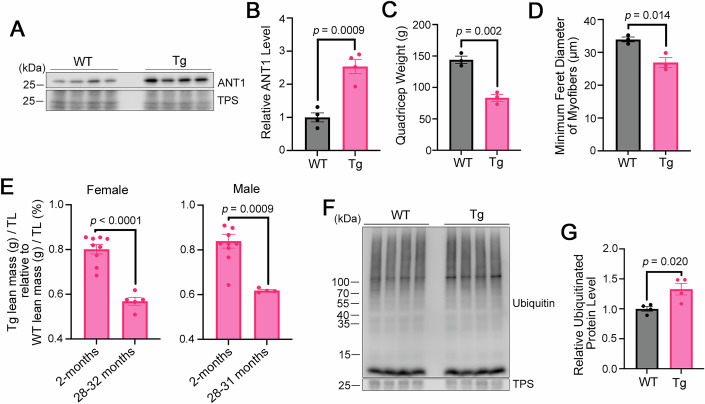
*Ant1* overexpression in *Ant1*^*Tg*^/+ mice causes progressive muscle atrophy during aging and affects quadriceps muscle weight, myofiber size, and protein ubiquitination levels at 2 months of age. (**A**) Immunoblotting showing ANT1 protein levels in *Ant1*^*Tg*^/+ (Tg) quadriceps relative to age-matched wild type controls (WT) at 2 months of age (*n* = 4/genotype; female). (**B**) Quantification of (**A**). (**C**) Quadriceps muscle weight at 2 months of age (*n* = 3/genotype; female). (**D**) Minimum Feret diameter of myofibers at 2 months of age (*n* = 3/genotype; female). (**E**) DXA scanning showing lean mass of *Ant1*^*Tg*^/+ mice relative to wild-type controls at different ages (*n* = 4–10/genotype/sex) normalized by tibia length (TL). (**F**) Immunoblotting of total cell lysates using an anti-ubiquitin antibody (*n* = 4/genotype; female). (**G**) Quantification of (**F**). Data in (**A**–**D**, **G**) are means ± SEM. The “*n*” denotes the number of animals. *P* values were calculated by a two-tailed Student’s *t-*test. TPS total protein stain.

**Figure 5:**
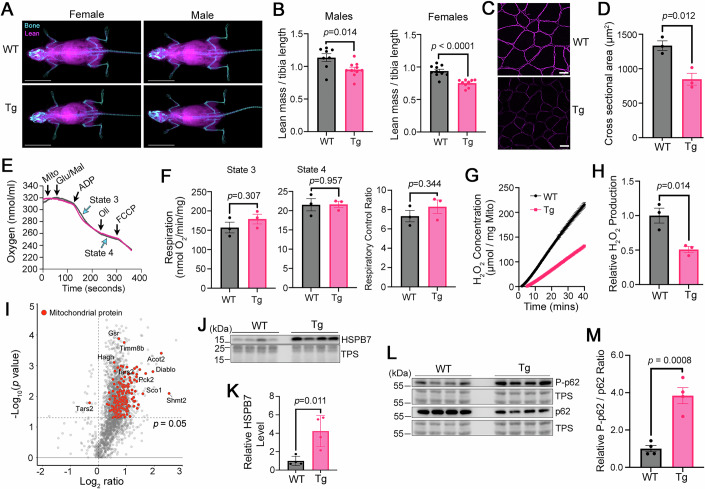
Mitochondrial protein import stress in *Ant1*^*Tg*^/+ muscle induces mPOS and muscle atrophy independent of bioenergetics. Quadriceps muscle was analyzed in two-month-old mice. (**A**) Body composition analysis by Dual-energy X-ray absorptiometry (DXA). Scale bar, 2.5 cm. (**B**) Lean mass quantification by DXA (*n* = 8–10/genotype/sex). (**C**) Immunofluorescence staining with anti-dystrophin antibody. Scale bar, 20 μm. (**D**) Cross-sectional area of myofibers (*n* = 3/genotype; female). (**E**) Representative traces of oxygraph analysis of isolated mitochondria. Mito mitochondria, Glu glutamate, Mal malate, Oli oligomycin, FCCP carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone. (**F**) Respiratory rates (*n* = 3/genotype; female). (**G**) Representative traces of H_2_O_2_ production from isolated mitochondria. (**H**) Quantification of H_2_O_2_ production (*n* = 3/genotype; female). (**I**) TMT mass spectrometry analysis of cytosolic fractions (*n* = 3/genotype; female). (**J**) Immunoblotting of HSPB7 (*n* = 4/genotype; female). (**K**) Quantification of (**J**). (**L**) Immunoblotting of P-p62 and p62 (*n* = 4/genotype; male). (**M**) P-p62/p62 ratio. Error bars represent mean ± SEM, and *p* values were calculated using unpaired two-tailed Student’s *t*-test in (**B**, **D**, **F**, **H**, **K**, **M**). Source data are available online for this figure.

We then analyzed the cytosolic proteome of *Ant1*^*Tg*^/+ muscle using Tandem Mass Tag (TMT)-based mass spectrometry. We found that the abundance of 1511 proteins is significantly elevated (ANOVA test, *p* < 0.05; Dataset EV4). Among them are 191 mitochondrial proteins (Fig. 5I), including ANT1 that is enriched by twofold (Dataset EV4). The retention of these proteins in the cytosol is consistent with mitochondrial protein import stress. We also observed an increase in the expression of *Hspb7*, based on both the proteomic data (Dataset EV4) and Western blot analysis (Fig. 5J,K). HSPB7 is a small heat shock family B chaperone that is known to provide the first line defense against proteostatic stress in the cytosol in an ATP-independent manner (Mogk et al, 2019). Also consistent with mPOS in the cytosol, the overall protein ubiquitination is increased in *Ant1*^*Tg*^/+ muscle (Fig. EV2F,G). Phosphorylation of p62, which enhances its activity as an autophagic receptor for protein aggregates, is also increased (Fig. 5L,M). Taken together, the data strongly support mPOS in the cytosol of *Ant1*^*Tg*^/+ muscle in the absence of significant changes to bioenergetics.

### Like in yeast, transcriptomic analysis reveals metabolic and lysosomal stress in the *Ant1*^*Tg*^/+ muscle

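RNA was sequenced from quadriceps muscle of 4 *Ant1* Tg/+ mice, which overexpress ANT1 from a transgene, and of 4 wild-type controls. The sample labels give all 8 mice as female and 2 months old. The paper describes RNA extraction with the miRNeasy kit and the TruSeq Stranded mRNA kit, whereas the labels name Trizol and RNeasy columns, the Illumina Stranded mRNA Prep kit and another sequencer than the paper. Reads were aligned with STAR in Partek Flow. The authors deposited FPKM values for 21006 genes, computed over the whole span of each gene with its introns and with 0.01 added to every value, so that lowly expressed and long genes have values near this floor. The spacing of low values puts the depth at 20060000 to 24740000 reads counted on genes in wild-type controls (median 22300000) and 19990000 to 23820000 in *Ant1* Tg/+ muscle (median 22410000). The paper states 50000000 paired-end reads. That is a sequencing depth and not a count on genes, so no discrepancy is read from it. The values here use the deposited FPKM, because between 77.2% and 83.6% of low values per library in the mouse tables came within 0.1 of a whole number of reads and counts were not recovered. The 8747 genes with a mean FPKM of at least 0.5 over the 8 mice were fitted with limma on the log2 of FPKM plus 0.1, with the threshold used for yeast. Across genes, Pearson's r between mice of a genotype was 0.959 to 0.982. *Ant1* is listed as *Slc25a4* (chromosome 8 of GRCm38, 46206797 to 46211284). Its FPKM was 614 ± 53.1 (SD, n = 4) in wild-type controls and 1734 ± 141 (SD, n = 4) in *Ant1* Tg/+ muscle, a log2 fold change of 1.50 (standard error 0.087, adjusted p = 4.6e-05, 2.82-fold). All 4 *Ant1* Tg/+ mice stood above all 4 controls (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow).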

To determine the mechanism of muscle atrophy in *Ant1*^*Tg*^/+ mice, we compared the transcriptome of *Ant1*^*Tg*^/+ muscle and wild-type controls at 2 months of age. 

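At 2 months of age, 341 of the 8747 genes tested were higher and 82 were lower in *Ant1* Tg/+ muscle. Of these, 326 and 77 had values that did not overlap between the genotypes. Chance gives this for 2.86% of unselected genes, whereas these were selected on the same mice, so it is not independent evidence. The median log2 fold change of all genes was 0.12. After median-of-ratios rescaling, which brought this median to -0.01, 173 genes were higher and 121 lower. Leaving the mitochondrially encoded and the 10 most abundant genes out of the scaling, an alternative chosen after seeing the data, gave 218 and 99. The fold limit moved the counts most, to 1108 higher and 176 lower without one and to 112 and 26 with a limit of 2. Without *Ant1* Tg/+ replicate 1, 208 genes were higher and 48 lower, and without wild-type replicate 4 the lower genes numbered 50. The largest rises among genes with non-overlapping values were those of *Fgf21*, *Trib3*, *Mthfd2*, *Gdf15* and *Psat1*. *Fgf21* stood at the floor of 0.01 in the 4 controls and at 16.4 ± 8.39 (SD, n = 4) in *Ant1* Tg/+ muscle. *Trib3* had a fitted log2 fold change of 5.30 and *Gdf15* of 4.26. In the 4 controls *Gdf15* stood at 0.01 to 0.0403 FPKM, below the pseudocount of 0.1, so its fitted fold depends on the pseudocount. The largest falls were those of *Ighm* (-2.93), *B230312C02Rik* (-2.89), *Gm12199*, *Gm6212* and *Ces1d*, and the calls of the last 3 were lost under some alternatives, among them leaving out *Ant1* Tg/+ replicate 1.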

We found that 277 genes are upregulated by >1.5-fold (one-way ANOVA, *q* < 0.05; Dataset EV5). Among these genes are those involved in amino acid (a.a.) biosynthesis/starvation response, one-carbon and nucleotide metabolism, a.a. uptake (Fig. 6A; Appendix Fig. S2A) and iron homeostasis (Appendix Fig. S2B). 

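Of the 29 genes named in Fig. 6A, 28 were past the threshold in *Ant1* Tg/+ muscle at 2 months, and all 29 had an adjusted p below 0.05 and values that did not overlap between the genotypes. Adjusted over the list alone the count was also 28, which is not independent evidence because the study chose the genes on these mice. Among the 18 genes of amino acid biosynthesis and starvation response, the median log2 fold change was 1.09, and *Farsb* fell short of the fold limit at 0.58 (adjusted p = 0.00256, and past it without wild-type replicate 3 or *Ant1* Tg/+ replicate 3). *Asns* (chromosome 6, 7675169 to 7693254) rose from 0.280 ± 0.246 (SD, n = 4) to 3.4 ± 0.261 FPKM (SD, n = 4), a log2 fold change of 3.39 (standard error 0.35, adjusted p = 0.00134). The 8 genes of one-carbon and nucleotide metabolism had log2 fold changes of 0.60 to 5.21 with a median of 0.70. *Mthfd2* (chromosome 6, 83305691 to 83325908) rose from 0.168 ± 0.0099 (SD, n = 4) to 9.87 ± 0.924 FPKM (SD, n = 4), a log2 fold change of 5.21 (standard error 0.081, adjusted p = 2.6e-08). The 3 genes of amino acid uptake rose by 0.74 to 1.45, and *Slc3a2* went from 1.78 ± 0.267 (SD, n = 4) to 5.06 ± 0.739 FPKM (SD, n = 4), a log2 fold change of 1.45 (standard error 0.14, adjusted p = 6.9e-04). With a fold limit of 2, 15 of the 29 genes were past the threshold, the largest move under any alternative. Near the fold limit, *Got1*, *Trmt1*, *Aprt*, *Atic*, *Ctps* and *Sfxn3* lost the call under median-of-ratios rescaling and without single mice, among them *Ant1* Tg/+ replicate 1 or, for *Ctps*, *Ant1* Tg/+ replicate 2. All 6 genes of iron homeostasis in Appendix Fig. S2B were past the threshold, with log2 fold changes of 0.64 to 2.05 and a median of 0.85. *Nupr1* had the largest, 2.05 (standard error 0.23, adjusted p = 0.00176), and *Slc40a1* rose by 0.84 (standard error 0.16, adjusted p = 0.0144). *Hmox1* rose by 0.85 (standard error 0.18, adjusted p = 0.0189), with *Ant1* Tg/+ replicate 2 at 2.11 FPKM apart from the other 3 mice. *Hmox1* lost the call without wild-type replicate 2, 3 or 4, with an adjusted p of at most 0.0565, and *Slc40a1* without *Ant1* Tg/+ replicate 1 (adjusted p = 0.0511, its highest). With a pseudocount of 1, 3 of the 6 genes were past the threshold, and with a fold limit of 2 there were 2.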

Activation of representative genes in these functional groups, such as *Asns* and *Mthfd2* were validated by western blotting (Figs. 6b and EV3A,B). Supporting amino acid starvation response, numerous amino acids in the cytosolic fraction are increasingly depleted in aging *Ant1*^*Tg*^/+ muscle (Fig. 6C). We also found that genes encoding several key components of the Integrated Stress Response (ISR), including *Atf4, Atf5*, and *Ddit3*, are activated (Fig. 6D). These transcription factors including ATF4 (Figs. 6B and EV3C) are known to activate metabolic genes including *Asns* and *Mthfd2*. 

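All 5 genes named in Fig. 6D were past the threshold in *Ant1* Tg/+ muscle, with a median log2 fold change of 1.44, and the count was the same adjusted over the list alone. *Atf4* (chromosome 15 of GRCm38, 80255184 to 80257541) rose from 53.8 ± 3.84 (SD, n = 4) to 120 ± 9.08 FPKM (SD, n = 4), a log2 fold change of 1.15 (standard error 0.081, adjusted p = 1.3e-04). *Atf5* (chromosome 7, 44812256 to 44816658) rose from 17.2 ± 2.56 (SD, n = 4) to 122 ± 8.79 FPKM (SD, n = 4), a log2 fold change of 2.83 (standard error 0.12, adjusted p = 9.2e-06). *Ddit3* (chromosome 10, 127290774 to 127296288) rose from 1.57 ± 0.44 (SD, n = 4) to 4.58 ± 1.17 FPKM (SD, n = 4), a log2 fold change of 1.49 (standard error 0.23, adjusted p = 0.00721). For each of the 3 genes, all *Ant1* Tg/+ mice stood above all controls (exact permutation test, two-sided p = 0.0286). *Cebpg* rose by 1.44 (standard error 0.14, adjusted p = 7.7e-04), and *Eif2s2* rose least, by 0.78. The 5 calls held with each mouse left out in turn and under the other alternatives except a fold limit of 2, with which 4 were past the threshold.

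**Figure D2:**
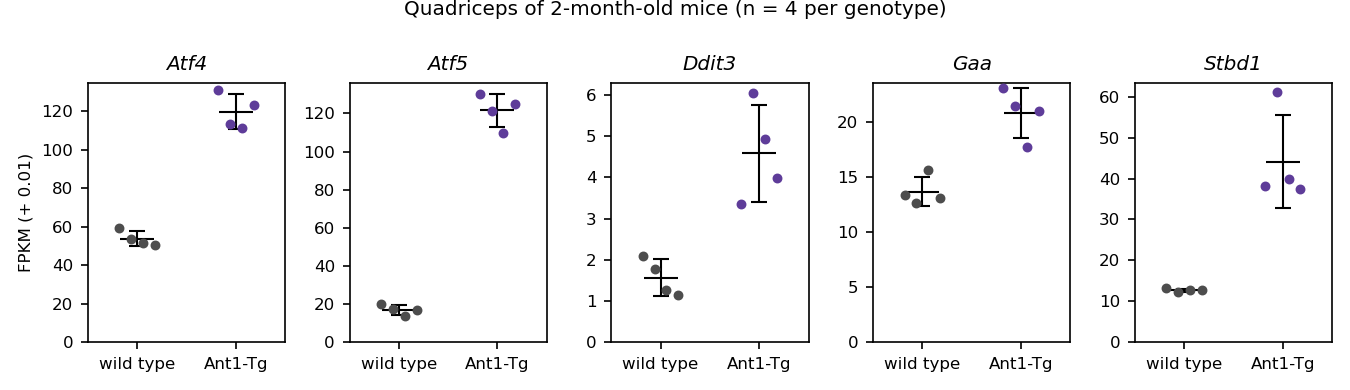
FPKM of *Atf4*, *Atf5*, *Ddit3*, *Gaa* and *Stbd1* in quadriceps of 2-month-old mice, with the authors' added 0.01. Points are mice, and bars give the mean ± SD (n = 4 per genotype). In each panel the 4 *Ant1* Tg/+ mice lie above the 4 controls.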

Activation of ISR was further confirmed by increased phosphorylation of eIF2α (Figs. 6B and EV3D), which increases the translation of ATF4, ATF5, and DDIT3 in a cap-independent manner (Pakos-Zebrucka et al, 2016). ISR activation is a hallmark of mitochondrial disease that directly affects oxidative phosphorylation (Dogan et al, 2014; Han et al, 2023; Hunt et al, 2019; Khan et al, 2017; Silva et al, 2009; Zurita Rendon and Shoubridge, 2018).

**Figure 6:**
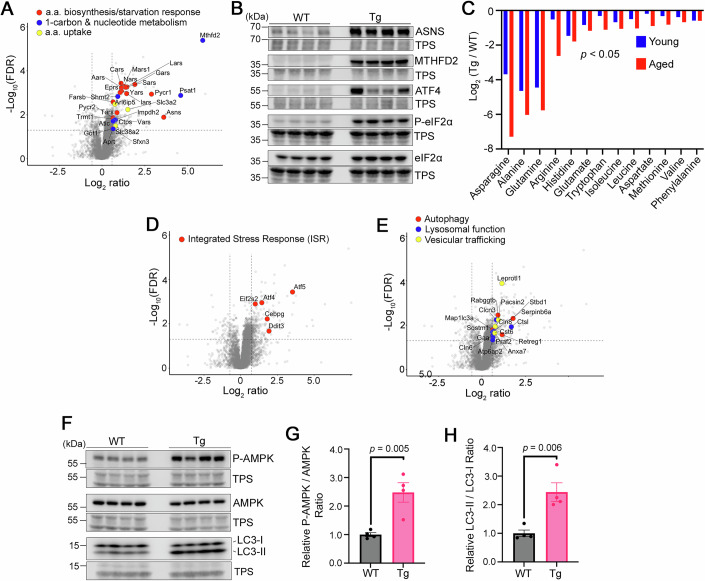
Mitochondrial protein import stress in *Ant1*^*Tg*^/+ muscle activates genes involved in ISR, metabolic adaptation and lysosome-related functions. Quadriceps muscle from two-month-old mice was analysed except for the inclusion of aged mice in (**C**). (**A**) RNA-seq analysis showing activation of metabolic genes in *Ant1*^*Tg*^/+ muscle. (**B**) Western blot analysis validating the activation of ISR and selected target genes. (**C**) Targeted metabolomic analysis showing depletion of amino acids in young (2 months) and old (27–30 months) *Ant1*^*Tg*^/+ muscle (*n* = 3-5/genotype; female). (**D**) Volcano plot showing the activation of ISR genes in *Ant1*^*Tg*^/+ muscle (*n* = 4). (**E**) RNA-seq analysis showing the activation of genes related to lysosomal functions in *Ant1*^*Tg*^/+ muscle (*n* = 4). (**F**) Immunoblotting showing increased AMPK phosphorylation and LC3-II accumulation in *Ant1*^*Tg*^/+ muscle (*n* = 4/genotype; male). (**G**) Quantification of relative P-AMPK/AMPK ratio (*n* = 4). (**H**) Quantification of relative LC3-II/LC3-I ratio (*n* = 4). The data were given as mean ± SEM. *P* values were calculated by a two-tailed Student’s *t*-test. TPS, total protein staining. Source data are available online for this figure.

**Figure EV3:**
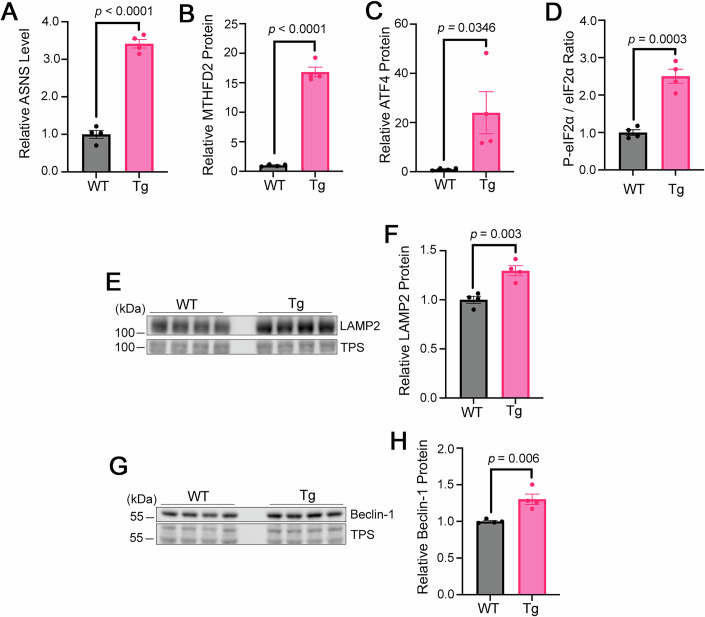
Immunoblot analysis validating transcriptional activation of ISR and autophagy-related genes in 2-month-old *Ant1*^*Tg*^/+ muscle. (**A**–**C**) Quantification of relative protein levels of ASNS (**A**), MTHFD2 (**B**) and ATF4 (**C**) (Fig. 6B). (**D**) Quantification of the relative P-eIF2α/eIF2α ratio (Fig. 6B). (**E**) Immunoblotting of LAMP2 (*n* = 4/genotype; male). (**F**) Quantification of (**E**). (**G**) Immunoblotting of Beclin-1 (*n* = 4/genotype; male). (**H**) Quantification of (**G**). TPS, total protein stain. Error bars are means ± SEM. *P* values were calculated by a two-tailed Student’s *t*-test. The “*n*” denotes the number of animals.

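Fig. 6E names 17 genes, of which 15 were past the threshold in *Ant1* Tg/+ muscle at 2 months, whether adjusted over all genes tested or adjusted over the list alone. All 17 had an adjusted p below 0.05 and values that did not overlap between the genotypes, with log2 fold changes of 0.55 to 1.75. The median was 0.91 for the 5 autophagy genes, 0.60 for the 8 lysosomal genes and 0.77 for the 4 genes of vesicular trafficking. *Cln6* at 0.57 (adjusted p = 0.016) and *Atp6ap2* at 0.55 (adjusted p = 0.0283) fell short of the fold limit, past which *Cln6* stood without wild-type replicate 3 or *Ant1* Tg/+ replicate 2 or 3 and *Atp6ap2* without wild-type replicate 1 or *Ant1* Tg/+ replicate 3. *Ctsl* (chromosome 13, 64359337 to 64370890), which encodes cathepsin L, rose from 10.8 ± 0.88 (SD, n = 4) to 34.9 ± 10.2 FPKM (SD, n = 4), a log2 fold change of 1.64 (standard error 0.20, adjusted p = 0.00238). *Sqstm1* rose from 32.7 ± 2.71 (SD, n = 4) to 49.7 ± 5.05 FPKM (SD, n = 4), a log2 fold change of 0.60 (standard error 0.096, adjusted p = 0.00807), and *Map1lc3a* from 63.9 ± 7.28 (SD, n = 4) to 96.9 ± 6.05 FPKM (SD, n = 4), also near the limit at 0.61 (standard error 0.094, adjusted p = 0.00722). *Sqstm1* fell below the fold limit without wild-type replicate 2 or *Ant1* Tg/+ replicate 1 or 4, and *Map1lc3a* without wild-type replicate 3 or 4 or *Ant1* Tg/+ replicate 4, and *Cst6*, *Praf2* and *Serpinb6a* also lost the call without single mice. With median-of-ratios rescaling 7 of the 17 genes were past the threshold, as with a pseudocount of 1, and with a fold limit of 2 there were 4. A predefined list of lysosomal genes, with 46 genes tested and 14 of its members named by the paper, had 2 genes past the threshold (1 without wild-type replicate 2 or 4 or *Ant1* Tg/+ replicate 1 or 2), 8 higher at an adjusted p below 0.05 and a median log2 fold change of 0.15 (camera adjusted p = 0.0706, fry adjusted p = 0.123).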

Finally, we found that genes involved in autophagy, lysosomal function and vesicular trafficking are also activated in *Ant1*-transgenic muscle (Fig. 6E). 

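Quadriceps muscle was also sequenced from 4 aged *Ant1* Tg/+ mice, at 27, 29, 29 and 30 months, and 4 aged wild-type controls, at 27, 28, 28 and 28 months. The labels give the aged mice as male, whereas the 2-month-old mice were female. The authors deposited FPKM values for 24584 genes in a table of its own, made in the same way as that of the young mice, so the ages were analysed separately and the effects of the transgene at the 2 ages were not tested against each other. The depth read from the spacing of low values was 31710000 to 39750000 reads in wild-type controls (median 35120000) and 27680000 to 33030000 in *Ant1* Tg/+ muscle (median 31760000). The genome build of this table is not stated and its gene starts differ from GRCm38, so no coordinates are given. The filter, pseudocount and threshold were those of the young mice, and 8780 genes were tested. Pearson's r between mice of a genotype across genes was 0.875 to 0.976. *Slc25a4* (ENSMUSG00000031633) was 526 ± 47.3 FPKM (SD, n = 4) in wild-type controls and 1601 ± 83.7 (SD, n = 4) in *Ant1* Tg/+ muscle, a log2 fold change of 1.61 (standard error 0.076, adjusted p = 1.2e-04, 3.05-fold). In aged muscle 966 genes were higher and 315 lower in *Ant1* Tg/+ mice, of which 898 and 292 had values that did not overlap between the genotypes. The median log2 fold change of all genes was 0.15. Median-of-ratios rescaling brought it to -0.05 and the counts to 461 higher and 618 lower. With the mitochondrially encoded and the 10 most abundant genes left out of the scaling, chosen after seeing the data, the counts were 609 and 452. The fold limit moved the counts most, to 2395 and 670 without one and to 348 and 145 with a limit of 2. The libraries also held transcripts of other tissues. *Tnp2*, a spermatid gene chosen after its values were seen, stood at 34.2, 0.386, 31.5 and 316 FPKM in wild-type controls and at 75.8, 0.01, 0.099 and 0.159 in *Ant1* Tg/+ muscle. *Alb*, a liver gene also chosen after its values were seen, was at most 0.137 in wild-type controls and stood at 0.0704, 6.54, 3.43 and 6.93 in *Ant1* Tg/+ muscle. With a term for hepatocyte transcripts, which follows the genotype closely, the counts were 733 and 276, and with a term for spermatid transcripts 843 and 297, both chosen after seeing the data. The largest rises among genes with non-overlapping values were those of *Gm5702*, *Mthfd2*, *Cyp2e1*, *Trib3* and *Gm7901*, and the largest falls those of *Amd1*, *Amd2*, *Amd-ps3*, *Gdf11* and *Gm15725*. *Cyp2e1* lost its call with the hepatocyte term (adjusted p = 0.0884, its highest).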

The number of activated genes involved in lysosomal function is increased in aged *Ant1*^*Tg*^/+ muscle (Fig. EV4). These include (1) five genes in the *Atp6* family encoding subunits of the V-ATPase, and (2) *Npc1*, *Npc2* and *Gba* known to be associated with lysosome storage disease. These observations suggest a cumulative increase in the severity of lysosomal damage. 

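Of the 19 genes shown in Fig. EV4, all were higher in aged *Ant1* Tg/+ muscle at an adjusted p below 0.05, with values that did not overlap between the genotypes, and 7 were past the fold limit as well. With the pseudocount of 0.1 the fitted rises of the 5 genes of the *Atp6* family were below 1.5-fold. *Atp6v0d1* (ENSMUSG00000013160) rose from 0.631 ± 0.046 (SD, n = 4) to 0.973 ± 0.150 FPKM (SD, n = 4), a log2 fold change of 0.55 (standard error 0.12, adjusted p = 0.0101), and it passed the fold limit with a pseudocount of 0.01 (0.61) and without *Ant1* Tg/+ replicate 4 (0.63). *Atp6v0c* (ENSMUSG00000024121) rose from 13.7 ± 1.27 (SD, n = 4) to 17.9 ± 1.12 FPKM (SD, n = 4), a log2 fold change of 0.39 (standard error 0.088, adjusted p = 0.0124), with *Ant1* Tg/+ replicate 2 at 19.6 apart from the other 3. *Atp6v1b2* rose by 0.35 (adjusted p = 0.00968), *Atp6v0e2* by 0.29 (adjusted p = 0.0154) and *Atp6v1c1* by 0.28 (adjusted p = 0.0427). The list of 16 V-ATPase subunits, from a family of which the paper names 6, had a median log2 fold change of 0.09, below the median of all genes (camera adjusted p = 0.773, fry adjusted p = 0.0124), and this median was -0.10 after median-of-ratios rescaling. *Npc1* (ENSMUSG00000024413) rose from 1.34 ± 0.295 (SD, n = 4) to 2.48 ± 0.574 FPKM (SD, n = 4), a log2 fold change of 0.84 (standard error 0.21, adjusted p = 0.0172). *Npc2* (ENSMUSG00000021242) rose from 1.65 ± 0.128 (SD, n = 4) to 2.98 ± 0.320 FPKM (SD, n = 4), a log2 fold change of 0.81 (standard error 0.092, adjusted p = 0.00126). For *Npc1* and *Npc2* all *Ant1* Tg/+ mice stood above all controls (exact permutation test, two-sided p = 0.0286). With a pseudocount of 1 both fell below the fold limit. *Npc1* also lost the call with a term for spermatid transcripts (adjusted p = 0.0568) and with one for hepatocyte transcripts (0.083), both chosen after seeing the data. From these genes and the larger number of activated lysosomal genes in aged muscle, the paper proposes that lysosomal damage becomes cumulatively more severe.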

Further supporting lysosomal damage, the level of LAMP2, a commonly used marker of lysosomes and late endosomes, is increased (Fig. EV3E–F). Phosphorylation of AMP-activated protein kinase (AMPK) is increased (Fig. 6F,G), which is known to stimulate autophagy. The LC3-II/LC3-I ratio, which is commonly used as a quantitative measure of macroautophagy, is also increased in the *Ant1*^*Tg*^/+ muscle (Fig. 6F,H). The level of Beclin-1, another key regulator of autophagy, is also increased (Fig. EV3G,H). In summary, the data support activation of genes involved in lysosomal function and autophagy. These gene expression patterns remarkably resemble what was found in yeast mutants with severe vacuolar damage (see Fig. 3). *Ant1*-induced mitochondrial protein import stress also activates genes involved in a.a. biosynthesis/starvation response, one-carbon and nucleotide metabolism and a.a. uptake. This suggests metabolic stress, and is consistent with a role of the lysosome in nutrient recycling (Xu and Ren, 2015). 

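A predefined list of ATF4 targets had 22 genes tested at 2 months, with a median log2 fold change of 2.32 in *Ant1* Tg/+ muscle, and all 22 were above the controls. Of these genes, 17 were past the threshold (camera adjusted p = 1.0e-20, fry adjusted p = 3.5e-07), and 8 of the list's members are named by the paper. *Psat1*, an enzyme of serine synthesis, had a log2 fold change of 3.89 (standard error 0.17, adjusted p = 1.3e-05). The list of cytosolic ribosomal proteins also rose, with a median of 0.49 over 75 genes (camera adjusted p = 2.6e-16, fry adjusted p = 0.0152), of which 14 were past the threshold. From the activation of genes of amino acid biosynthesis, one-carbon and nucleotide metabolism and amino acid uptake, the paper proposes metabolic stress and relates it to the role of the lysosome in nutrient recycling.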

Overall, the data strongly suggest that, like in yeast, mitochondrial protein import stress induces lysosomal stress in *Ant1*^*Tg*^/+ mice.

**Figure EV4:**
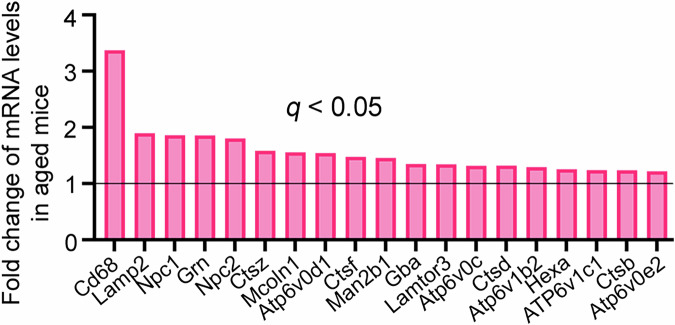
RNA-seq data showing the genes involved in lysosomal and autophagic functions that are activated in aged (27–30 months) *Ant1*^*Tg*^/+ quadriceps muscle relative to age-matched wild type controls (*n* = 4/genotype).

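The 19 genes had log2 fold changes of 0.28 to 1.59 in aged *Ant1* Tg/+ muscle, with a median of 0.50. Past the fold limit were *Cd68*, *Lamp2*, *Grn*, *Npc1*, *Npc2*, *Ctsz* and *Mcoln1*, and adjusted over the list alone the count was also 7. *Cd68* (ENSMUSG00000018774), which macrophages express strongly, rose from 1.44 ± 0.313 (SD, n = 4) to 4.82 ± 2.42 FPKM (SD, n = 4), a log2 fold change of 1.59 (standard error 0.30, adjusted p = 0.00692), with *Ant1* Tg/+ replicate 2 at 8.36. *Lamp2* rose by 0.87 (standard error 0.097, adjusted p = 0.00125) and *Grn* by 0.87 (standard error 0.14, adjusted p = 0.00348). With a pseudocount of 1, 3 of the 19 genes were past the fold limit. With a term for hepatocyte transcripts there were also 3, and with a term for spermatid transcripts 4, both chosen after seeing the data. *Ctsz* and *Mcoln1* lost the call without *Ant1* Tg/+ replicate 2, with a pseudocount of 1, after median-of-ratios rescaling, after scaling without mitochondrial and the 10 most abundant genes and with either term, and *Mcoln1* also without wild-type replicate 4. *Cd68* and *Grn* lost it with the hepatocyte term. *Ctsf* gained the call without wild-type replicate 2 or 3 or *Ant1* Tg/+ replicate 4 and with the hepatocyte term, and *Man2b1* without wild-type replicate 2. In muscle of 2-month-old mice, limma placed 0 of the 19 genes past the threshold, 18 had an estimate above 0, 6 were higher at an unadjusted p below 0.05 and 2, *Lamp2* at 0.39 and *Ctsd* at 0.36, were higher at an adjusted p below 0.05. The 19 genes had a median of 0.23 there, and the difference between the ages was not tested. The paper shows these 19 genes for their rise in aged muscle, which favours calls at that age. The 17 genes of Fig. 6E, shown for their rise at 2 months, went the other way, with 15 past the threshold at 2 months and 6 in aged muscle. The predefined lysosomal list had 43 genes tested in aged muscle, with 9 past the threshold, 24 higher at an adjusted p below 0.05 and a median of 0.35 (camera adjusted p = 3.4e-04, fry adjusted p = 0.00117).

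**Figure D3:**
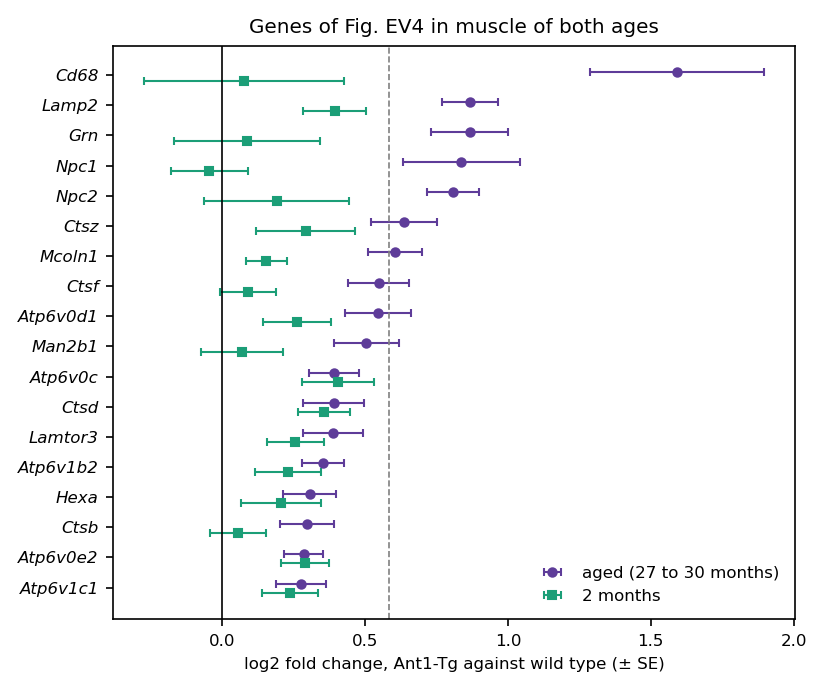
Log2 fold change, *Ant1* Tg/+ against wild type, of genes of Fig. EV4 in aged muscle (circles) and in muscle of 2-month-old mice (squares). Bars give the standard error of the limma fit (n = 4 per genotype and age), and the dashed line marks a fold change of 1.5. In aged muscle the estimates shown lie above 0, and 7 lie beyond the dashed line. The genes are those that the paper shows for aged muscle.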

### Lysosomal damage and activation of repair pathways in *Ant1*^*Tg*^/+ muscle

Multiple lines of evidence supported lysosomal damage in the *Ant1*^*Tg*^/+ muscle. First, we determined the abundance of the cytosolically faced V_1_ sector of the V-ATPase relative to the membrane-associated Vo (Fig. 1F) in lysosome-enriched subcellular fractions (Appendix Fig. S3). Reduced V_1_/V_o_ ratio in the lysosome-enriched pellet is commonly used as an indicator for the disassembly of the V-ATPase. We found that the V_1_/V_o_ ratio is moderately but significantly reduced in *Ant1*^*Tg*^/+ muscle compared with that of the wildtype (Fig. 7A,B), suggesting partial V_1_ dissociation or a defect in V-ATPase assembly, both of which would reduce V-ATPase activity. Second, the ratio between the mature and precursor (pro-) form of the lysosomal protease cathepsin L (CTSL) is reduced (Fig. 7C,D), supporting impaired lysosomal maturation. Third, H&E staining revealed the presence of basophilic vesicles in *Ant1*^*Tg*^/+ muscle (Fig. 7E), reminiscent of those seen in lysosomal myopathy (Malicdan et al, 2008). These profiles have approximately the same size as structures resembling poorly processed multivesicular bodies that may accumulate because of endolysosomal dysfunction, as revealed by transmission electron microscopy (TEM) (Fig. 7E). Fourth, we observed progressive overaccumulation of glycogen in *Ant1*^*Tg*^/+ muscle (Fig. 7F). 

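*Gaa* (chromosome 11 of GRCm38, 119267887 to 119285454) rose from 13.7 ± 1.30 (SD, n = 4) in wild-type controls to 20.8 ± 2.25 FPKM (SD, n = 4) in *Ant1* Tg/+ muscle at 2 months, a log2 fold change of 0.60 (standard error 0.10, adjusted p = 0.0101, 1.51-fold). All 4 *Ant1* Tg/+ mice stood above all 4 controls (exact permutation test, two-sided p = 0.0286). The fold change lay at the limit of 1.5 and fell below it with a pseudocount of 1, with median-of-ratios rescaling, and without wild-type replicate 2, wild-type replicate 4, *Ant1* Tg/+ replicate 1 or *Ant1* Tg/+ replicate 2. The call was also lost with replicate number as a block (limma adjusted p = 0.0509). It was lost as well after scaling without mitochondrial and the 10 most abundant genes, chosen after seeing the data. In aged muscle *Gaa* was 17.4 ± 2.36 FPKM (SD, n = 4) in wild-type controls and 19.5 ± 3.5 (SD, n = 4) in *Ant1* Tg/+ mice, a log2 fold change of 0.15 (standard error 0.15, adjusted p = 0.446; exact permutation test, two-sided p = 0.371). After median-of-ratios rescaling the aged estimate was -0.06.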

Expression of α-glucosidase (GAA), the only glycogen-hydrolyzing enzyme in the lysosome is increased (Fig. EV5A–C), likely as a stress response. 

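*Stbd1* (chromosome 5 of GRCm38, 92603041 to 92606579) rose from 12.7 ± 0.415 (SD, n = 4) to 44.1 ± 11.3 FPKM (SD, n = 4) in *Ant1* Tg/+ muscle at 2 months, a log2 fold change of 1.75 (standard error 0.15, adjusted p = 4.7e-04). The value of *Ant1* Tg/+ replicate 2, 61.0, stood apart from the other 3, and the call held without it. In aged muscle *Stbd1* rose from 18.5 ± 0.798 (SD, n = 4) to 31.7 ± 8.65 FPKM (SD, n = 4), a log2 fold change of 0.73 (standard error 0.19, adjusted p = 0.0199), a call that was lost without wild-type replicate 1 and with median-of-ratios rescaling, and whose adjusted p reached 0.146 with the terms for transcripts of other tissues. At both ages the *Ant1* Tg/+ mice stood above the controls without overlap (exact permutation test, two-sided p = 0.0286).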

Along this line, the transcript and protein levels of STBD1, an autophagic receptor for glycophagy, are increased (Fig. EV5D–F). These data were consistent with lysosomal damage. Fifth, lipofuscin over-accumulates in *Ant1*^*Tg*^/+ muscle (Fig. 7G). Lipofuscin accumulation is not only a biomarker for reduced degradative capacity of lysosomes, but is also known to directly cause lysosomal membrane permeabilization (Pan et al, 2021).

**Figure 7:**
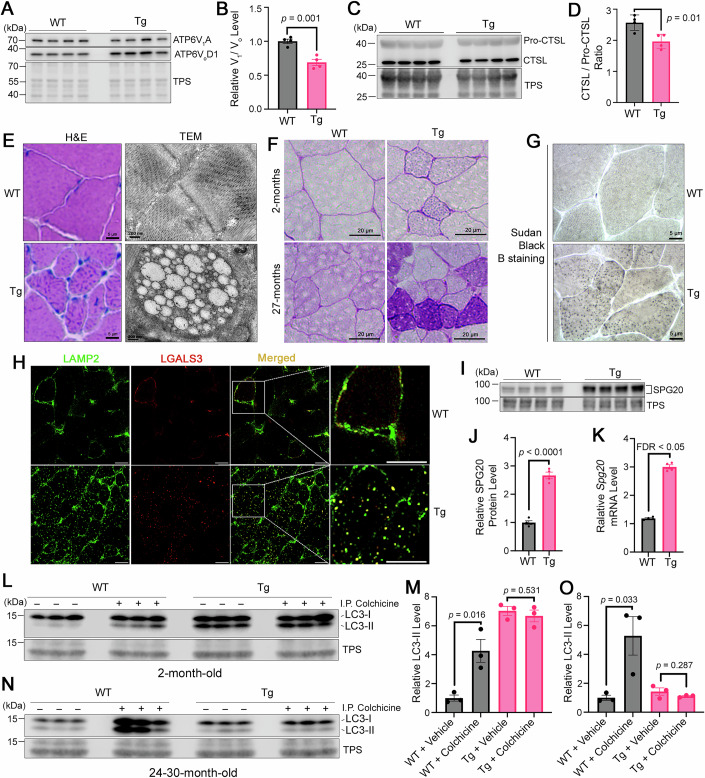
Mitochondrial protein import stress in *Ant1*^*Tg*^/+ muscle induces lysosomal damage, activates lysosomal repair pathways and stalls autophagic flux. Quadriceps muscle was analyzed in all the experiments. (**A**) Immunoblotting of V-ATPase subunits (*n* = 4/genotype; female). (**B**) Quantification of the relative V_1_/V_o_ ratio. (**C**) Immunoblotting of pro- and mature forms of CTSL (*n* = 4/genotype; female). (**D**) Quantification of relative CTSL/Pro-CTSL ratio. (**E**) H&E staining and transmission electron microscopy images showing the accumulation of basophilic vesicles and multivesicular body-like structures. (**F**) PAS staining showing glycogen accumulation in *Ant1*^*Tg*^/+ muscle. (**G**) Sudan Black B staining showing accumulation of lipofuscin in *Ant1*^*Tg*^/+ muscle from 30- to 32-month-old mice. (**H**) Immunofluorescence showing partial colocalization of LAMP2 and LGALS3 in 24-month-old *Ant1*^*Tg*^/+ muscle. Scale bar, 20 μm. (**I**) Immunoblotting of SPG20 (*n* = 4/genotype; female). (**J**) Quantification of (**I**). (**K**) RNA-seq analysis showing transcriptional activation of *Spg20* in *Ant1*^*Tg*^/+ muscle. (**L**) Western blot analysis showing the levels of LC3-I and LC3-II in the skeletal muscle of 2-month-old mice with or without colchicine treatment, establishing the autophagic flux in these animals. (**M**) Quantification of (**L**). (**N**) Western blot analysis showing the levels of LC3-I and LC3-II in the skeletal muscle of 24–30-month-old mice with or without colchicine treatment. (**O**) Quantification of (**N**). The data were given as mean ± SEM. *P* values were calculated by a two-tailed Student’s *t*-test. The “*n*” denotes the number of animals. TPS total protein staining. A 2-month-old quadriceps muscle was used for immunoblotting. Source data are available online for this figure.

**Figure EV5:**
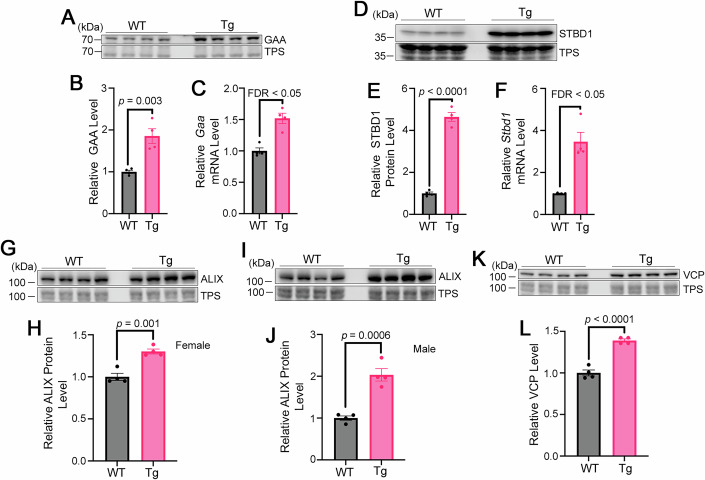
Immunoblotting showing the increased levels of lysosomal repair-related proteins in 2-month-old *Ant1*^*Tg*^/+ quadriceps muscle. (**A**) Immunoblotting of GAA (acid α-glucosidase) (*n* = 4/genotype; male). (**B**) Quantification of (**A**). (**C**) RNA-seq analysis showing transcriptional activation of *Gaa* in *Ant1*^*Tg*^/+ muscle (*n* = 4). (**D**) Immunoblotting of STBD1 (*n* = 4/genotype; male). (**E**) Quantification of (**D**). (**F**) RNA-seq analysis showing transcriptional activation of Stbd1 in *Ant1*^*Tg*^/+ muscle. (**G**) Immunoblotting of ALIX in female mice (*n* = 4/genotype). (**H**) Quantification of (**G**). (**I**) Immunoblotting of ALIX in male mice (*n* = 4/genotype). (**J**) Quantification of (**I**). (**K**) Immunoblotting of VCP (*n* = 4/genotype). (**L**) Quantification of (K). TPS total protein stain. Error bars are means ± SEM. *P* values were calculated by a two-tailed Student’s *t*-test. The “*n*” denotes the number of animals.

Sixth, we found that lysosomal repair and turnover pathways are activated in *Ant1*^*Tg*^/+ muscle. Galectin-3, a glycan-recognizing protein involved in lysosomal repair (Jia et al, 2020), forms intracellular puncta that considerably colocalize with LAMP2, resembling lysosomal repair foci (Fig. 7H). 

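*Spg20* (chromosome 3 of GRCm38, 55112108 to 55137322) rose from 1.18 ± 0.048 (SD, n = 4) in wild-type controls to 3.00 ± 0.147 FPKM (SD, n = 4) in *Ant1* Tg/+ muscle at 2 months, a log2 fold change of 1.27 (standard error 0.061, adjusted p = 1.7e-05). In aged muscle the log2 fold change was 1.12 (standard error 0.19, adjusted p = 0.00472). At each age the 4 *Ant1* Tg/+ mice stood above the 4 controls (exact permutation test, two-sided p = 0.0286), and the call held under every alternative.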

The protein (Fig. 7I,J) and transcript (Fig. 7K) levels of SPG20 are both elevated. SPG20 is a recently identified protein involved in the initiation of lysophagy and lysosomal quality control (Gahlot et al, 2024). The levels of Alix and VCP, two additional proteins that participate in lysosomal repair (Papadopoulos et al, 2020; Radulovic et al, 2018; Skowyra et al, 2018), are also elevated (Fig. EV5G–L). The data provide further support for lysosomal damage and activation of repair pathways in *Ant1*^*Tg*^/+ muscle.

Despite the activation of genes involved in autophagy (see Fig. 6E), lysosomal damage would be expected to reduce the overall autophagic flux due to reduced trafficking and processing of autophagosomes. To test this, we determined autophagic flux in *Ant1*^*Tg*^/+ and wild-type muscle using colchicine to inhibit autophagosome processing. In the wild-type skeletal muscle, we found that injection of colchicine leads to the accumulation of the lipidated form of LC3, LC3-II, suggesting effective inhibition of autophagosome degradation by the lysosome. Indeed, in both young (Fig. 7L,M) and aged (Fig. 7N,O) *Ant1*^*Tg*^/+ muscle, LC3-II accumulated at the same level regardless of whether colchicine was delivered. The high basal level of LC3-II strongly suggests that autophagic flux is severely stalled in the *Ant1*^*Tg*^/+ muscle, likely due to lysosomal damage.

### Release of lysosomal hydrolytic enzymes and activation of proteasomal activities in *Ant1*^*Tg*^/+ muscle

Muscle atrophy generally results from an imbalance between protein synthesis and degradation, when protein synthesis is decreased, and/or protein degradation is over-activated (Bonaldo and Sandri, 2013). Using the in vivo Surface Sensing of Translation (SUnSET) assay, we found that protein synthesis rate is marginally increased instead of decreased in *Ant1*^*Tg*^/+ muscle compared to the wildtype (Fig. 8A,B). In contrast, the relative protein content in *Ant1*^*Tg*^/+ muscle is drastically reduced relative to wildtype, with the most pronounced effect observed in aged mice (Fig. 8C). This suggests that muscle atrophy is likely caused by increased proteolysis in *Ant1*^*Tg*^/+ mice. The stalling of autophagic flux described above excludes the role of autophagy as the main driver of muscle atrophy. We then examined whether lysosomal damage leads to the release of luminal hydrolytic enzymes into the cytosol to cause excessive protein degradation. Indeed, proteomic examination revealed that lysosomal luminal proteins, including numerous hydrolytic proteases, are significantly enriched in the cytosol of *Ant1*^*Tg*^/+ muscle relative to the wild type controls (Fig. 8D). Direct enzymatic assay revealed that omnicathepsin activity, which reflects total activity of various lysosomal cathepsins, is already significantly increased in the cytosol of young *Ant1*^*Tg*^/+ muscle (Fig. 8E). The cytosolic cathepsin activities are further increased in aged *Ant1*^*Tg*^/+ muscle. The data support lysosomal membrane damage and the release of luminal proteases into the cytosol, which may cause excessive protein degradation, thereby contributing to muscle atrophy.

**Figure 8:**
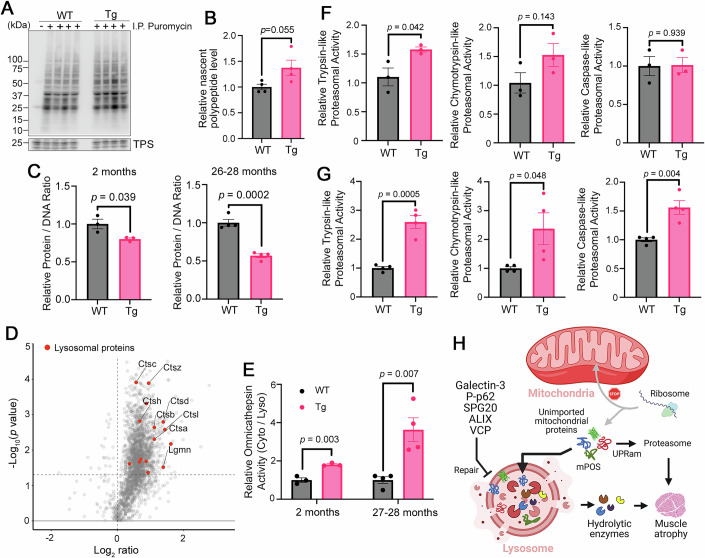
Mitochondrial protein import stress causes the release of cathepsins from lysosomes and stimulates proteasomal activity in *Ant1*^*Tg*^/+ quadriceps muscle. (**A**) In vivo protein synthesis measurement by SUnSET analysis of 2-month-old mice (*n* = 4/genotype; female). (**B**) Quantification of (**A**). (**C**) Relative protein/DNA ratio in *Ant1*^*Tg*^/+ and wild type muscles (*n* = 3–4/genotype; female). (**D**) TMT mass spectrometry analysis showing the increased levels of lysosomal hydrolytic proteases, including cathepsins, in the cytosolic fraction of *Ant1*^*Tg*^/+ muscle (*n* = 3/genotype; female). (**E**) Relative cytosolic/lysosomal omnicathepsin activity ratio in *Ant1*^*Tg*^/+ and wild type muscles (*n* = 3–4/genotype). (**F**) Proteasome-associated proteolytic activities in 2-month-old mice. (**G**) Proteasome-associated proteolytic activities in 27/28-month-old mice. (**H**) Model of mitochondria-induced progressive muscle atrophy. The release of hydrolytic enzymes from damaged lysosomes may cause excessive protein degradation and muscle atrophy in *Ant1*^*Tg*^/+ mice. Proteasomal activation may also play a role in muscle atrophy, especially in aged animals. Error bars are means ± SEM. *P* values were calculated by a two-tailed Student’s *t*-test. Source data are available online for this figure.

Previous studies have shown that accumulation of unimported mitochondrial protein activates the proteasomal branch of proteolysis (Wrobel et al, 2015). As such, we determined proteasomal activities in *Ant1*^*Tg*^/+ muscles. We found that, at the age of 2 months, the trypsin-like activity was marginally increased, whereas the chymotrypsin-like and caspase-like activities were not increased in the *Ant1*^*Tg*^/+ muscle compared to wild type (Fig. 8F). At 27–28 months of age, all three proteasome-associated protease activities were significantly increased in *Ant1*^*Tg*^/+ muscle compared to wild type controls (Fig. 8G). Therefore, it is possible that proteasomal activation also contributes to reduced protein content and muscle atrophy, especially in aged *Ant1*^*Tg*^/+ mice.

## Discussion

Under conditions of mitochondrial damage, accumulation of unimported mitochondrial proteins causes mPOS, which activates proteasomal function and represses global protein synthesis to contain cytosolic proteotoxicity (Wang and Chen, 2015; Wrobel et al, 2015). Studies have shown that accumulation of unimported mitochondrial proteins also activates other stress response programs to improve mitochondrial protein import and cellular proteostasis (Martensson et al, 2019; Nargund et al, 2012; Sutandy et al, 2023; Weidberg and Amon, 2018). To alleviate cellular stress, some unimported mitochondrial proteins are shuttled to the endoplasmic reticulum before being recycled back for mitochondrial import (Hansen et al, 2018), or are trafficked to the nucleus for degradation (Shakya et al, 2021). An outstanding question has been which cellular processes are most vulnerable to mPOS, leading to reduced cell fitness and viability. In the current study, we show that mitochondrial protein import stress causes vacuolar/lysosomal damage, which leads to inhibition of cell growth in yeast and progressive muscle atrophy in mice. We discovered a mitochondria-to-lysosome axis of proteostatic relay that affects tissue mass homeostasis.

In yeast, we found that mild mitochondrial protein import stress, induced either by Aac2 overloading or by the loss of non-essential components of the mitochondrial protein import pathway, including Tim18, Tom7, Tom5, Tom6, and Tom70, is synthetically lethal with *vma* mutations that disrupt V-ATPase activity. Aac2 overloading and mutations in the protein import genes lead to partial disassembly of the V-ATPase, vacuolar deacidification, and hypersensitivity to a high pH environment. Mitochondrial protein import stress can therefore intrinsically affect vacuolar function. When combined with *vma13Δ*, mitochondrial protein import stress causes drastic deacidification of the vacuole. The luminal pH reaches a level much higher than that observed in *vma13Δ* single mutant. This strongly suggests that mitochondrial protein import stress can also induce vacuolar damage independent of V-ATPase activity. Severe vacuolar damage caused by *AAC2*-overexpression and *vma13Δ* results in strong activation of genes involved in cellular pH homeostasis, including *PMA2*, which mediates proton efflux at the plasma membrane. Many genes involved in cytosolic proteostasis and autophagy are also activated in these cells. These data suggest defective autophagy and heightened proteostatic stress in the cytosol, because of vacuolar damage. Finally, numerous genes involved in amino acid biosynthesis, one-carbon metabolism and phosphate homeostasis are activated in *vma13Δ* cells challenged by Aac2 overloading. Given the important role of the vacuole in these metabolic processes, the data therefore provide further support for mitochondria-induced vacuolar damage. Previous studies have shown that vacuolar damage causes mitochondrial dysfunction (Hughes and Gottschling, 2012; Hughes et al, 2020). In light of our study, mitochondrial dysfunction can, in turn, induce vacuolar damage through proteostatic signaling. It is possible that a vicious cycle may occur, which ultimately causes the loss of cell viability.

Like in yeast, ANT1 overloading in the skeletal muscle of *Ant1*^*Tg*^/+ mice strongly activates genes involved in amino acid starvation response, one-carbon metabolism and autophagy. We speculate that these transcriptional responses may also be triggered by damage to the mammalian vacuolar counterpart, the lysosome. Lysosomal dysfunction and damage in the *Ant1*^*Tg*^/+ muscle is strongly supported by increased accumulation of glycogen, lipofuscin and poorly processed multivesicular bodies, severely stalled autophagy, and activation of genes involved in lysosomal biogenesis and repair. These data therefore support an evolutionarily conserved mechanism by which mitochondrial protein import stress induces vacuolar/lysosomal damage.

We found that ANT1 overloading causes significant muscle atrophy in two-month-old *Ant1*^*Tg*^/+ mice. In these young animals, OXPHOS capacity is little affected, whereas ROS production is reduced in the skeletal muscle. The data supported lysosomal but not bioenergetic and oxidative stress as a driver of muscle atrophy. Muscle atrophy occurs under many clinical conditions and during aging. A prevailing mechanism maintains that excessive protein degradation relative to synthesis drives muscle atrophy, by reducing the overall protein content and therefore the size of myofibers (Bonaldo and Sandri, 2013). Mitochondrial dysfunction is known to cause muscle atrophy (Calvani et al, 2013; Chen et al, 2010; Romanello and Sandri, 2016). Bioenergetic deficiency and oxidative stress have long been proposed as key drivers of mitochondria-induced muscle atrophy, despite the underlying mechanisms remaining vague. Our study supports the role of mPOS and lysosomal damage in mitochondria-induced muscle atrophy. We found that the overall rate of protein synthesis is not reduced in *Ant1*^*Tg*^/+ muscle. Therefore, muscle atrophy in *Ant1*^*Tg*^/+ mice is likely a result of excessive protein degradation. As the autophagic flux is severely stalled, it is unlikely that increased autophagy accounts for the muscle atrophy phenotype. Interestingly, we found that numerous lysosomal proteolytic enzymes are released into the cytosol. Although some of these enzymes, such as the cathepsins, have optimal activity at the low pH of the lysosomal lumen, they often retain some levels of proteolytic activity in the cytosol to degrade proteins (Yadati et al, 2020). Long-term exposure to these limited levels of cathepsin activities may cause excessive protein degradation, reduced myofiber size and ultimately, muscle atrophy (Fig. 8H). Interestingly, we also found that proteasomal activity is mildly increased in young, but significantly increased in aged *Ant1*^*Tg*^/+ muscle. This observation is reminiscent of the UPRam (Unfolded Protein Response activated by mistargeting of proteins) mechanism in cells challenged by severe mitochondrial protein import stress (Topf et al, 2016; Wrobel et al, 2015). It is therefore possible that proteasomal activation also contributes to muscle atrophy, especially in aged *Ant1*^*Tg*^/+ mice. Overall, we favor the model that excessive protein degradation by lysosome-released proteolytic enzymes and proteasomal activation cause progressive muscle atrophy, although it cannot be completely excluded that lysosomal damage and proteasomal activation may contribute to muscle atrophy via mechanisms other than proteostatic imbalance.

We found that the nuclear transcriptome is drastically remodeled even in young *Ant1*^*Tg*^/+ mice. Many genes involved in ISR, amino acid starvation response and one-carbon metabolism are activated. Of note, the activation of these genes is a common hallmark observed in various mitochondrial disease models (Dogan et al, 2014; Han et al, 2023; Khan et al, 2017; Kuhl et al, 2017; Tyynismaa et al, 2010). Given that OXPHOS capacity is not significantly reduced and ROS production is instead reduced in young *Ant1*^*Tg*^/+ muscle compared to wild type, our data strongly support the conclusion that the transcriptional response and metabolic remodeling are independent of bioenergetic impairment. OXPHOS-independent activation of ISR and other adaptive transcriptional responses have previously been observed in a mouse model of respiratory deficiency in the heart (Dogan et al, 2014). In light of our data, lysosomal damage may trigger the activation of metabolic remodeling, given the critical role of the lysosome in nutrient recycling and homeostasis.

How the unimported mitochondrial proteins are targeted and cause damage to the vacuole/lysosome remains unsolved. Autophagy may be involved in the delivery of these proteins into the vacuole/lysosome. In a *vma* mutant with reduced degradative capacity, we detected vacuolar accumulation of unimported mitochondrial proteins and vacuolar enlargement in yeast. We showed the vacuolar targeting of the matrix Aco1 protein under mitochondrial protein import stress conditions. Accumulation of poorly processed multivesicular bodies was observed in *Ant1*^*Tg*^/+ muscle. These observations suggest that at least some of the unimported mitochondrial proteins are targeted to the vacuole/lysosome for proteolytic processing. The mitochondrial proteome comprises many highly hydrophobic membrane proteins. Whether these proteins are targeted and effectively degraded within the vacuolar/lysosomal lumen is yet to be determined. In classic lysosomal storage disease, specific substrates such as lipids and complex sugar molecules over-accumulate inside the lysosome, causing functional and structural damage to the organelle. By analogy, we speculate that increased trafficking of unimported mitochondrial proteins may overwhelm the degradative capacity, thereby leading to vacuolar/lysosomal dysfunction. Alternatively, specific mitochondrial proteins may cause vacuolar/lysosomal membrane damage. The pathogenic overaccumulation of undigested substrates and aggregated proteins such as α-synuclein and tau within the lysosomal lumen, followed by lysosomal damage and dysfunction, is commonly observed in classic lysosomal storage, Parkinson’s disease (PD) and Alzheimer’s disease (AD) (Kakuda et al, 2024; Rose et al, 2024; Zoncu and Perera, 2022). Lysosomal membrane permeabilization and cathepsin release have also been observed in AD (Lee et al, 2022). Biomarkers of lysosomal damage, including the release of luminal enzymes and activation of repair pathways, were observed in the *Ant1*^*Tg*^/+ muscle, supporting the presence of lysosomal membrane damage. Further studies will be required to elucidate the underlying mechanisms.

In summary, our study uncovered a mitochondria-to-lysosome axis of proteostatic relay that causes tissue atrophy. Defective mitochondrial protein import can be induced by many types of mitochondrial injuries (Coyne and Chen, 2026). It may accelerate aging (Fortney et al, 2015; Gottschalk et al, 2014; Shadyab et al, 2016) and play a role in brain atrophy (Burggren et al, 2017; Chiba-Falek et al, 2018; Mise et al, 2017; Roses et al, 2016; Roses et al, 2009; Schott et al, 2016; Valant et al, 2012; Yu et al, 2017a; Yu et al, 2017b; Zeitlow et al, 2017). Our study may help in the better understanding of tissue atrophy during aging and also many diseases in which mitochondrial and lysosomal damage are co-manifested.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Yeast strains	Table EV1	
*Ant1*^*Tg*^/+ mouse	Wang et al, 2022	
C57BL/6J	Jackson Lab	#000664
**Recombinant DNA**		
pHluorin	Diakov et al, 2013	N/A
pMitoLoc plasmid	Adagene	#58980
**Antibodies**		
Mouse monoclonal ALIX	Invitrogen	#MA1-83977
Mouse monoclonal anti-galectin-3	Santa Cruz Biotechnology	#32790
Mouse monoclonal Pho8 antibody	Kane lab.	N/A
Mouse monoclonal anti-LAMP2	DSHB	#GL2A7
Mouse monoclonal anti-puromycin	Millipore	#MABE343
Mouse monoclonal S6	CST	#2317
Rabbit polyclonal anti-AMPKα	CST	#2532
Rabbit anti Ant1	Chen Lab	N/A
Rabbit polyclonal anti-ASNS	Proteintech	#14681-1-AP
Rabbit monoclonal anti-ATP6V1A	Abcam	#ab199326
Rabbit polyclonal anti-ATP6V0D1	Proteintech	#18274-1-AP
rabbit monoclonal anti-Beclin-1	CST	#3495
Rabbit polyclonal anti-eIF2α	CST	#9722
Rabbit polyclonal anti-GAA	Invitrogen	#PA5-117464
Rabbit polyclonal anti-HSPB7	Invitrogen	#PA5-100825
Rabbit polyclonal anti-LC3B	Novus Biologicals	#NB100-2220
Rabbit polyclonal anti-MTHFD2	Proteintech	#12270-1-AP
Rabbit monoclonal anti-P-AMPKa	CST	#2535
Rabbit polyclonal anti-P-S6	CST	#2211
Rabbit monoclonal anti-P-SQSTM1/p62	CST	#39786
rabbit monoclonal SQSTM1/p62	CST	#23214
Rabbit polyclonal anti-SPG20	Proteintech	#13791-1-AP
Rabbit polyclonal anti-STBD1	Proteintech	#11842-1-AP
Rabbit monoclonal anti-VCP	CST	#2649
Rat monoclonal anti-LAMP2	DSHB	#ABL-93
**Oligonucleotides and other sequence-based reagents**		
PCR primers	This study	N/A
**Chemicals, enzymes and other reagents**		
AllPrep DNA/RNA/Protein Mini Kit	Qiagen	#80004
Amplex UltraRed	Invitrogen	#A36006
Fatty acid-free BSA	Roche	#03117057001
BCECF-AM	Invitrogen	#B1150
FM 4-64	Thermo Fisher Scientific	#T13320
Halt Protease and Phosphatase Inhibitor Cocktail	Thermo Fisher Scientific	#78440
Monensin	Sigma-Aldrich	#M5273
Nigericin	Sigma-Aldrich	#N7143
Nourseothricin sulfate	GoldBio	#N-500
PVDF membrane	Millipore	#IPVH00010
Revert™ 700 Total Protein Stain	LI-COR	#926-11021
NativePAGE 3–12% Bis-Tris Gel	Invitrogen	#BN1001BOX
ProLong Gold Antifade Mountant	Invitrogen	#P36934
Protein Assay Dye Reagent Concentrate	Bio-Rad	#5000006
Schiff’s reagent	Electron Microscopy Sciences	#26853
Sudan Black B	Sigma-Aldrich	#199664
Zymolyase-20T	Amsbio	#120491-1
**Software**		
ImageJ	https://imagej.nih.gov/ij/index.html	N/A
GraphPad Prism	https://www.graphpad.com/	N/A
**Other**		
LI-COR Odyssey XF imager	https://www.licorbio.com/odyssey-xf	N/A
Oxygraph System	Hansatech Instruments Ltd	DW1/AD Electrode Chamber

### Yeast strains, growth media, and genetic manipulation

All the strains are in the BY4741/4742 background. Genotypes of yeast strains used in this study are listed in Table EV1. Yeast cells were cultured using standard media. Complete medium (YP) containing 1% Bacto yeast extract and 2% Bacto peptone is supplemented with 2% glucose (YPD) or 2% galactose plus 2% raffinose (YPGR), and tryptophan (20 μg/ml). Yeast minimal medium (YNBD) contains 0.67% Difco yeast nitrogen base without amino acids supplemented with 2% glucose. Supplements essential for auxotrophic strains were added at 20 μg/ml for bases and amino acids except for leucine (30 μg/ml) and lysine (30 μg/ml). The pMitoLoc plasmid (#58980, Adagene) was transformed into yeast strains and selected on YPD supplemented with 200 mg/ml nourseothricin sulfate (#N-500, GoldBio) as previously described (Vowinckel et al, 2015). The *vma1Δ*, *vma11Δ*, *vma12Δ*, and* vma13Δ* mutants were from the BY4741 knockout library and introduced in AN1 and AG3 strains by genetic crosses. Standard methods were used for mating, sporulation and segregational phenotyping of yeast strains. At least two to three independent zygotes were analyzed for segregational studies.

### Yeast vacuole membrane staining with FM 4-64

Yeast cells were grown in YPGR supplemented with tryptophan (20 μg/ml) at 30 °C until mid-log phase. Cells were subcultured in YPGR supplemented with tryptophan (20 μg/ml) and grown for 4 h at 30 °C. Cells equivalent to 1.0 OD_600_ were pelleted and resuspended in 1 mL of YPGR supplemented with tryptophan (20 μg/ml) and FM 4-64 at a final concentration of 8 μM. Cells were then shaken gently in the dark at 30 °C for 30 min. Cells were washed with YPGR supplemented with tryptophan (20 μg/ml) to remove free FM4-64. Cells were resuspended in 1 ml of YPGR supplemented with tryptophan (20 μg/ml) and then shaken gently in the dark at 30 °C for 75 min. The cells were then pelleted and resuspended in 50 μL YNBGR (YNB plus 2% galactose and 2% raffinose) supplemented with tryptophan (20 μg/ml). Finally, cells were examined under a fluorescent microscope, and vacuolar diameter was measured using ImageJ/Fiji imaging software. At least two independent experiments were performed to ensure reproducibility.

### Measurement of yeast vacuolar pH

Yeast cells were grown in 5 ml of YPD supplemented with tryptophan (200 μg/ml) at 30 °C overnight. The cells were then subcultured into 50 ml of YPGR + tryptophan (200 μg/ml) and grown for ~24 h at 30 °C to OD_600_ = ~1.0. Cells were collected by centrifugation and washed twice with YP. The cell pellet was weighed and resuspended in YP to a final density of 0.5 g/ml (w/v). BCECF-AM (#B1150, Invitrogen) was added to a final concentration of 50 μM. After incubation with gentle shaking at 30 °C for 30 min, the cells were pelleted and washed twice with YP before being resuspended in YP to a final density of 0.5 g/ml (w/v). Cells were kept on ice for a calibration curve and measurement of vacuolar pH.

The calibration buffer contains 50 mM MES (2-(*N*-morpholino) ethanesulfonic acid), 50 mM HEPES (4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid), 50 mM KCl, 50 mM NaCl, 200 mM ammonium acetate, 10 mM sodium azide, and 10 mM 2-deoxyglucose, and is adjusted to pH from 5 to 7 with HCl or NaOH. Monensin (#M5273, Sigma-Aldrich) and nigericin (#N7143, Sigma-Aldrich) was added to 2 ml calibration buffer of each pH point at a final concentration of 110 and 15 μM, respectively. About 15 μl of cell suspension was added to each pH calibration tube. The cell mix was shaken gently at 30 °C for at least 1 h.

For vacuolar pH measurement, 15 μl of cell suspension was added to 2 ml of 1 mM MES, pH 5.0, in a cuvette. The fluorimeter was set to measure alternately at excitation wavelength 450 and 490 nm, both with an emission wavelength of 535 nm. The measurements were performed at 30 °C with continuous stirring of the mixture in the cuvette. One min after initiation of fluorescence measurement, glucose was added to the stirring mix at a final concentration of 50 mM. For continuous kinetic data, fluorescence was measured every 6 s. For the calibration curve, the mix of each pH point was measured using the same settings.

The fluorescence ratio of 490 to 450 nm was calculated for each pH calibration mixture. A calibration curve was obtained by plotting the fluorescence ratio vs. pH. The pH of each strain was obtained by calculating the fluorescence ratio and using the pH calibration curve. Vacuolar pH was plotted against time (kinetics of pH changes) and then compared in different strains.

### Measurement of yeast cytosolic pH

Yeast strains were transformed with the pHluorin plasmid (Diakov et al, 2013) by selecting for Ura^+^ cells. Cells were grown in 5 ml of YNBDCas supplemented with tryptophan (200 μg/ml) at 30 °C overnight. The cells were then subcultured into 50 ml of YNBGRCas supplemented with tryptophan (200 μg/ml) and grown for ~24 h at 30 °C to OD_600_ = ~1.0. Cells were collected by centrifugation and washed twice with YNBCas. The cell pellet was weighed and resuspended in YNBCas to a final density of 0.5 g/ml (w/v). Cells were kept on ice for a calibration curve and measurement of cytosolic pH.

The calibration buffer contains 50 mM MES (2-(*N*-morpholino) ethanesulfonic acid), 50 mM HEPES (4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid), 50 mM KCl, 50 mM NaCl, 200 mM ammonium acetate, 10 mM sodium azide, and 10 mM 2-deoxyglucose, and is adjusted to pH from 6 to 8 with HCl or NaOH. Monensin (#M5273, Sigma-Aldrich) and nigericin (#N7143, Sigma-Aldrich) was added to 2 ml calibration buffer of each pH point at a final concentration of 110 and 15 μM, respectively. About 15 μl of cell suspension was added to each pH calibration tube. The cell mix was shaken gently at 30 °C for at least 1 h. For cytosolic pH measurement, 15 μl of cell suspension was added to 2 ml of 1 mM MES, pH 5.0, in a cuvette. The fluorimeter was set to measure alternately at excitation wavelength 405 and 485 nm, both with an emission wavelength of 508 nm. The measurements were performed at 30 °C with continuous stirring of the mixture in the cuvette. One min after initiation of fluorescence measurement, glucose was added to the stirring mix at a final concentration of 50 mM. For kinetic data, fluorescence was measured every 6 s. For the calibration curve, the mix of each pH point was measured using the same settings.

The fluorescence ratio of 405 to 485 nm was calculated for each pH calibration mixture. A calibration curve was obtained by plotting the fluorescence ratio vs. pH. The pH of each strain was obtained by calculating the fluorescence ratio and using the pH calibration curve. Vacuolar pH was plotted against time (kinetics of pH changes) and then compared in different strains.

### Immunoblotting analysis

Cell lysates were subject to SDS-PAGE and then transferred to a PVDF membrane (#IPVH00010, Millipore). For protein loading control, total protein stain (#926-11021, LI-COR) was used according to the manufacturer’s protocol. Standard procedures were used for chemiluminescent Western blot detection of proteins using a LI-COR Odyssey XF imager. Signals were quantified using ImageStudio software.

For yeast, cell lysates were prepared as previously described (Chen, 2001). The mouse monoclonal Pho8 antibody (1:400) was from the Kane laboratory.

For mouse studies, 30–50 mg of snap-frozen quadriceps muscle tissues were minced and homogenized in 0.3 mL of ice-cold RIPA buffer (20 mM Tris-HCl, pH 7.4; 150 mM NaCl; 1 mM EDTA, pH 7.4; 1% Triton X-100; 1% sodium deoxycholate; 0.1% SDS) supplemented with 1x Halt Protease and Phosphatase Inhibitor Cocktail (#78440, Thermo Fisher Scientific). Cellular debris was removed by centrifugation at 16,000×*g* for 5 min at 4 °C. Muscle lysates were then mixed with Laemmli buffer and heated at 42 °C for 30 min prior to SDS-PAGE. The following antibodies were used in this study: rabbit polyclonal HSPB7 (1:1000; #PA5-100825, Invitrogen); mouse monoclonal puromycin (1:5000; #MABE343, Millipore); rabbit polyclonal ASNS (1:1000; #14681-1-AP, Proteintech); rabbit polyclonal MTHFD2 (1:1000; #12270-1-AP, Proteintech); rabbit monoclonal ATF4 (1:1000; #11815, CST); rabbit monoclonal P-eIF2α (1:1000; #3597, CST); rabbit polyclonal eIF2α (1:1000; #9722, CST); rabbit monoclonal P-AMPKα (1:1000; #2535, CST); rabbit polyclonal AMPKα (1:1000; #2532, CST); rabbit polyclonal LC3B (1:1000; #NB100-2220, Novus Biologicals); rat monoclonal LAMP2 (1:100; #ABL-93, DSHB); rabbit polyclonal GAA (1:1000; #PA5-117464, Invitrogen); rabbit polyclonal SPG20 (1:1000; #13791-1-AP, Proteintech); rabbit monoclonal Beclin-1 (1:1000; #3495, CST); rabbit polyclonal STBD1 (1:1000; #11842-1-AP, Proteintech); mouse monoclonal ALIX (1:500; #MA1-83977, Invitrogen); rabbit monoclonal VCP (1:1000; #2649, CST); rabbit monoclonal ATP6V1A (1:2000; #ab199326, Abcam); rabbit polyclonal ATP6V0D1 (1:5000; #18274-1-AP, Proteintech); rabbit polyclonal P-S6 (1:1000; #2211, CST); mouse monoclonal S6 (1:1000; #2317, CST); rabbit monoclonal P-SQSTM1/p62 (1:1000; #39786, CST); and rabbit monoclonal SQSTM1/p62 (1:1000; #23214, CST).

### BN-PAGE

Isolated mitochondria (30 μg) were dissociated with digitonin (0.375%) and separated by using NativePAGE 3–12% Bis-Tris Gel (#BN1001BOX, Invitrogen), according to the manufacturer’s instructions.

### Mitochondrial isolation and bioenergetic analysis

Following isolation, mitochondrial concentration was determined by Protein Assay Dye Reagent Concentrate (#5000006, Bio-Rad). Oxygen consumption rates were measured using an Oxygraph System (DW1/AD Electrode Chamber, Hansatech Instruments Ltd) in 0.5 mL experimental buffer at 30 and 37 °C for yeast and mouse mitochondria, respectively. ADP and oligomycin was added for state 3 and state 4 measurement, respectively. The respiratory control ratio was determined by the ratio of state 3 to state 4 respiratory rate.

For yeast, cells were grown in 100 ml of YPD supplemented with tryptophan (20 μg/ml) overnight at 30 °C. The cells were then subcultured into 500 ml of YPG supplemented with tryptophan (20 μg/ml) and grown at 30 °C until OD_600_ = 2–3. Cells were collected by centrifugation and washed with water. The cell pellet was weighed, resuspended in 40 ml Buffer TD (100 mM Tris-SO_4_, pH 9.4, and 10 mM DTT), and shaken gently at 30 °C for 5 min. The cells were washed twice with 20 ml Buffer I (1.2 M sorbitol, 20 mM potassium phosphate, pH 7.4), resuspended in 20 ml Buffer I with 5 mg Zymolyase-20T (#120491-1, Amsbio)/1 g cells, and incubated at 37 °C with gentle shaking for about 60 min. Spheroplasts were harvested and washed twice with 40 ml ice-cold Buffer I. All subsequent operations were conducted at 4 °C. The pellet was resuspended in 30 ml Buffer II (0.6 M mannitol, 10 mM Tris-HCl, pH 7.4, 0.1% fatty acid-free BSA (#03117057001, Roche), 1 mM PMSF), and homogenized with 15 strokes using a Dounce tissue grinder. The supernatant was collected by two rounds of centrifugation at 2500×*g* for 5 min. The mitochondria-enriched pellet was collected by centrifugation at 12,000×*g* for 10 min. The mitochondrial pellet was washed with Buffer II, followed by two rounds of centrifugation at 2500×*g* for 5 min. The mitochondrial pellet was collected by centrifugation at 12,000×*g* for 10 min. Mitochondria was finally resuspended in 0.5 ml Buffer III (0.6 M mannitol, 20 mM Hepes-KOH, pH 7.4, 0.05% fatty acid-free BSA). About 200 μg of mitochondria was used to measure respiratory rates with 1 mM NADH and 25 μM ADP. State 4 respiration was measured in the presence of oligomycin (10 μg/ml). ATP synthesis rates were measured using a standard hexokinase/G6PD-coupled enzyme assay. Membrane potential was measured using the *Δψ*_m_-sensitive fluorescent dye safranin O as an indicator, with a dual wavelength Aminco DW-2 UV/VIS spectrophotometer.

For mouse studies, unanesthetized mice were decapitated using a guillotine. Mitochondria were isolated from hindlimb skeletal muscle, and respiration from 150 μg mitochondria was measured as previously described (Garcia-Cazarin et al, 2011). For complex I measurements, 5 mM glutamate and 2.5 mM malate were used as substrates. 200 μM ADP and 3 μg/ml oligomycin was added for state 3 and state 4 measurement, respectively. For complex II measurements, 5 μM rotenone was added before the substrate of 10 mM succinate. About 300 μM ADP and 3 μg/ml oligomycin was added for state 3 and state 4 measurement, respectively. The data represent three biological replicates with four technical replicates for each mouse.

### Reactive oxygen species production

Mitochondria were isolated from quadriceps muscles using a protocol adapted from Garcia-Cazarin et al. (Garcia-Cazarin et al, 2011). Briefly, unanesthetized mice were euthanized via guillotine, and both quadriceps muscles were removed and combined via mincing into PBS with 10 mM EDTA. Minced tissue was incubated with 0.01% trypsin and homogenized with a Teflon pestle in a Potter-type homogenizer on ice. The homogenate was centrifuged to remove cellular debris, and mitochondria were isolated via differential centrifugation to yield a purified mitochondrial pellet that was resuspended and stored on ice until use. The protein concentration of this mitochondrial suspension was measured via the Bradford protein assay, and 180 mg of mitochondria were centrifuged to remove the isolation buffer and resuspended in a buffer containing 125 mM KCl, 5 mM HEPES-KOH, 1 mM EGTA, and 0.3% w/v fatty acid-free BSA adjusted to a pH of 7.4 with KOH at 37 °C (KHEB buffer). 30% H_2_O_2_ was serially diluted in KHEB to yield 12 standards with concentrations ranging from 0 to 500 mM of H_2_O_2_. A reaction buffer was prepared containing 10 U/mL horseradish peroxidase, 100 mM Amplex UltraRed (#A36006, Invitrogen), 18 mM succinate, 20 mM glutamate, 10 mM malate, 2 mg/mL oligomycin, and 50 U/mL superoxide dismutase in KHEB buffer. Reaction buffer was added in triplicate for each mitochondrial sample to individual wells of a clear 96-well plate. Mixtures of reaction buffer and H_2_O_2_ standards or reaction buffer alone (to serve as blanks) were added to separate wells. The plate was incubated at 37 °C prior to the addition of prewarmed mitochondrial samples in a 1:1 ratio with reaction buffer. The development of Amplex UltraRed fluorescence in relative fluorescent units (RFU) was measured immediately with a plate reader (Molecular Devices, California, USA), periodically over an hour to generate plots of RFU/well/ unit of time. Technical replicates were averaged together, and the measured RFU from blanks were subtracted from samples and standards. A standard curve was generated by plotting RFU versus H_2_O_2_ concentration. A linear regression was fit to this standard curve to allow conversion of sample RFU into H_2_O_2_ concentration. The H_2_O_2_ generation rate of samples was calculated from the slope of a linear regression applied to the plot of sample H_2_O_2_ concentration versus time. The data represent three biological replicates with four technical replicates for each mouse.

### Animal experiments

*Ant1*^*Tg*^/+ mice were generated as previously described (Wang et al, 2022), in which the *Ant1* transgene is expressed from its native promoter. All the mice used in the study were on a C57Bl/6 N background. The animal experiments have been approved by the Institutional Animal Care and Use Committee (IACUC # D16-00318) of the State University of New York Upstate Medical University. The experiments were performed using age-matched and, when possible, littermate controls. For most experiments, the animals were fed with a regular chow diet ad libitum and were housed at an ambient temperature. When investigating mTOR signaling, mice were starved for 24 h and then refed for 1.5 h prior to tissue collection. Food and water were placed at a low and reachable position for the *Ant1*^*Tg*^/+ mice over 1-year-old.

### Dual-energy X-ray absorptiometry (DXA)

Body composition and tibial length was assessed by dual-energy X-ray absorptiometry (DXA) imaging, using an UltraFocus-DXA instrument (Hologic-Faxitron Bioptics, LLC, Marlborough, MA). Prior to imaging, the instrument was calibrated using an acrylic and aluminum step-phantom of known tissue equivalent densities. Animals were briefly anesthetized by intraperitoneal injection of Ketamine-Xylazine cocktail (75 mg/kg) to facilitate prone positioning with limbs extended on the scanning bed. A series of digital radiographs were obtained at low (40kVP/0.28 mA, 3.53 s; 40kVp/0.97 mA, 0.57 s) and high (80kVp/0.14 mA, 3.23 s; 80kVp 0.44 mA, 0.94 s) beam energies. Automated image processing and data integration was performed using VisionDXA software (Hologic-Faxitron Bioptics). Measurements of bone mineral density, fat and lean tissue composition were obtained for the whole body excluding the head, and regions of interest were drawn over the right femur and L4 vertebrae. Tibia length was measured from the center of the right tibial plateau to the apex of the tibial plafond. All lean mass measurements were normalized to tibia length.

### Surface sensing of translation (SUnSET) assay

In vivo assessment of protein synthesis was performed using the antibiotic puromycin, a structural analog of tyrosyl-tRNA. When used at low concentrations, puromycin incorporates at the C-terminus of nascent polypeptides, and the accumulation of puromycin-conjugated peptides indicates the rate of protein synthesis (Goodman et al, 2011). Mice were given an intraperitoneal injection of 0.04 mmol/g puromycin dissolved in 100 μl of PBS. Thirty minutes following injection, mice were sacrificed via decapitation and quadriceps muscles were extracted and frozen in liquid N_2_. About 30–50 mg of snap-frozen quadricep muscle tissues were minced and homogenized in 0.3 mL of ice-cold lysis buffer (40 mM Tris-HCl, pH 7.4; 5 mM EGTA; 1 mM EDTA, pH 7.4; 0.5% Triton X-100, 100 mM β-glycerophosphate; 1 mM Na_3_VO_4_; 25 mM NaF; 1 mM PMSF; and 10 μg/mL Leupeptin). Cellular debris was removed by centrifugation at 16,000×*g* for 5 min at 4 °C. About 30–50 mg of quadriceps muscle lysates were prepared with Laemmli buffer, heated at 95 °C for 5 min, and used for SDS-page and Western blot analysis. Puromycin-conjugated nascent peptides were detected via immunoblotting using a mouse monoclonal anti-puromycin antibody (1:5000; #MABE343, Millipore).

### V_1_/V_o_ ratio

Muscle samples were fractionated to obtain the lysosome-enriched fractions using differential centrifugation, as follows. Quadriceps muscle was rapidly dissected and placed in 1 mL/100 mg tissue of cytosol lysis buffer (20 mM Tris-HCl, 1 mM EDTA, 1 mM EGTA, 1% glycerol, and 2 mM dithiothreitol, pH 7.8). Muscle was minced and then homogenized in a 2 mL Dounce homogenizer with eight strokes using a bench-top drill press set to 570 rotations per minute. Homogenates were then centrifuged for 5 min at 2000×*g* twice. Pellets were discarded after each spin. To obtain the lysosome-enriched fraction, the supernatant was centrifuged for 30 min at 13,000×*g*. The lysosomal pellet was resuspended in 200 ml of acid lysis buffer (200 mM Na-acetate, 50 mM NaCl, and 0.1% Triton X-100, pH 5.0). These samples were then used for western blot analysis (10 ug).

### Measurement of autophagic flux

To assess changes in autophagic flux, we administered intraperitoneal colchicine, a well-established autophagosome degradation inhibitor (Ju et al, 2010), at 0.4 mg/kg/day for 2 days. Mice were sacrificed via guillotine decapitation exactly 48 h after the initial injection, followed by rapid dissection and snap freezing of muscle tissue in liquid nitrogen. Muscle lysates were then prepared, and immunoblotting for LC3B was performed as described above.

### Enzymatic activity assay

To determine total cathepsin enzyme activity in subcellular fractions of mouse quadriceps muscles, we followed the procedure described by Gumpper et al. (Gumpper et al, 2019) with the following modifications: Muscle samples were fractionated to obtain cytosolic and lysosome-enriched fractions using differential centrifugation, as follows. Quadriceps muscle was rapidly dissected and placed in 1 mL/100 mg tissue of cytosol lysis buffer (20 mM Tris-HCl, 1 mM EDTA, 1 mM EGTA, 1% glycerol, and 2 mM dithiothreitol, pH 7.8). Muscle was minced and then homogenized in a 2 mL Dounce homogenizer with 8 strokes using a bench-top drill press set to 570 rotations per minute. Homogenates were then centrifuged for 5 min at 2000×*g* twice. Pellets were discarded after each spin. To obtain the lysosome-enriched fraction, the supernatant was centrifuged for 30 min at 13,000×*g*. The supernatant, containing the cytosolic fraction, was used for the omnicathepsin enzymatic activity assay. The lysosomal pellet was resuspended in 200 ml of acid lysis buffer (200 mM Na-acetate, 50 mM NaCl, and 0.1% Triton X-100, pH 5.0), and the muscle acid lysate was obtained through sonication on ice for three 5 s to 10 s “on-off” cycles. Following sonication, the muscle acid lysates were centrifuged for 30 min at 13,000×*g*. The supernatant, containing the lysosomal contents, were used for the omnicathepsin enzymatic activity assay.

To determine total cathepsin activity, 5 mg of cytosolic and lysosome-enriched fractions were used. The plate was incubated at 37 °C prior to the addition of prewarmed lysosomal and cytosolic samples in a 1:1 ratio with reaction buffer. The development of fluorescence in relative fluorescent units (RFU) was measured immediately with a plate reader (Molecular Devices, California, USA), periodically over an hour to generate *V*_max_. Technical replicates were averaged together, and the measured *V*_max_ from blanks were subtracted from the samples.

Proteasomal activity assay was performed as previously described by Wang and co-workers (Wang et al, 2022).

### Protein/DNA ratio

DNA and proteins were extracted from approximately 15 mg of quadriceps muscles using AllPrep DNA/RNA/Protein Mini kit (#80004, Qiagen). DNA concentrations were determined by the Thermo Scientific NanoDrop 2000c spectrophotometer. Protein concentrations were determined by Bradford protein assay. Relative protein contents in the muscles were calculated after normalizing by the total amount of DNA.

### Muscle histology sample preparation

Quadriceps muscle was rapidly dissected and frozen using 2-methylbutane pre-chilled with liquid nitrogen (Meng et al, 2014). Fresh frozen muscle was then sectioned at a thickness of 10 µm. Slides were thawed and dried prior to histological analysis.

### Immunofluorescence

Muscle sections were permeabilized and fixed using ice-cold 100% methanol at −20 °C for 15 min, washed in PBS for 5 min, and treated with blocking buffer (1X PBS, 5% Normal Goat Serum, and 0.3% Triton X-100) at room temperature for 1 h. Samples were then incubated with primary antibodies at 4 °C overnight. Sections were then washed three times with 1X PBS/0.05% Tween 20 prior to probing with Alexa Fluor-conjugated secondary antibodies for two hours at room temperature, followed by three more washes with 1X PBS/0.05% Tween 20, and mounting with ProLong Gold Antifade Mountant (#P36934, Invitrogen).

### Myofiber size quantification

Prepared samples were probed with anti-dystrophin (1:200; #PA5-32388, Invitrogen), followed by Alexa Fluor 633-conjugated anti-rabbit IgG (H + L) (1:500, #A-21071, Invitrogen). Three biological replicates and three sections from each mouse were scanned using the Leica SP8 confocal microscope. Myofiber minimum ferret diameter and cross-sectional area were quantified using MyoVision v2.0 (Viggars et al, 2022).

### Hematoxylin and eosin staining

Standard procedures were followed (#HHS32 and #HT110232, Sigma-Aldrich).

### Transmission electron microscopy

Approximately 1 mm^3^ fresh quadriceps muscle was fixed in 4% glutaraldehyde/0.1 M cacodylate buffer, pH 7.2, at room temperature for 2 h and postfixed with 1% osmium tetroxide/0.1 M cacodylate buffer, pH 7.2, at room temperature for one hour. The specimens were dehydrated in 50, 70, 90, and 100% ethanol and propylene oxide, before being embedded in Luft’s Araldite 502 embedding medium and cut into ultrathin (70–80 nm) sections. The ultrathin sections were then stained with ethanolic uranyl acetate and Reynold’s lead citrate. The samples were examined with a JOEL JEM1400 transmission electron microscope, and images were acquired with a Gatan DAT-832 Orius camera.

### Periodic acid-Schiff staining

Muscle sections were oxidized in 0.5% Periodic Acid for 5 min, rinsed three times in distilled water, and placed in Schiff’s reagent (#26853, Electron Microscopy Sciences) for 15 min. Specimens were then washed in warm tap water for 5 min and briefly rinsed in distilled water, followed by dehydration and mounting with Micromount (#3801730, Leica Biosystems). Myofiber glycogen accumulation was imaged using the Nikon Eclipse Ci-L microscope.

### Lipofuscin staining

Specimens were stained as previously described (Evangelou and Gorgoulis, 2017). Briefly, sections were dehydrated gradually until 70% ethanol, followed by treatment with filtered Sudan Black B (#199664, Sigma-Aldrich) for 4 min. Specimens were then rinsed three times with 50% ethanol and washed with distilled water. Finally, samples were mounted in 40% glycerol/1XTBS and myofiber lipofuscin accumulation was imaged using the Nikon Eclipse Ci-L microscope.

### Assessment of lysosomal damage

Prepared samples were probed with anti-LAMP2 (1:15; #GL2A7, DSHB) and anti-Galectin-3 antibodies (1:200, #32790, Santa Cruz Biotechnology) at 4 °C overnight. Sections were then washed three times with 1X PBS/0.05% Tween 20 prior to probing with Alexa Fluor 488-conjugated anti-rat IgG (H + L) (1:500, #4416, CST) and Alexa Fluor 546-conjugated anti-mouse IgG1 (1:250, #A-21123, Invitrogen) for two hours at room temperature, followed by three more washes with 1X PBS/0.05% Tween 20, and mounting with ProLong Gold Antifade Mountant (#P36934, Invitrogen).

### RNA extraction, sequencing, and analysis

RNA quantity and quality were validated using the Agilent 2100 Bioanalyzer. Sequencing libraries were generated using the Illumina TruSeq Stranded mRNA Library Prep kit (#20020594, Illumina) with either 1 μg (yeast) or 500 ng (mouse) of total RNA as input. Sequencing libraries were validated using the Agilent 2100 Bioanalyzer. Libraries were sequenced on the NextSeq 2000 instrument, with paired-end 2 × 100 bp reads. Sequencing depth was 50 million paired-end reads per sample. Raw FASTQ files were imported into Partek Flow, the adapters were trimmed, and either the Bowtie 2 (yeast) or STAR (mouse) aligner was used for alignment. Differential expression analysis was performed using a one-way analysis of variance (ANOVA).

For yeast, cells were inoculated in 2.5 ml of YPD supplemented with tryptophan (200 μg/ml) and grown overnight at 30 °C. The overnight culture was subcultured in 20 ml of YPGR supplemented with tryptophan (200 mg/ml) and grown at 30 °C until mid-log phase. The cells were washed in ice-cold water and pelleted. The cell pellet was resuspended in 300 ml of RNA buffer (0.5 M NaCl, 200 mM Tris-HCl, pH 7.5, 10 mM EDTA). Approximately 200 μl of chilled acid-washed glass beads were added to the cell resuspension. About 300 μl of phenol/chloroform/isoamyl alcohol (25:24:1, #AC327115000, Thermo Fisher Scientific) was added and mixed well with the cells and glass beads. The yeast cell wall was broken by vortex at the highest speed for 2 min. The cell debris and glass beads were pelleted by centrifugation at top speed for 5 min at room temperature. The aqueous top layer was collected, followed by the addition of an equal volume of phenol/chloroform/isoamyl alcohol (25:24:1). The mixture was then vortexed vigorously for 10 s and centrifuged at top speed for 5 min at room temperature. The aqueous top layer was collected, followed by the addition of two volumes of ice-cold 100% ethanol. The mixture was incubated at −20 °C for at least 30 min. The RNA was pelleted by centrifugation at top speed for 10 min at 4 °C, washed with ice-cold 70% ethanol and dried.

For mouse studies, total RNA was extracted from snap-frozen 2-month-old quadricep muscles using the miRNeasy Kit (#217084, Qiagen). 

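In the deposited table of 2-month-old mice, 7910 genes had a geometric mean of at least 0.6 FPKM over the 8 mice. Of the 8747 genes tested here with a mean of at least 0.5, 1284 had an adjusted p below 0.05 at any fold change. Dataset EV5 was at hand for the first 1999 of the 7910 genes that the paper counts, so no overlap was computed.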

ANOVA identified a total of 7910 differentially expressed genes. For proper comparison of wildtype and *Ant1*^*Tg*^/+ muscle, filters for significance and fold-change were applied: false discovery rate (FDR) <0.05 and fold-change >1.5 for upregulated genes. This yielded a total of 272 genes, which were used for gene set enrichment analysis (GSEA)(Subramanian et al, 2005). 

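The first 1999 genes of Dataset EV5 hold 272 with a ratio above 1.5 and an FDR below 0.05 in the paper's own values. With a one-way model without moderation on the genes whose geometric mean FPKM was at least 0.6, a setting chosen after seeing the data, the deposited values gave 272 genes higher and 53 lower.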

The top 15 enriched canonical pathways were displayed in graphical form. Differential expression analysis was also performed on aged quadriceps muscle from both wild-type and *Ant1*^*Tg*^/+ mice, as described above. 

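The tables of both ages tested 8005 genes in common. Of these, 306 were past the threshold and higher in *Ant1* Tg/+ muscle at 2 months and 886 in aged muscle, with 186 shared against 33.9 expected at random. The lower genes numbered 72 and 285, with 47 shared, and 0 genes were past the threshold in opposite directions. At any fold change, 1226 genes had an adjusted p below 0.05 at 2 months and 2899 in aged muscle, and 762 of the 763 shared genes changed in the same direction. The ages differ in sex and were normalized separately, and no gene's effect was tested between them.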

Genes were filtered for significance (FDR <0.05) and then compared to the significantly differentially expressed genes at 2 months.

### Quantitative mass spectrometry subcellular fractionation

Mice were sacrificed via decapitation, and one quadriceps muscle was rapidly dissected and minced in 1.0 mL/100 mg tissue of ice-cold PBS. Tissues were then centrifuged at 800×*g* for 5 min. The pellet was resuspended in 1 mL/100 mg tissue of STM buffer (250 mM sucrose, 50 mM HEPES-KOH, pH 7.4, 5 mM MgCl_2_, and protease inhibitors). Samples were then homogenized in a 2 mL Dounce homogenizer (0.15–0.25 mm clearance) with eight strokes using a bench-top drill press set to 570 rotations per minute. Homogenates were centrifuged at 800×*g* for 15 min. To remove contaminating mitochondria, the supernatant was centrifuged at 11,000×*g* for 10 min. To further purify the cytosolic fraction, the supernatant was centrifuged twice at 21,000×*g* for 30 min and frozen for further analysis.

### Quantitative mass spectrometry sample processing and data analysis

Three biological replicates of 2-month-old wildtype and *Ant1*^*Tg*^/+ quadriceps were prepared for multiplexed quantitative mass spectrometry. Samples were buffer exchanged on a 3 kDa molecular weight cutoff filter (Amicon 3k Ultracel) using 50 mM triethylammonium bicarbonate, pH 8.0 (Thermo). About 50 µg was taken for digestion using an EasyPep Mini MS sample prep kit (Thermo, A40006). To each buffer-exchanged sample, 65 µL of lysis buffer was added, followed by 50 µL of reduction solution and 50 µL of alkylating solution. Samples were incubated at 95 °C for 10 min, then cooled to room temperature. To each sample, 4 µg of trypsin/Lys-C protease was added, and the reaction was incubated at 37 °C overnight. TMT reagents were reconstituted with 20 µL acetonitrile (ACN) and the contents of each label added to a digested sample. After 60 min, 50 µL of quenching solution was added, consisting of 20% formic acid and 5% hydroxylamine (v/v) in water. The labeled digests were cleaned up by a solid-phase extraction device contained in the EasyPep kit, and dried by speed-vac. The individually labeled samples were dissolved in 50 µL of 3% ACN and 0.2% trifluoroacetic acid (v/v) in water, and 20 µL of each was used to create a pooled sample consisting of 160 µg. To ensure digestion and labeling quality of the pooled samples, 100 µg of the pooled sample was fractionated using a High pH Reversed-Phase Peptide Fractionation Kit (#84868, Pierce), per the manufacturer’s instructions for TMT-labeled peptides. In brief, samples were dissolved in 300 µL of 0.1% trifluoroacetic acid in water, and applied to the conditioned resin. Samples were washed first with water and then with 300 µL of 5% ACN, 0.1% triethylamine (TEA) in water. The second wash was collected for analysis. Peptides were step eluted from the resin using 300 µL of solvent consisting of 5 to 50% ACN with 0.1% TEA in eight steps. All collected fractions were dried in a speed-vacuum. For LC-MS/MS, dried fractions were reconstituted in 25 µL of load solvent consisting of 3% ACN and 0.5% formic acid in water, and a 5 µL aliquot was diluted 1:3 with the same solvent. Of these 15 µL, 2 µL were injected onto a pulled tip nano-LC column (New Objective, FS360-75-10-N) with 75 µm inner diameter packed to 28 cm with 2.4 µm, 120 Å, C18AQ particles (Dr. Maisch). The column was maintained at 50 °C with a column oven (Sonation GmbH, PRSO-V2). The peptides were separated using a 135-minute gradient consisting of 3–12.5% ACN over 60 min, 12.5–28% over 60 min, 28–85% ACN over 7 min, a 3 min hold, and 5 min re-equilibration at 3% ACN. The column was connected in line with an Orbitrap Lumos (Thermo) via a nanoelectrospray source operating at 2.5 kV. The mass spectrometer was operated in data-dependent top speed mode with a cycle time of 3 s. MS1 scans were collected from 375 to 1500 m/z at 120,000 resolution and a maximum injection time of 50 ms. HCD fragmentation at 37% collision energy was used, followed by MS2 scans in the Orbitrap at 50,000 resolution with a 125 ms maximum injection time.

The MS data were searched using SequestHT in Proteome Discoverer (version 2.4, Thermo Scientific) against the *M. Musculus* proteome from Uniprot, containing 17,097 sequences and a list of common laboratory contaminant proteins. Enzyme specificity for fully tryptic with up to two missed cleavages. Precursor and product ion mass tolerances were 10 ppm and 0.02 Da, respectively. Cysteine carbamidomethylation, TMT 16-plex at any N-terminus and TMT 16-plex at lysine were set as a fixed modification. Methionine oxidation was set as a variable modification. The output was filtered using the Percolator algorithm with a strict FDR set to 0.01. Quantification parameters included the allowance of unique and razor peptides, reporter abundance based on intensity, lot-specific isotopic purity correction factors, normalization based on total peptide amount, protein ratio based on protein abundance, and background-based hypothesis testing (ANOVA).

### Liquid chromatography-mass spectrometry (LC-MS) metabolomics subcellular fractionation

Mice were sacrificed via decapitation, and one quadriceps muscle was rapidly dissected and minced in 0.5 mL/100 mg tissue of KClEM buffer (180 mM KCl, 1 mM EDTA, pH 7.4, 5 mM MOPS-KOH (pH 7.2), and protease inhibitors). Tissues were then homogenized in a 2 mL Dounce homogenizer (0.15–0.25 mm clearance) with eight strokes using a bench-top drill press set to 570 rotations per minute. Homogenates were centrifuged at 1000×*g* for 4 min and the supernatant was centrifuged at 1900×*g* for 4 min. To obtain the mitochondrial fraction, the supernatant was centrifuged at 11,000×*g* for 15 min. Mitochondrial fractions were then washed with KClEM buffer, resuspended in 80% methanol and frozen for future analysis. Meanwhile, the supernatant was centrifuged at 4000×*g* using a 100 kDa filter, to obtain the cytosolic fraction. Cytosolic fractions were stored in 80% methanol and frozen for future analysis.

### LC-MS metabolomic sample processing and data analysis

All solvents were HPLC-MS grade from Sigma-Aldrich. The extracted samples were dried under nitrogen flow and resuspended in 20 µL of 30% acetonitrile in water containing 10 µM fully labeled amino acids (Cambridge Isotopes lab, Cambridge, MA, USA). Five microliters of each cytosolic sample were pooled together. A 12-point standard curve was prepared in the same solution, with the highest concentration being 100 µM for all targets. The subsequent standards were prepared as a 1:3 dilution series. Samples were analyzed by LC-MS on a Vanquish LC coupled to an ID-X MS (Thermo Fisher Scientific). Five µL of the sample was injected on a ZIC-pHILIC peek-coated column (150 mm × 2.1 mm, 5 micron particles, maintained at 40 °C, Sigma-Aldrich). Buffer A was 20 mM ammonium carbonate, 0.1% ammonium hydroxide in water, and Buffer B was acetonitrile 97% in water. The LC program was as follows: starting at 93% B, to 40% B in 19 min, then to 0% B in 9 min, maintained at 0% B for 5 min, then back to 93% B in 3 min and re-equilibrated at 93% B for 9 min. The flow rate was maintained at 0.15 mL min^−1^, except for the first 30 s where the flow rate was uniformly ramped up from 0.05 to 0.15 mL min^−1^. Data were acquired on the ID-X in switching polarities at 120,000 resolution, with an AGC target of 1e5, and a m/z range of 65 to 1000. Data were acquired in switching polarities for all samples in MS1 mode. MS2 and MS3 data were acquired on the pooled samples using the AquirX DeepScan function, with four reinjections, separately in positive and negative ion mode.

For targeted quantification, the data were analyzed using Tracefinder Software (Thermo Fisher Scientific). The standard curve was used to calculate the concentration of all the targets, using the labeled amino acid with the closest retention time to each target as an internal standard. The targeted metabolomic data were normalized using median-centered normalization derived from an untargeted metabolomic screen that was analyzed in Compound Discoverer 3.3 (CD, Thermo Fisher Scientific).

### Statistical analysis

Quantitative results are given as mean ± SEM. *P* values were calculated by a two-tailed Student’s *t*- test. The “*n*” in these experiments represents the number of biological replicates used. In Fig. 8, significant changes in protein abundances were determined using background-based hypothesis testing (ANOVA) with a cutoff of *p* < 0.05. For RNA-seq analysis, one-way analysis of variance (ANOVA) was used to determine significantly differentially expressed genes. A *q* value cutoff of 0.05 was used to identify genes that are differentially expressed in transgenic and wild-type muscles. For metabolite analysis (Fig. 6C), two-way ANOVA was used to determine significant changes in metabolite concentration of wildtype and *Ant1*^*Tg*^/+ cytosolic muscle fractions with a cutoff of *p* < 0.05.

## Supplementary information

Appendix

Table EV1

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Expanded View Figures

## Data Availability

The raw and processed high-throughput sequencing datasets, including RNA-seq and proteomic data generated in this study, have been deposited to the Gene Expression Omnibus (GEO) database (accession number GSE282262; URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282262) and the Proteomics Identifications database (PRIDE) (accession number PXD058344), respectively. Source data have been deposited to the BioStudies database (URL: https://www.ebi.ac.uk/biostudies/studies/S-BSST2669?key=2b320a6e-da8b-4d55-8a8c-30a0609174ef; accession number: S-BSST2669). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-026-00774-9.

# Supplementary material for: Mitochondrial protein import stress causes lysosomal damage and progressive tissue atrophy
**Source:** EMBO Rep. 2026 Apr 27;27(11):2973–3000. doi: 10.1038/s44319-026-00774-9
**Supplement:** Supplementary file 1 — Appendix

# Appendix Figures

## **Mitochondrial Protein Import Stress Causes Lysosomal Damage and Progressive Tissue Atrophy**

Nicholas A. Brennan, Xiaowen Wang, Arnav Rana, Sanaea Z. Bhagwagar, Jason Horton,  
Patricia M. Kane & Xin Jie Chen

### **Table of content**

Appendix Figure S1. Overexpression of *AAC2* increases sensitivity to hydroxyurea and promotes the formation of Ade4-GFP foci.

Page 2

Appendix Figure S2. Upregulated pathways identified by RNA-seq analysis of *Ant1<sup>Tg/+</sup>* quadricep muscle at 2 months of age.

Page 3

Appendix Figure S3. Immunoblotting showing the quality of cytosolic and lysosome-enriched subcellular fractionations from quadricep muscle.

Page 4

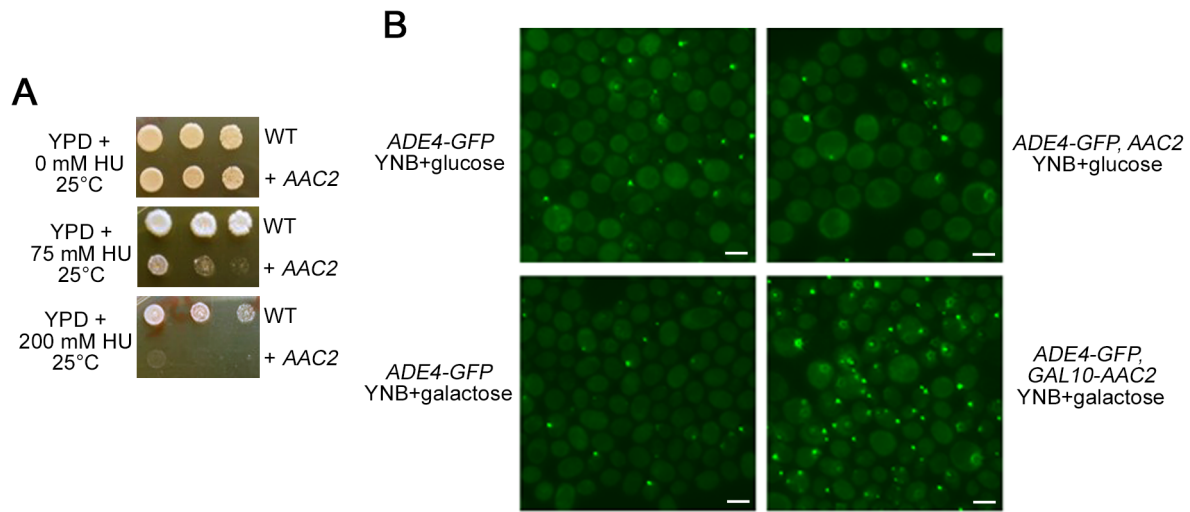

**Appendix Figure S1. Overexpression of *AAC2* increases sensitivity to hydroxyurea and promotes the formation of Ade4-GFP foci.** (A) Sensitivity of yeast cells expressing an extra copy of *AAC2* integrated into the chromosome (+ *AAC2*) to hydroxyurea (HU). (B) Overexpression of *AAC2* from the strong *GAL10* (*GAL10-AAC2*) but not its native (*AAC2*) promoter stimulates the formation of Ade4 “purinosome”, which suggests nucleotide depletion. *ADE4-GFP*, *GAL10-AAC2* and *AAC2* are all chromosomally integrated. Scale bar, 5  $\mu$ m.

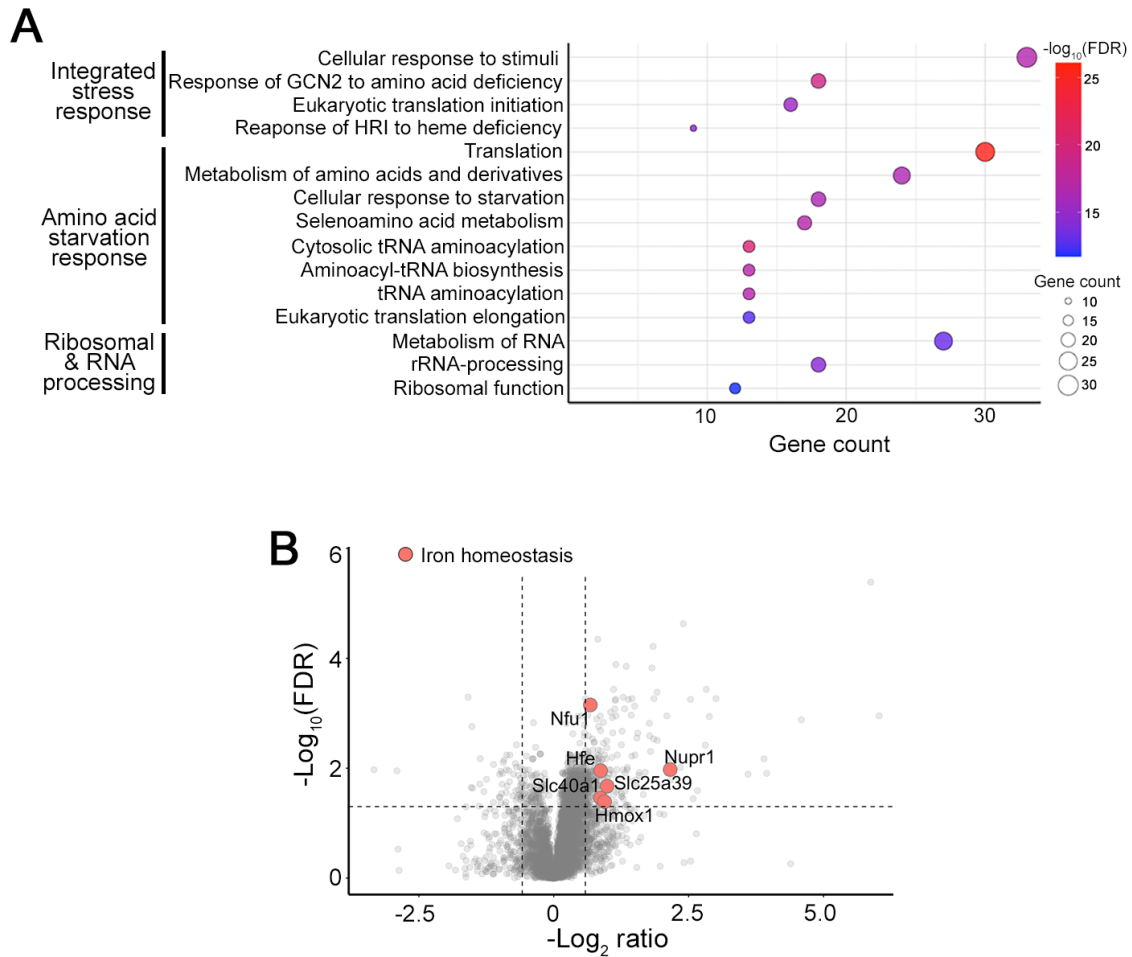

**Appendix Figure S2. Upregulated pathways identified by RNA-seq analysis of *Ant1<sup>Tg</sup>/+* quadricep muscle at 2 months of age. (A) Dot plot showing the fifteen most upregulated pathways in *Ant1<sup>Tg</sup>/+* muscle. (B) Volcano plot showing the upregulation of genes involved in iron homeostasis in *Ant1<sup>Tg</sup>/+* muscle (n=4).**

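The pathway collection behind the dot plot was not used here, and predefined lists were tested in its place with camera, adjusted over 15 lists. In *Ant1* Tg/+ muscle at 2 months, the V-ATPase subunits had a median log2 fold change of 0.27 (adjusted p = 0.0136) and the proteasome subunits 0.23 (adjusted p = 5.7e-04), and both were also called by fry. The mitochondrially encoded genes had a median of -0.31 (adjusted p = 5.7e-07, fry 0.283) and the fast glycolytic fibre genes -0.12 (adjusted p = 0.00983, fry 0.617). The nuclear-encoded OXPHOS subunits had a median of -0.002 and were called as lower by camera (adjusted p = 2.0e-04) but not by fry (0.998), because camera compares a list with the other genes, whose median was above 0. The denervation and regeneration markers had a median of 0.37 and were called by fry (adjusted p = 0.0217) but not by camera (adjusted p = 0.690). The chaperones had a median of 0.12 and the atrophy ubiquitin ligases 0.14, with camera's direction downward in both and no call (adjusted p = 0.890 and 0.425).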

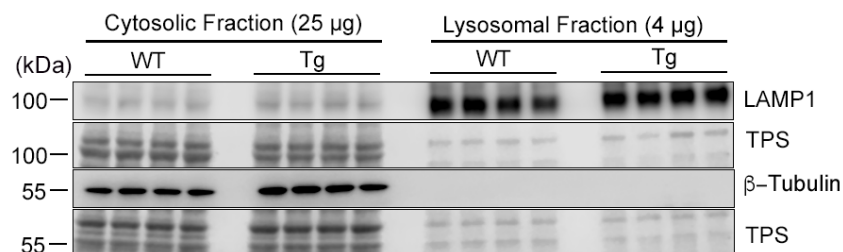

**Appendix Figure S3. Immunoblotting showing the quality of cytosolic and lysosome-enriched subcellular fractionations from quadriceps muscle.** LAMP1 and  $\beta$ -tubulin were used as markers for the lysosomal and cytosolic subcellular fractions, respectively (n=4/genotype; female). Note that only 4  $\mu$ g of proteins are loaded for the lysosomal fraction relative to 25  $\mu$ g for the cytosolic fraction. TPS, total protein staining.

# Supplementary material for: Mitochondrial protein import stress causes lysosomal damage and progressive tissue atrophy
**Source:** EMBO Rep. 2026 Apr 27;27(11):2973–3000. doi: 10.1038/s44319-026-00774-9
**Supplement:** Supplementary file 2 — Table EV1

### Yeast strains used in this study

| Strain name  | Genotype                                                                     | SOURCE     |
|--------------|------------------------------------------------------------------------------|------------|
| BY4741       | <i>MATa</i> , <i>his3Δ1</i> , <i>leu2Δ0</i> , <i>met15Δ0</i> , <i>ura3Δ0</i> | Horizon    |
| BY4742       | <i>MATα</i> , <i>his3Δ1</i> , <i>leu2Δ0</i> , <i>lys2Δ0</i> , <i>ura3Δ0</i>  | Horizon    |
| BY4742/AN1   | as BY4742, <i>trp1Δ::AAC2-HIS3</i>                                           | This lab   |
| BY4742/AG3   | as BY4742, <i>trp1Δ::GAL10-AAC2-HIS3</i>                                     | This lab   |
| BY4741/trp1  | as BY4741, but <i>trp1Δ::kan</i>                                             | Horizon    |
| BY4741/vma1  | as BY4741, but <i>vma1Δ::kan</i>                                             | Horizon    |
| BY4741/vma11 | as BY4741, but <i>vma11Δ::kan</i>                                            | Horizon    |
| BY4741/vma12 | as BY4741, but <i>vma12Δ::kan</i>                                            | Horizon    |
| BY4741/vma13 | as BY4741, but <i>vma13Δ::kan</i>                                            | Horizon    |
| BY4741/tim18 | as BY4741, but <i>tim18Δ::kan</i>                                            | Horizon    |
| BY4741/tom5  | as BY4741, but <i>tom5Δ::kan</i>                                             | Horizon    |
| BY4741/tom6  | as BY4741, but <i>tom6Δ::kan</i>                                             | Horizon    |
| BY4741/tom7  | as BY4741, but <i>tom7Δ::kan</i>                                             | Horizon    |
| BY4741/tom70 | as BY4741, but <i>tom70Δ::kan</i>                                            | This study |
| CY3322       | as BY4742, <i>trp1Δ::GAL10-aac2<sup>AI28P</sup>-HIS3</i>                     | This lab   |
| CY5912       | BY background, <i>vma13Δ::kan</i> , <i>trp1Δ::AAC2-HIS3</i>                  | This study |
| CY5919       | BY background, <i>vma1Δ::kan</i> , <i>trp1Δ::GAL10-AAC2-HIS3</i>             | This study |
| CY5922       | BY background, <i>vma11Δ::kan</i> , <i>trp1Δ::GAL10-AAC2-HIS3</i>            | This study |
| CY5924       | BY background, <i>vma12Δ::kan</i> , <i>trp1Δ::GAL10-AAC2-HIS3</i>            | This study |
| CY5926       | BY background, <i>vma13Δ::kan</i> , <i>trp1Δ::GAL10-AAC2-HIS3</i>            | This study |
| CY6126       | BY background, <i>tim18Δ::kan</i> , <i>vma13Δ::kan</i>                       | This study |
| CY6606       | BY background, <i>vma1Δ::kan</i> , <i>trp1Δ::AAC2-HIS3</i>                   | This study |
| CY6716       | BY background, <i>vma13Δ::kan</i> , <i>trp1Δ::kan</i>                        | This study |
| CY6795       | BY background, <i>VMA5-GFP</i> , <i>trp1Δ::GAL10-AAC2-HIS3</i>               | This study |
| CY6946       | BY background, <i>vma11Δ::kan</i> , <i>trp1Δ::AAC2-HIS3</i>                  | This study |
| CY6948       | BY background, <i>vma12Δ::kan</i> , <i>trp1Δ::AAC2-HIS3</i>                  | This study |
| CY7108       | BY background, <i>tom5Δ::kan</i> , <i>vma13Δ::kan</i>                        | This study |
| CY7112       | BY background, <i>tom6Δ::kan</i> , <i>vma13Δ::kan</i>                        | This study |
| CY7147       | BY background, <i>tim18Δ::kan</i> , <i>VMA5-mNG</i>                          | This study |
| CY7158       | BY background, <i>tom7Δ::kan</i> , <i>vma13Δ::kan</i>                        | This study |
| CY7163       | BY background, <i>tom70Δ::kan</i> , <i>vma13Δ::kan</i>                       | This study |
| CY7175       | BY background, <i>tom7Δ::kan</i> , <i>VMA5-mNG</i>                           | This study |
| CY7181       | BY background, <i>tom6Δ::kan</i> , <i>VMA5-mNG</i>                           | This study |
| CY7183       | BY background, <i>tom70Δ::kan</i> , <i>VMA5-mNG</i>                          | This study |
| CY7187       | BY background, <i>tom5Δ::kan</i> , <i>VMA5-mNG</i>                           | This study |
| YMR300C      | as BY4741, <i>ADE4-GFP::His37158</i>                                         | Invitrogen |

# Supplementary material for: Mitochondrial protein import stress causes lysosomal damage and progressive tissue atrophy
**Source:** EMBO Rep. 2026 Apr 27;27(11):2973–3000. doi: 10.1038/s44319-026-00774-9
**Supplement:** Supplementary file 16 — Source data Fig. 8

I.P. Puromycin

250 kDa —  
150 kDa —  
100 kDa —  
75 kDa —  
50 kDa —  
37 kDa —  
25 kDa —  
20 kDa —  
15 kDa —  
10 kDa —

| WT1 | WT2 | WT3 | WT4 | WT5 | Tg1 | Tg2 | Tg3 | Tg4 |
|-----|-----|-----|-----|-----|-----|-----|-----|-----|
| -   | +   | +   | +   | +   | +   | +   | +   | +   |

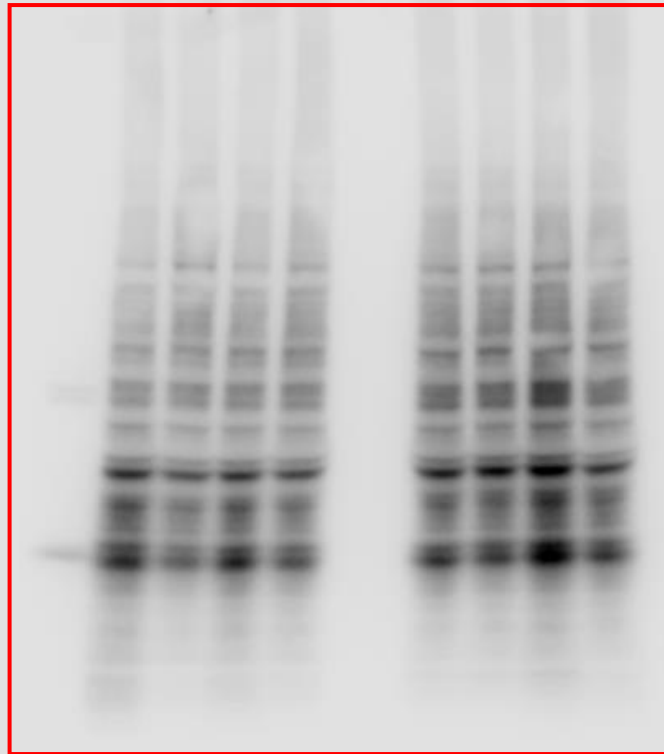

↑  
Puromycin-labeled peptides

# Supplementary material for: Mitochondrial protein import stress causes lysosomal damage and progressive tissue atrophy
**Source:** EMBO Rep. 2026 Apr 27;27(11):2973–3000. doi: 10.1038/s44319-026-00774-9
**Supplement:** Supplementary file 17 — Expanded View Figures

## Expanded View Figures

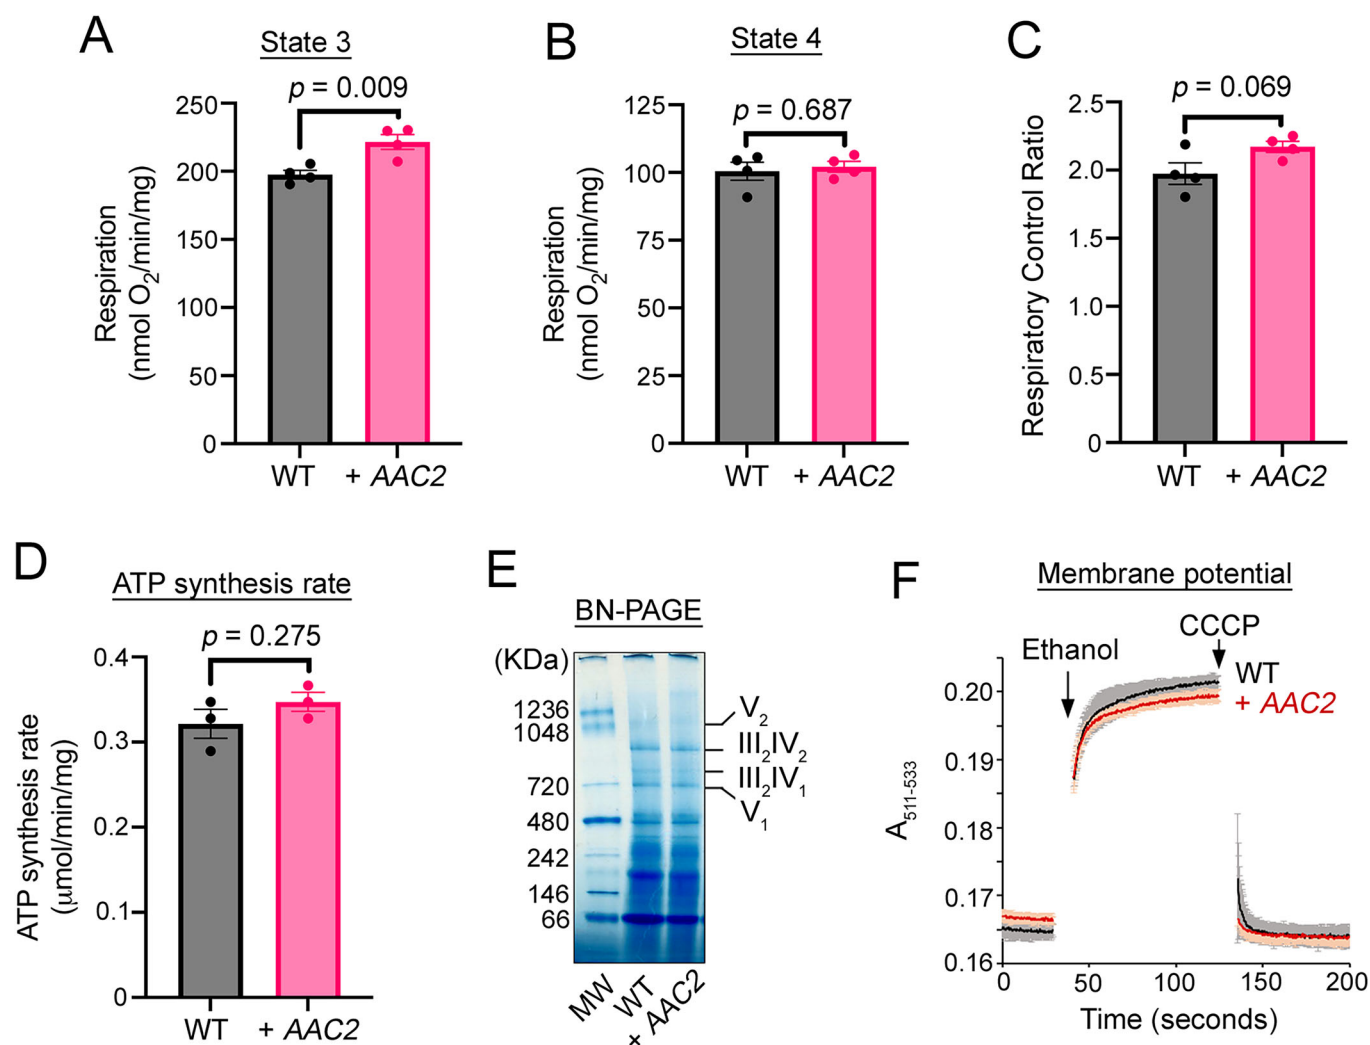

**Figure EV1. Expression of an extra copy of AAC2 integrated into the chromosome has little effect on mitochondrial function.**

Mitochondria were isolated from BY4741/AN1 (+AAC2) ( $\alpha$ , *lys2*, *his3*, *leu2*, *ura3*, *trp1Δ::AAC2-HIS3*) and the control strain BY4741 (WT) ( $\alpha$ , *lys2*, *his3*, *leu2*, *ura3*) grown in complete galactose (YPGal) medium. (A, B) Ethanol-stimulated state 3 and state 4 respiration. (C) Respiratory control ratio. (D) ATP synthesis rate. (E) Respiratory complex assembly. V<sub>1</sub>, complex V or ATP synthetase; V<sub>2</sub>, dimer of complex V; III<sub>2</sub>IV<sub>2</sub>, supercomplex with the denoted stoichiometry; III<sub>2</sub>IV<sub>1</sub>, supercomplex with the denoted stoichiometry. (F) Membrane potential after the energization of mitochondria with ethanol. The error bars for three biological replicates are shown. For (A–D), data were means  $\pm$  SEM of 3–4 biological replicates. *P* values were calculated by a two-tailed Student's *t*-test.

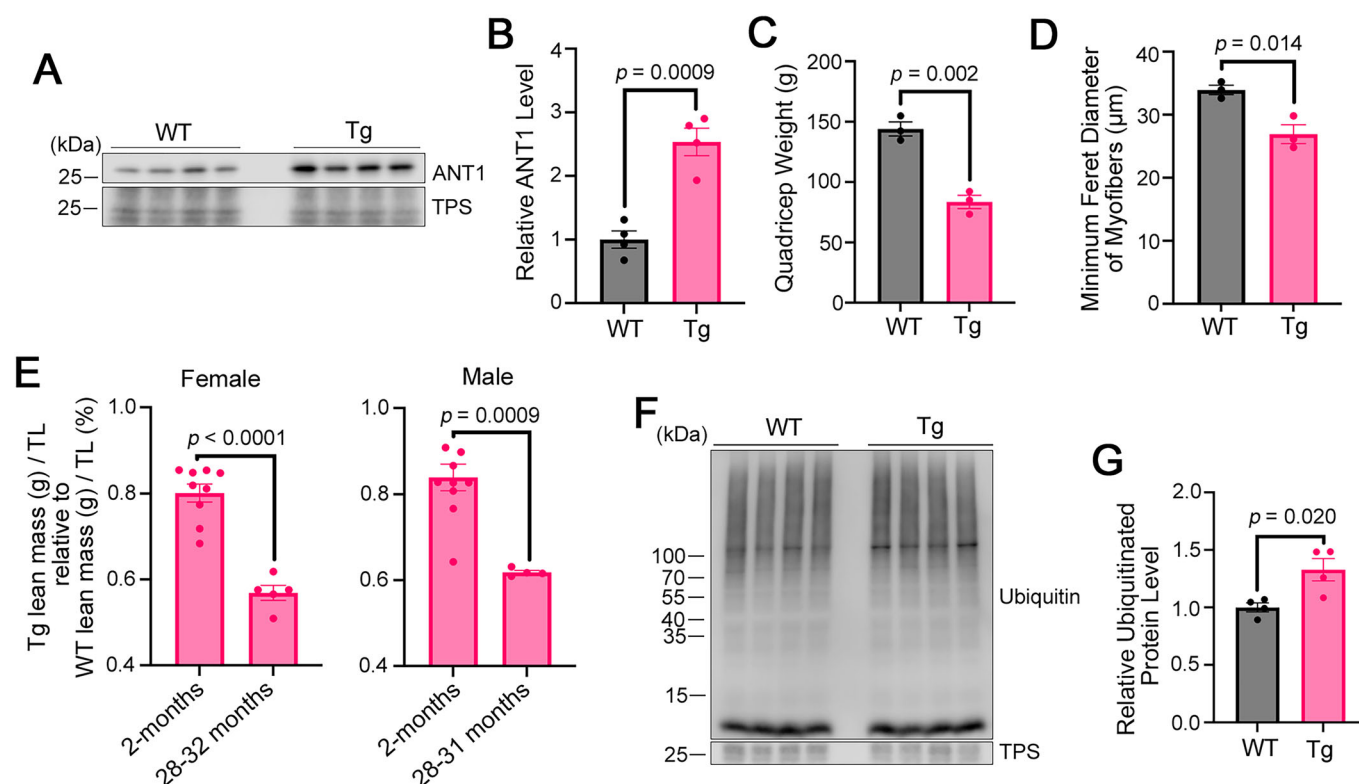

**Figure EV2.** *Ant1* overexpression in *Ant1<sup>Tg/+</sup>* mice causes progressive muscle atrophy during aging and affects quadriceps muscle weight, myofiber size, and protein ubiquitination levels at 2 months of age.

(A) Immunoblotting showing ANT1 protein levels in *Ant1<sup>Tg/+</sup>* (Tg) quadriceps relative to age-matched wild type controls (WT) at 2 months of age ( $n = 4$ /genotype; female). (B) Quantification of (A). (C) Quadriceps muscle weight at 2 months of age ( $n = 3$ /genotype; female). (D) Minimum Feret diameter of myofibers at 2 months of age ( $n = 3$ /genotype; female). (E) DXA scanning showing lean mass of *Ant1<sup>Tg/+</sup>* mice relative to wild-type controls at different ages ( $n = 4-10$ /genotype/sex) normalized by tibia length (TL). (F) Immunoblotting of total cell lysates using an anti-ubiquitin antibody ( $n = 4$ /genotype; female). (G) Quantification of (F). Data in (A–D, G) are means  $\pm$  SEM. The “ $n$ ” denotes the number of animals.  $P$  values were calculated by a two-tailed Student’s  $t$ -test. TPS total protein stain.

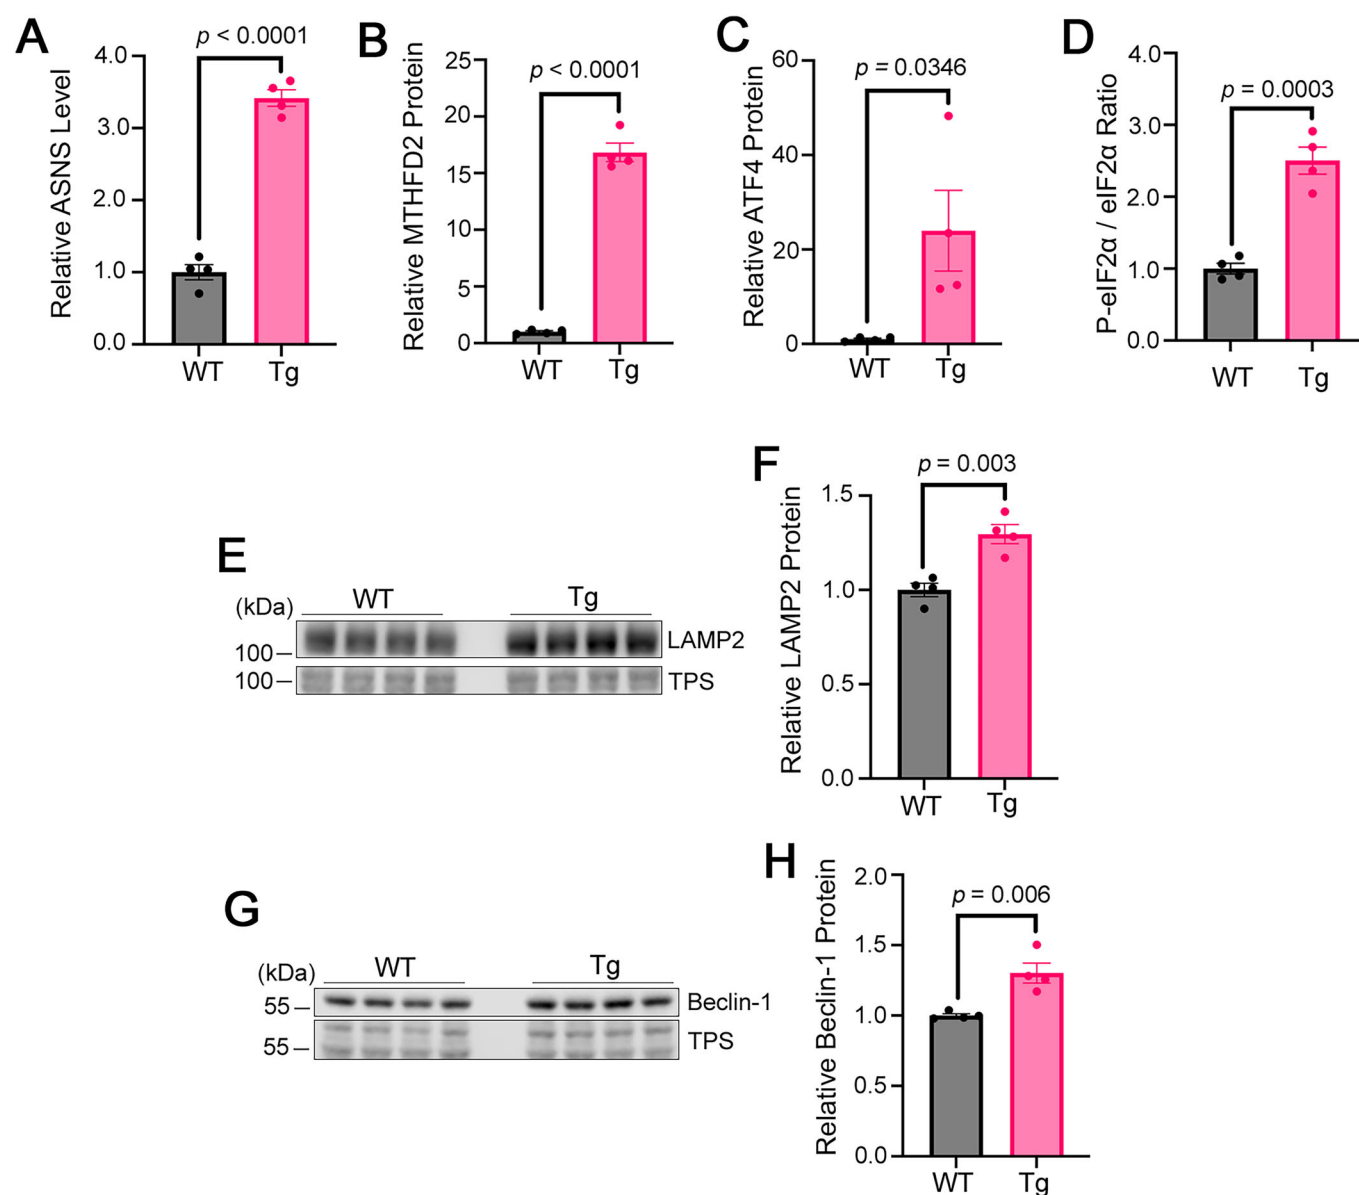

**Figure EV3. Immunoblot analysis validating transcriptional activation of ISR and autophagy-related genes in 2-month-old *Ant1<sup>tg</sup>/+* muscle.**

(A–C) Quantification of relative protein levels of ASNS (A), MTHFD2 (B) and ATF4 (C) (Fig. 6B). (D) Quantification of the relative P-eIF2α/eIF2α ratio (Fig. 6B). (E) Immunoblotting of LAMP2 (n = 4/genotype; male). (F) Quantification of (E). (G) Immunoblotting of Beclin-1 (n = 4/genotype; male). (H) Quantification of (G). TPS, total protein stain. Error bars are means ± SEM. P values were calculated by a two-tailed Student's t-test. The “n” denotes the number of animals.

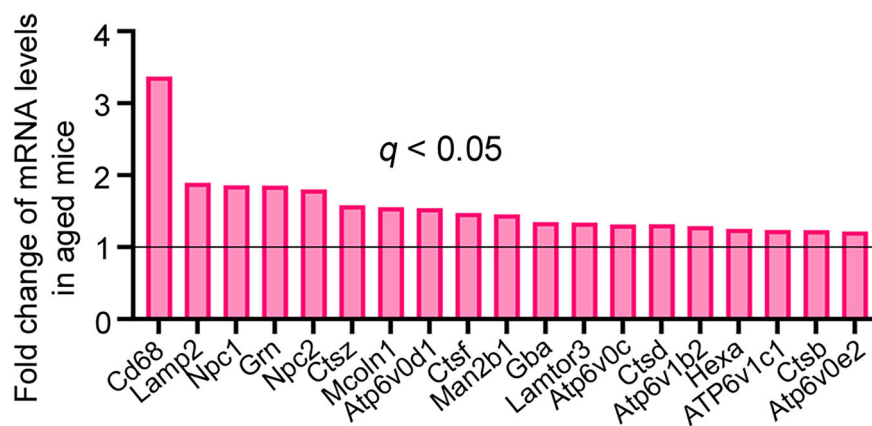

**Figure EV4.** RNA-seq data showing the genes involved in lysosomal and autophagic functions that are activated in aged (27–30 months) *Ant1<sup>Tg</sup>/+* quadriceps muscle relative to age-matched wild type controls ( $n = 4/\text{genotype}$ ).

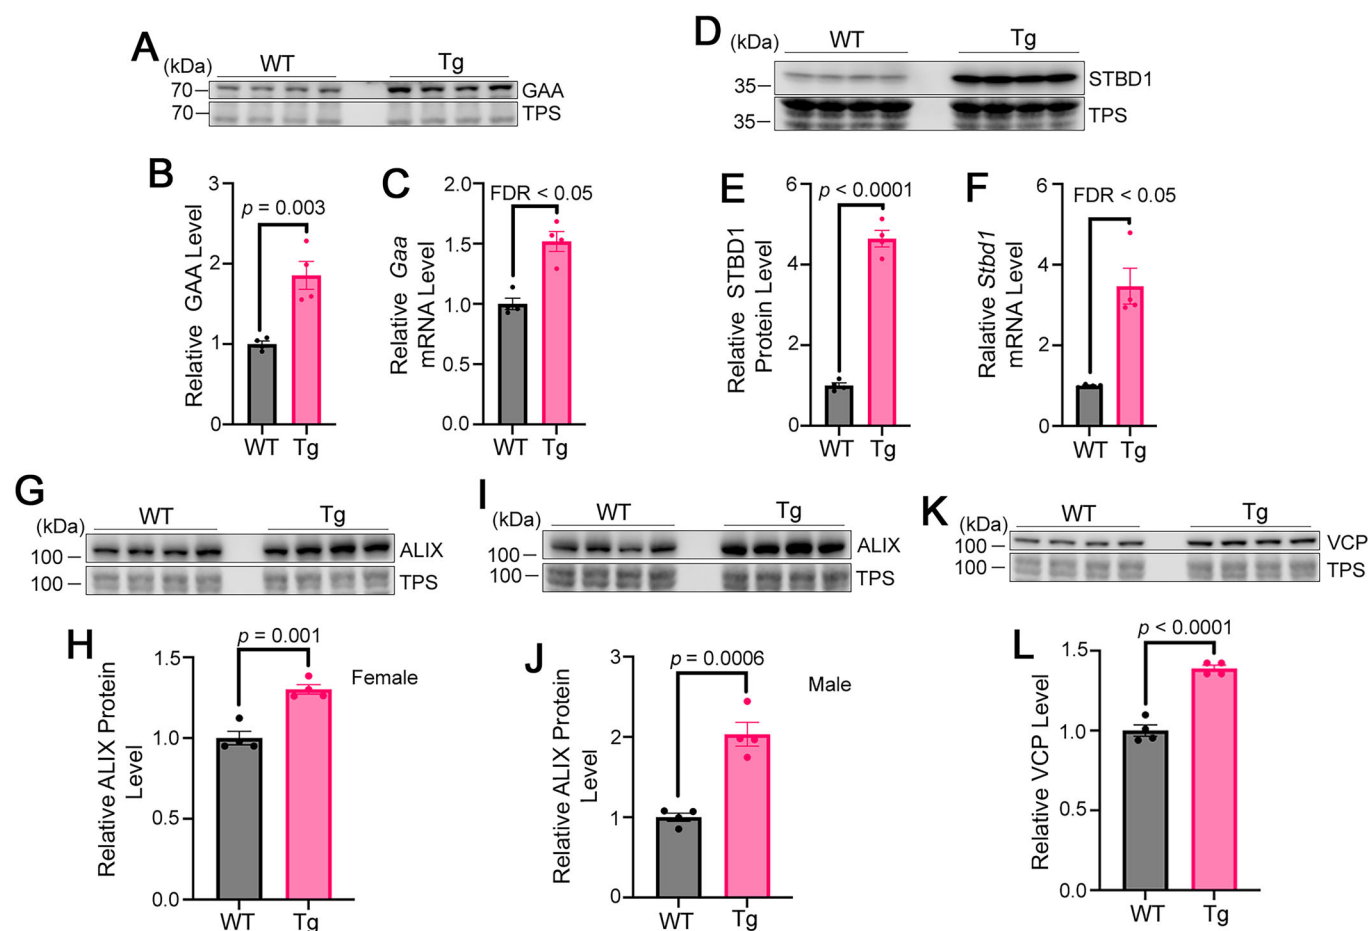

**Figure EV5. Immunoblotting showing the increased levels of lysosomal repair-related proteins in 2-month-old *Ant1<sup>Tg/+</sup>* quadriceps muscle.**

(A) Immunoblotting of GAA (acid  $\alpha$ -glucosidase) ( $n = 4$ /genotype; male). (B) Quantification of (A). (C) RNA-seq analysis showing transcriptional activation of *Gaa* in *Ant1<sup>Tg/+</sup>* muscle ( $n = 4$ ). (D) Immunoblotting of STBD1 ( $n = 4$ /genotype; male). (E) Quantification of (D). (F) RNA-seq analysis showing transcriptional activation of *Stbd1* in *Ant1<sup>Tg/+</sup>* muscle. (G) Immunoblotting of ALIX in female mice ( $n = 4$ /genotype). (H) Quantification of (G). (I) Immunoblotting of ALIX in male mice ( $n = 4$ /genotype). (J) Quantification of (I). (K) Immunoblotting of VCP ( $n = 4$ /genotype). (L) Quantification of (K). TPS total protein stain. Error bars are means  $\pm$  SEM. *P* values were calculated by a two-tailed Student's *t*-test. The "n" denotes the number of animals.

How the deposited data were processed for this re-analysis (not part of the article)

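RNA-seq was analysed for yeast cells of 4 genotypes (3 libraries each) and for mouse quadriceps of *Ant1* Tg/+ mice and wild-type controls at 2 months and at 27 to 30 months of age (4 mice per genotype and age). Samples were assigned to genotypes and ages from the sample labels and the paper, and every library has a column in 1 of the 3 tables that the authors deposited.

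The authors deposited log2 of a normalized value plus 1 for 6754 yeast genes, normalized so that the 12 libraries have nearly the same distribution and not divided by gene length. The number of reads behind a yeast value is not kept, so the depth of these libraries is unknown beyond the 50000000 paired-end reads that the paper states. For mice the authors deposited FPKM values for 21006 genes at 2 months and 24584 genes in aged muscle. In each mouse library the value minus 0.01, times the length of the gene's whole span in kilobases, sums to 1000000, which is how the unit and the added 0.01 were read. The depth of each mouse library was read as the number of reads at which most low values come within 0.1 of a whole number. It was 19990000 to 24740000 reads at 2 months and 27680000 to 39750000 in aged muscle. Because 77.2% to 83.6% of the values were near whole, counts were not recovered and no test for counts was used. Gene starts equal those of GRCm38 for 20394 of 20521 genes of the young table and those of R64 for 5921 of 5925 genes of the yeast table, but for only 573 of 24481 genes of the aged table, for which no coordinates are given. In the yeast table 188 genes were named through the R64 annotation. In the aged table 34 symbols occur more than once, and the first entry was kept.

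Each table was analysed on its own with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2 values with a pseudocount of 1 for yeast and 0.1 for mice. For yeast all genes were tested, in 1 fit over the 4 genotypes, with the comparisons of each mutant with wild-type controls, of the double mutant with each single mutant, and the interaction of the 2 changes. For mice, genes with a mean of at least 0.5 were tested. Past the threshold means an adjusted p below 0.05 (Benjamini-Hochberg over all genes tested in a comparison) and a fold change above 1.5, and for the interaction a ratio above 1.5 of the double mutant to the product of the single changes, or below its inverse. Single values were also compared with exact permutation tests, two-sided. Gene lists, 14 for yeast and 15 for mice, were tested with camera at an inter-gene correlation of 0.01, and with fry as an alternative. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

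The sample groups, the tests, most alternatives, the gene lists and the rule for naming genes were set before the data were examined. Named are the genes that the paper names for these libraries, the engineered, marker and sex-linked genes, for each comparison the 5 largest rises and the 5 largest falls past the threshold whose replicates do not overlap between the groups, and members of the lists where a list is reported. Genes named outside this rule are marked as chosen after their values were seen. The values of some genes under this rule are not reported here.

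The alternatives were other pseudocounts (0.1 and 10 for yeast, 0.01 and 1 for mice), other filters (a mean of at least 10 or 100 for yeast, none or at least 2 for mice), rescaling by the median of ratios to the geometric mean, a one-way model without moderation, the 2 yeast genotypes compared alone, replicate number as a block, each library left out in turn, no fold limit and a fold limit of 2. Chosen after seeing the data were a scaling without the mitochondrially encoded and the 10 most abundant genes, terms for spermatid and for hepatocyte transcripts in aged muscle (with 16 and 18 marker genes), a block by the first characters of the library names at 2 months, and a test and filter read from Dataset EV5.

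Whether libraries of the same replicate number pair was checked with the correlation, across genes, of their deviations from the mean of their group. In yeast the 18 pairs with the same number had r of 0.602 to 0.895, and pairs with other numbers -0.921 to 0.890. Pairs of replicate 1 with replicate 2 or 3 were all negative, so replicate 1 stood apart in each genotype. Pairs of replicate 2 with replicate 3 were all positive, at up to 0.890 for *vma13Δ* replicate 2 with *GAL10-AAC2* replicate 3. The deviations within a group cancel out, so where replicate 1 stands apart those of replicates 2 and 3 tend to share a sign. The check therefore cannot decide whether replicates 2 and 3 pair by number. The block is given beside a result where it changes it.

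The procedure was tested on simulated data in which 200 genes were changed in libraries of 1 group. It recovered 147 (73.5%) in yeast with 6 false calls, 180 (90%) in young mice with 5 and 169 (84.5%) in aged mice with 10, none in the wrong direction. A list shifted on purpose was called in each table, and of the other lists 0 of 13, 0 of 14 and 1 of 16 were called. The simulated values were drawn independently for each gene and library, and every planted change was at least 1 on the log2 scale. The yeast libraries share differences between replicates, and many changes reported here are smaller. These rates therefore need not hold for the real data. Because the 3 comparisons of mutants share their wild-type controls, 20 simulations of unchanged groups were run to see what correlation this gives.

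Dataset EV1 and EV2 were at hand in full, Dataset EV3 for the first 1998 of 2209 genes and Dataset EV5 for the first 1999 of 7910, so no overlap with the last 2 was computed and only their values for named genes were compared. The pathway enrichment of Appendix Fig. S2A was not repeated, because its pathway collection was not used here.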

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

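The tests of the interaction with additive effects kept, of mating type against the rest of the genes, of *SOK1* and its neighbour, of *MET17* in *vma13Δ* replicate 2, of the scale of a young library, of testis and liver transcripts and of *Xist* were chosen after the result was seen.

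Single mice stood far from the other 3 of their group in 11 of 170 groups of 4 values, measured on the named genes by the gap to the nearest mouse as a share of the range (Dixon's limit for 4 values), and chance gives about 1 in 20. At 2 months 5 of the 11 belong to *Ant1* Tg/+ replicate 2. Its FPKM was 2.11 for *Hmox1*, 7.42 for *Nupr1*, 3.17 for *Praf2* and 61.0 for *Stbd1*, the highest of the 4 mice, and 8.49 for *Mthfd2*, the lowest. A difference in the overall scale of this library is argued against, because the 5 genes go both ways and the median log2 deviation of all its genes from the other 3 mice was 0.06 (0.0553). What sets this mouse apart stays open, and no biological explanation was tested. The other 6 were spread over 5 mice. Among young wild-type controls, *Anxa7* was 1.86 in replicate 1, and *Cars* was 0.835 and *Farsb* 0.731 in replicate 3. In aged muscle, *Atp6v0c* was 19.6 in *Ant1* Tg/+ replicate 2, *Mcoln1* was 1.46 in wild-type replicate 4 and *Xist* was 0.545 in *Ant1* Tg/+ replicate 4. The cause was not tested for the first 5, and *Xist* is taken up in the last paragraph.

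The effect of *GAL10-AAC2* differed between cells with and without *VMA13*. The interaction was positive for 582 genes and negative for 670, and positive for 34 of the 60 genes of Fig. 4B–F. With replicate number as a block the counts were 892, 926 and 45. Chance cannot be excluded by regrouping the 12 libraries into 4 groups of 3, because mixed groups put the differences between genotypes into the spread. Of 100 such groupings, the real one included, 4 had as many genes with a positive interaction, 3 as many with a negative one and 1 as many as the 692 above both single mutants, and others gave interaction counts of up to 1128 and 949. The same holds for 100 groupings in which each group holds 1 library of each number, where 4, 2 and 1 had as many. In a further test the additive effects of both changes were kept and the residuals exchanged among libraries of the same number. Of 100 such arrangements, the real one included, 2 had as many genes with a positive interaction and 1 as many with a negative one, 1 other arrangement gave 700 and 610, and 97 gave none of either sign. With the residuals around the 4 group means, which hold no interaction, the other arrangements gave 0 of either sign. This argues against variation between libraries around additive effects as the cause of the interaction counts, while the 692 genes have no such test. The interaction also takes in the wild-type controls, which differ in mating type from the other genotypes. The a-specific genes had a median interaction of 3.01 and the alpha-specific genes of -5.11, while a comparison of *vma13Δ GAL10-AAC2* cells with the single mutants does not involve the wild-type controls. Differences at *LYS2* and *MET17* cancel in the interaction but not in the single comparisons. A biological interaction of *VMA13* loss with the carrier stays open as a hypothesis, next to the lower *AAC2* transcript level in *vma13Δ GAL10-AAC2* cells.

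*AAC2*, listed as *PET9*, had an interaction of -1.27, because the rise over wild-type controls was smaller in *vma13Δ GAL10-AAC2* than in *GAL10-AAC2* cells. Without wild-type replicate 2 or 3 or *GAL10-AAC2* replicate 2 or 3 this interaction was not called, with an adjusted p of up to 0.0533 in limma. Above the mean of the wild-type controls, *PET9* stood at 57917 in *GAL10-AAC2* cells and 16812 in *vma13Δ GAL10-AAC2* cells, a log2 ratio of -1.78. *GAL10*, which the paper did not analyse, stood at 48057 ± 16293 in *GAL10-AAC2* cells, 3428 ± 602 in *vma13Δ GAL10-AAC2* cells, 61339 ± 17766 in *vma13Δ* cells and 30032 ± 6627 in wild-type controls (SD, n = 3). Its log2 fold change in *vma13Δ GAL10-AAC2* against *GAL10-AAC2* cells was -3.76, that of *GAL1* was -3.72, and the 8 genes of the GAL list had a median of -3.23. These values are consistent with lower activity of GAL promoters in *vma13Δ GAL10-AAC2* cells. The GAL genes fell by more than *AAC2* did, which lower promoter activity alone leaves unexplained. Whether loss of *VMA13* and the cassette together act on galactose uptake or signalling, or whether this strain grew to another phase, stays open, and the double mutant and *GAL10-AAC2* cells were compared at different levels of *AAC2* transcript.

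*SOK1* (YDR006C, chromosome IV of R64, 458542 to 461247) lies next to *TRP1* (461842 to 462516), the site of the cassette. Its normalized value was 2165 ± 298 (SD, n = 3) in wild-type controls, 24813 ± 2114 (SD, n = 3) in *GAL10-AAC2* cells, 2545 ± 157 (SD, n = 3) in *vma13Δ* cells and 5998 ± 109 (SD, n = 3) in *vma13Δ GAL10-AAC2* cells. The log2 fold change was 3.52 in *GAL10-AAC2* cells (standard error 0.10, limma adjusted p = 2.3e-08), 0.24 in *vma13Δ* cells (adjusted p = 0.148) and 1.48 in *vma13Δ GAL10-AAC2* cells (adjusted p = 3.0e-06), with an interaction of -2.29 (adjusted p = 8.4e-06). It was raised in the 2 strains with the cassette and more in the strain with more *AAC2*, which is consistent with transcription from the cassette into the neighbouring gene. Reads of the cassette or its flanks were not analysed here, so an effect of the ADP/ATP carrier on *SOK1* stays open.

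The yeast genotypes differed in mating-type genes and auxotrophic markers. Table EV1 states these for the parent strains BY4741 (a, without *MET15*, an older name of *MET17*) and BY4742 (alpha, without *LYS2*) and gives *GAL10-AAC2* cells as BY4742. For the other 2 mutants it states only the background, and it does not list the wild-type strain of these libraries. In *vma13Δ GAL10-AAC2* cells against wild-type controls, the a-specific genes had a median log2 fold change of -3.98 and the alpha-specific genes of 2.09. These are fitted values of genes partly listed at 0, which depend on the pseudocount, at -4.04 and 2.09 with a pseudocount of 0.1 and -3.21 and 2.06 with one of 10. *HMRA1* was 3416, 3500 and 3961 in the wild-type controls and at most 1.14 in the other libraries, and *MATALPHA1* was at most 0.985 in the wild-type controls and 561 to 1011 in *GAL10-AAC2*, 393 to 636 in *vma13Δ* and 224 to 256 in *vma13Δ GAL10-AAC2* cells. The opposite moves of the 2 lists are consistent with wild-type controls of mating type a and other strains of mating type alpha. Mating type as the cause of the remaining calls is argued against, because 911 genes were higher in *vma13Δ GAL10-AAC2* cells than in *GAL10-AAC2* cells, which have the same mating type by expression. How many of the calls against wild-type controls it accounts for stays open.

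*LYS2* had a fitted log2 fold change of -9.57 and *MET17* of 11.01 in *vma13Δ GAL10-AAC2* cells against wild-type controls. Since 1 group of each is listed near 0, both depend on the pseudocount and give no bound. *LYS2* was also absent from *GAL10-AAC2* cells, where the 6 lysine biosynthesis genes had a median of -0.20 against 1.35 in *vma13Δ GAL10-AAC2* cells, which argues against the *LYS2* marker as the sole cause of the rise of the lysine genes. A marker that acts only when *VMA13* is lost stays open. The levels of both markers are consistent with strains that differ in auxotrophic alleles, and no biological explanation was tested. In *vma13Δ* replicate 2, where *VMA13* is deleted, *VMA13* stood at 24.6 and *MET17* at 9.70, which are 0.322% and 0.281% of the values in *GAL10-AAC2* replicate 2. Such similar shares are consistent with a small share of reads from a *GAL10-AAC2* library, while the source of those reads was not identified.

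Aged libraries held transcripts of testis. *Tnp2*, chosen after its values were seen, stood at 316 FPKM in wild-type replicate 4, 34.2 and 31.5 in wild-type replicates 1 and 3 and 75.8 in *Ant1* Tg/+ replicate 1, against at most 0.386 in the other 4 aged libraries. Over 16 spermatid genes the medians were 0.924, 0.0197, 0.709 and 7.81 in wild-type controls and 2.19, 0.01, 0.0109 and 0.0255 in *Ant1* Tg/+ muscle. A difference between the genotypes is argued against, since *Ant1* Tg/+ replicate 1 has the transcripts, at 2.19, and wild-type replicate 2 lacks them. The 12 genes of the list that had not been looked at first had medians of at least 0.641 in the 4 libraries and at most 0.0177 in the others, which is consistent with RNA of testis tissue, whether it came in at dissection or later. As the whole cause of the lower genes in aged *Ant1* Tg/+ muscle it is argued against, since 252 of the 315 genes kept the call with a term for these transcripts, with which 297 genes were lower. Without *Ant1* Tg/+ replicate 1, which has the transcripts, and wild-type replicate 2, which lacks them, 362 genes were lower, and 232 of these were also lower in the first than in the second of these libraries (2875 of all 8780 genes tested were), the opposite of what testis RNA gives. This is 1 library of each genotype. The other 130 were higher, as testis RNA would make them, so how much single genes owe to it stays open.

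Liver transcripts appeared in aged *Ant1* Tg/+ muscle. *Alb*, chosen after its values were seen, was 6.93 in *Ant1* Tg/+ replicate 4, 6.54 and 3.43 in *Ant1* Tg/+ replicates 2 and 3, and at most 0.137 in aged wild-type controls. Induction of liver genes by the transgene alone is argued against, as *Alb* was at most 0.0704 in *Ant1* Tg/+ replicate 1 and the 4 young *Ant1* Tg/+ mice. The 18 hepatocyte genes had medians of 0.216, 0.163 and 0.235 in *Ant1* Tg/+ replicates 2, 3 and 4 and at most 0.0184 in the other 5 aged libraries. RNA of liver tissue in these 3 libraries is consistent with the medians of at least 0.163. As the whole cause of the higher genes in aged *Ant1* Tg/+ muscle it is argued against, since 505 of the 966 genes kept the call with a term for hepatocyte transcripts. Of 772 genes higher without *Ant1* Tg/+ replicate 1 and wild-type replicate 2, which both lack liver transcripts, 743 were also higher in the first than in the second of these, against 5900 of all 8780 genes tested. This is 1 library of each genotype. For single genes, among them those that lost the call, liver RNA stays open, because the 3 libraries are all *Ant1* Tg/+. With the term, which follows the genotype, 733 genes were higher, and *Cd68* (adjusted p = 0.0875 in limma), *Grn* (0.0592), *Npc1* (0.083) and *Map1lc3a* (0.0524) were not called, each at its highest of all alternatives. An effect of age together with the transgene on liver genes in muscle also stays open, although 1 aged *Ant1* Tg/+ library lacks them.

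*Xist* was 0.545 in aged *Ant1* Tg/+ replicate 4, at most 0.0141 in the other 7 aged libraries and 10.9 to 15.9 in the young mice, which are female. A female mouse under a male label is argued against, because *Ddx3y* was 3.26 in that library, and *Eif2s3y* (2.73), *Kdm5d* (0.320) and *Uty* (0.142) were at the level of the other aged libraries. A small share of RNA from female tissue stays open, and no biological explanation was tested.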

How the results depend on the processing

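The block by library name, the scaling without the mitochondrially encoded and the 10 most abundant genes, the terms for spermatid and hepatocyte transcripts and the test read from Dataset EV5 were chosen after the result was seen. For 436 results, 8208 values under alternatives were computed, of which 590 come from those 5. Direction and side of the threshold held, or a count stayed within 1.5 times, in 7625 of them, 281 lost the call, 110 gained it, 63 changed sign and 129 moved further. Of 243 single-gene results past the threshold, 190 stayed past it under every alternative and 0 changed sign. Over all 313 single-gene results, 240 values lost the call, 70 gained it and 22 changed sign. Of 86 list results, 52 were past the threshold, and 41 values lost the call, 40 gained it and 41 changed sign. Under fry 13 list calls were lost and 4 gained. Except where a cause is given, the cause of a change was not tested.

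A fold limit alters how many genes qualify by its construction. Without one, 64 genes were higher in *GAL10-AAC2* cells, 391 higher and 492 lower in *vma13Δ* cells and 1101 above both single mutants. Young *Ant1* Tg/+ muscle had 1108 higher and 176 lower, with 2 genes of Fig. EV4 and 8 of the lysosomal list, and aged muscle 2395 and 670, with 19 and 24. With a limit of 2, *GAL10-AAC2* cells had 15 higher and 17 lower, *vma13Δ* cells 70 and 71, *vma13Δ GAL10-AAC2* cells 612 and 820, the interaction 345 and 303, 342 genes were above both single mutants and 2 genes of Fig. 4 were higher in *vma13Δ* cells. Young muscle then had 112 and 26, with 15 genes of Fig. 6A, 4 of Fig. 6E, 2 of Appendix Fig. S2B and 1 lysosomal, and aged muscle 348 and 145, with 1 of Fig. EV4 and 1 lysosomal.

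With a pseudocount of 0.1 the interaction of *TRP1*, whose values lie near 0, was -0.19, against 0.50. With one of 1 in mice, young muscle had 199 higher and 39 lower, with 7 genes of Fig. 6E, 3 of Appendix Fig. S2B and 1 lysosomal, and aged muscle 542 and 191, with 3 of Fig. EV4 and 3 lysosomal. A larger pseudocount draws folds of low values toward 1 by its construction. With a mean of at least 2, which tests fewer genes, young muscle had 220 and 51, with 9 of Fig. 6E and 3 of Appendix Fig. S2B, and aged muscle 538 and 179.

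Median-of-ratios rescaling gave 173 higher genes in young muscle, 7 of Fig. 6E and 1 lysosomal, and medians of -0.11 for the fibroblast list, -0.0014 for the atrophy list and -0.02 (-0.0228) for the chaperones. In aged muscle it gave 461 higher and 618 lower, with 5 lysosomal, log2 fold changes of -0.06 (-0.0585) for *Gaa* and -0.05 (-0.0485) for *Ddx3y*, and medians of -0.10 (-0.0963) for V-ATPase, -0.11 for the proteasome, -0.08 (-0.0788) for atrophy and -0.18 for OXPHOS. The interaction of *ATG32* was 0.0071. Scaled without the mitochondrially encoded and the 10 most abundant genes, young muscle had 218 higher, 9 of Fig. 6E and 1 lysosomal, with a fibroblast median of -0.04 (-0.0444). Aged muscle had 609 higher and 5 lysosomal, with medians of -0.02 (-0.0159) for V-ATPase, -0.03 (-0.0269) for the proteasome and -0.09 (-0.0932) for OXPHOS. The share of higher genes among the calls went from 80.6% to 58.8% and 68.8% at 2 months and from 75.4% to 42.7% and 57.4% in aged muscle with the 2 scalings. Kept from the genes called without rescaling were 173 and 218 higher genes at 2 months, 461 and 609 in aged muscle, and 80 and 82 of 82 and 315 and 315 of 315 lower genes. Rescaling brought the median of all genes to -0.01 and -0.05, so the move follows from a shift of all genes together.

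With only the 2 genotypes compared, which leaves fewer libraries, 9 and 11 genes were called in *GAL10-AAC2* cells, 72 and 85 in *vma13Δ* cells, and 1 gene of Fig. 4 in *vma13Δ* cells, and *PET9* lost its call in *GAL10-AAC2* cells. The test read from Dataset EV5 gave 53 lower genes at 2 months. With a term for spermatid transcripts, 4 genes of Fig. EV4 were past the threshold and *Sfxn3* stood at 0.05 (0.0505). With a term for hepatocyte transcripts there were 3, *Sfxn3* stood at 0.21, *Praf2* at 0.14 (0.143) and the OXPHOS median at -0.04 (-0.0386).

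With replicate number as a block, *GAL10-AAC2* cells had 64 and 113 genes past the threshold, *vma13Δ* cells 284 and 373 and *vma13Δ GAL10-AAC2* cells 1384 and 1431, the positive interactions numbered 892 and the negative ones 926, and 3 and 9 genes of Fig. 4 were higher in *GAL10-AAC2* and *vma13Δ* cells. All genes called without the block in *GAL10-AAC2* and *vma13Δ* cells and in the interaction were kept, and 1171 and 1338 of those in *vma13Δ GAL10-AAC2* cells. Calls gained with limma's adjusted p were those of *TRP1* in *vma13Δ GAL10-AAC2* cells (0.0201) and the interactions of *YRO2* (0.00274), *ARO9* (6.4e-04), *KRS1* (0.0124), *TPO2* (0.0413), *FUI1* (8.5e-05), *PHM8* (4.0e-04), *SSA4* (1.1e-05), *HSP82* (0.00193), *UBI4* (0.00246), *STI1* (7.1e-04), *HSC82* (0.00793) and *ATG9* (0.00116). The stress response list was called in *GAL10-AAC2* (0.00517), *vma13Δ* (2.1e-04) and *vma13Δ GAL10-AAC2* cells (0.015), and the Hsf1 and autophagy lists in *vma13Δ* cells (0.0271 each). The block changed no other call among the yeast results. In mice, pairs with the same number had r of -0.155 to 0.326 at 2 months and -0.117 to 0.0682 in aged muscle. The block there gave 283 higher and 76 lower genes at 2 months, with 1 lysosomal gene, and 870 and 273 in aged muscle, and left out the calls of *Got1*, *Slc38a2*, *Sfxn3*, *Gaa* and *Praf2* at 2 months and of *Impdh2* and *Cebpg* in aged muscle. The names of the young libraries begin with 1A, 1E or 9A, each in both genotypes, and the paper states that littermates were used as controls when possible. What the prefixes stand for is not given. The 6 pairs with the same prefix had r of -0.155 to 0.375 and the 10 others -0.381 to 0.143. With the prefix as a block, 315 genes were higher and 85 lower, and of the single-gene and list results only *Got1* lost its call (limma adjusted p = 0.0512). In aged muscle 1 of 5 prefixes is held by both genotypes, and this block was not run.

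Leaving out each library in turn moved the higher genes of *GAL10-AAC2* cells between 14 and 56 (26 with all libraries; 14 without wild-type replicate 3, 15 without *GAL10-AAC2* replicate 3, 56 without *GAL10-AAC2* replicate 1) and the lower genes between 15 and 134 (37; 15 without wild-type replicate 3, 58 without *vma13Δ* replicate 1, 134, 20 and 18 without *GAL10-AAC2* replicates 1, 2 and 3, 24 without *vma13Δ GAL10-AAC2* replicate 2). In *vma13Δ* cells the higher genes lay between 86 and 184 (150; 86 without wild-type replicate 3, 93 without *vma13Δ* replicate 2) and the lower between 131 and 294 (235; 131 and 132 without the same 2). Genes of Fig. 4 higher in *vma13Δ* cells numbered 2 to 6 (5; 3 without wild-type replicate 3, 2 without *vma13Δ* replicate 2) and in *GAL10-AAC2* cells 0 to 1 (1 without *GAL10-AAC2* replicate 2). At 2 months 208 to 451 genes were higher (341; 208 without *Ant1* Tg/+ replicate 1) and 48 to 91 lower (82; 50 without wild-type replicate 4, 48 without *Ant1* Tg/+ replicate 1), and 1 to 2 lysosomal (1 without wild-type replicate 2 or 4 or *Ant1* Tg/+ replicate 1 or 2).

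Some values, not all of them near 0, changed sign without single libraries. In *GAL10-AAC2* cells the stress response list ranged from -0.20 to 1.13 (0.48; negative without wild-type replicate 1), the autophagy list from -0.10 to 0.25 (0.11; -0.10 without wild-type replicate 1, -0.0377 without *GAL10-AAC2* replicate 3) and the PHO list from -0.13 to 0.03 (0.0286; -0.02 with all libraries, positive without *GAL10-AAC2* replicate 2). In *vma13Δ* cells the lysine list ranged from -0.16 to 0.07 (0.0736; -0.0007 with all, positive without wild-type replicate 1 and *vma13Δ* replicates 2 and 3), the Hsf1 list from -0.04 (-0.0353) to 0.63 (0.24; negative without wild-type replicate 1) and the Gcn4 list from -0.07 (-0.0669) to 0.18 (0.08; negative without *vma13Δ* replicate 1). In *vma13Δ GAL10-AAC2* cells the Gcn4 list ranged from -0.12 to 0.05 (0.0472; -0.03 with all, positive without wild-type replicate 1 and *vma13Δ GAL10-AAC2* replicates 2 and 3). Of the interactions, the stress response list ranged from -1.30 to 0.31 (-0.32; positive without wild-type replicate 1, *vma13Δ* replicates 2 and 3, *GAL10-AAC2* replicate 3 and *vma13Δ GAL10-AAC2* replicate 1), the Gcn4 list from -0.25 to 0.07 (0.0688; -0.11; positive without *vma13Δ* replicate 1), *ATG7* from -0.10 (-0.0994) to 0.21 (0.04; negative without wild-type replicate 2, *vma13Δ* replicate 1, *GAL10-AAC2* replicate 1 and *vma13Δ GAL10-AAC2* replicates 2 and 3), *ATG32* from -0.12 to 0.04 (0.0445; -0.02 with all, positive without wild-type replicate 3, *vma13Δ* replicate 2 and *GAL10-AAC2* replicates 2 and 3), *GDH3* from -0.18 to 0.24 (0.09; negative without *vma13Δ* replicate 1 and *GAL10-AAC2* replicate 1) and *TRP1* from -0.40 to 1.50 (0.50; negative without *vma13Δ GAL10-AAC2* replicate 2).

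At 2 months the adipocyte list ranged from -1.45 to 0.11 (-0.78; positive without wild-type replicate 1), the macrophage list from -0.46 to 0.05 (0.0493; -0.13; positive without *Ant1* Tg/+ replicate 3), the OXPHOS list from -0.05 (-0.0461) to 0.06 (0.056; -0.002; positive without wild-type replicates 1 and 2 and *Ant1* Tg/+ replicates 1 and 2), the fibroblast list from -0.10 (-0.097) to 0.16 (0.03; negative without wild-type replicate 2 and *Ant1* Tg/+ replicate 2) and the slow fibre list from -0.15 to 0.78 (0.31; negative without wild-type replicate 3 and *Ant1* Tg/+ replicate 3). The first 3 are lists that camera calls. In aged muscle the OXPHOS list ranged from -0.0072 to 0.07 (0.0666; 0.03; negative without wild-type replicate 2), *Sfxn3* from -0.12 to 0.16 (-0.03; positive without wild-type replicate 4 and *Ant1* Tg/+ replicate 2) and *Praf2* from -0.30 to 0.0092 (-0.19; positive without *Ant1* Tg/+ replicate 2).

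Some alternatives give no value. The interaction has none with only 2 genotypes compared, camera lists have none in the one-way model, and a filter removes genes below it, among them *TRP1* with a mean of at least 10 and *Asns*, *Cars* and *Farsb* with a mean of at least 2. What depth limits is unknown for yeast, whose values keep no number of reads. In mice, with 19990000 to 39750000 reads, genes near the floor of 0.01 carry no fold, and no count model was run.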

Differences from the paper's values

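The test read from Dataset EV5 was chosen after the result was seen, and the other alternatives compared here were set before the data were examined. Counts are taken to differ when one is more than 1.5 times the other, and folds when they also lie further apart than the replicate SD, which is left out for genes with a library near the floor. A difference is said to close where the value under an alternative stays within that limit, which does not make the values equal. Of 136 values of the paper that were also computed here, 8 differ. For 59 of the 60 genes of Fig. 4B–F the folds of Dataset EV3 and those here differ by a ratio of at most 1.25, and for 58 genes of the young mice the folds of Dataset EV5 by at most 1.62. *TRP1* of Fig. 4C is listed at 0 in the wild-type controls, so no fold is compared.

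For *Mthfd2* Dataset EV5 gives the paper's fold of 58.7, against 37.1 here. The difference closes with a pseudocount of 0.01, at 55.3, and under none of the other alternatives set earlier, with 9.28 at a pseudocount of 1 and 34.2 after median-of-ratios rescaling. With the test read from Dataset EV5, which takes the ratio of arithmetic means and was chosen after seeing the values, the fold was 58.7. For *Psat1* the paper's fold in Dataset EV5 is 24.1, against 14.8 here, and the difference closes with a pseudocount of 0.01 (24.0) and without wild-type replicate 1 (16.7) but under no other alternative set earlier. With the test read from Dataset EV5, chosen after seeing the values, it was 24.1. That test drops none of the genes that the paper names for the young mice, with 29 of 29 of Fig. 6A, 5 of 5 of Fig. 6D, 17 of 17 of Fig. 6E and 6 of 6 of Appendix Fig. S2B called.

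The paper counts 7910 genes as differentially expressed in young *Ant1* Tg/+ muscle, and 1284 had an adjusted p below 0.05 here. None of the alternatives closes this difference, with counts between 542 and 1497, and the test read from Dataset EV5, chosen after seeing the values, gave 1087. In the deposited table 7910 is also the number of genes with a geometric mean of at least 0.6 FPKM.

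Dataset EV1 holds the paper's 11 genes higher by 1.5-fold in *GAL10-AAC2* cells, against 26 here. The difference closes with only the 2 genotypes compared (9), with a fold limit of 2 (15), which is another limit than that of the paper's count, and without wild-type replicate 3 (14) or *GAL10-AAC2* replicate 3 (15), but not under the other alternatives. It holds the paper's 18 lower genes, against 37 here. This closes with a mean of at least 100 (26), the one-way model without moderation (27), a fold limit of 2 (17), without wild-type replicate 1 (26), 2 (27) or 3 (15), without *vma13Δ* replicate 2 (27), without *GAL10-AAC2* replicate 2 (20) or 3 (18) and without *vma13Δ GAL10-AAC2* replicate 2 (24) or 3 (25). It does not close with a pseudocount of 0.1 (33) or 10 (38), a mean of at least 10 (29), rescaling (50), only the 2 genotypes compared (11), replicate number as a block (113), no fold limit (53), or without *vma13Δ* replicate 1 (58) or 3 (41), *GAL10-AAC2* replicate 1 (134) or *vma13Δ GAL10-AAC2* replicate 1 (29). Of the paper's 11 and 18 genes, 9 and 13 were past the threshold here, and of the 63 genes past it here 22 are listed in Dataset EV1.

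In Dataset EV2 the paper lists 1547 genes for *vma13Δ* cells with an FDR below 0.05, and 883 had an adjusted p below 0.05 here. This closes with replicate number as a block, at 2165, and not under the others, which gave 205 to 1023. The paper's lower genes by 1.5-fold in Dataset EV2 number 354, against 235 here, which is just outside the limit. It comes within it with a mean of at least 10 (236), rescaling (261), the block (373) and without *vma13Δ* replicate 1 (238), *vma13Δ* replicate 3 (294) or *GAL10-AAC2* replicate 1 (266), and with no fold limit (492), which counts other genes than those changed by 1.5-fold, but not under the rest. Of the paper's 158 higher and 354 lower genes, 87 and 160 were past the threshold here and 116 and 233 had an adjusted p below 0.05, and of the 385 genes past it here 255 are listed.

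For *vma13Δ GAL10-AAC2* cells Dataset EV3 lists the paper's 2209 differentially expressed genes, of which the first 1998 were at hand, against 3488 genes with an adjusted p below 0.05 here. This closes with a mean of at least 100 (3273) and without wild-type replicate 1 (3289), 2 (3208) or 3 (3029) or *vma13Δ GAL10-AAC2* replicate 1 (3256), 2 (3011) or 3 (3034), and not under the others, which gave 3341 to 4463.

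The paper describes the genes of Fig. 4B–F as activated in a synergistic way. Over the 60 genes, 53 were higher in *vma13Δ GAL10-AAC2* cells than in both single mutants, and the interaction was positive past the threshold for 34 (45 with replicate number as a block). The tally by panel was 1 of 5 for pH control (2 of 5 with the block) and 6 of 13 for autophagy (7 of 13 with the block). For the genes of Fig. 4C, the paper states that the single mutants lack the activation, and of its 22 genes *TPO2* was past the threshold in *vma13Δ* cells, at a log2 fold change of 1.55 (limma adjusted p = 0.0135). That tally is from the fit without the block. With the block, 9 of the 60 genes of Fig. 4B–F were past the threshold in *vma13Δ* cells and 3 in *GAL10-AAC2* cells. These counts are not split by panel here. *TRP1*, which the paper counts among the activated genes of amino acid metabolism, was not called here (limma adjusted p = 0.0776), and was called with replicate number as a block (0.0201) and without *vma13Δ GAL10-AAC2* replicate 1 (0.00621). Table EV1 and Dataset EV1–3 give the gene as replaced in all 4 genotypes, and its values lie near 0, so neither outcome is read as a change of *TRP1*. In young *Ant1* Tg/+ muscle the paper counts *Farsb*, *Cln6* and *Atp6ap2* as activated, and here their folds fell short of 1.5, at log2 fold changes of 0.58, 0.57 and 0.55. They pass with a pseudocount of 0.01, *Farsb* without wild-type replicate 3 or *Ant1* Tg/+ replicate 3, *Cln6* without wild-type replicate 3 or *Ant1* Tg/+ replicate 2 or 3, *Atp6ap2* without wild-type replicate 1 or *Ant1* Tg/+ replicate 3, and all 3 with the test read from Dataset EV5, which was chosen after seeing the values and gave 272 higher and 53 lower genes.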

Other observations

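The tests of scaling were chosen after the result was seen, and those of slow growth, macrophages and other groupings were planned.

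Whether the calls could arise from any grouping of the libraries was counted over the other splits. For 4 mice against 4 there are 35 splits. The real one alone, 1 of 35, had as many higher genes as the 341 at 2 months. Again 1 of 35 had as many lower genes as the 82, with at most 7 and 1 in another split. In aged muscle it was 1 of 35 for the 966 higher genes and 1 of 35 for the 315 lower genes. The highest other count of lower genes, 84, came from the split of *Ant1* Tg/+ replicates 2, 3 and 4 and wild-type replicate 2, the libraries without spermatid transcripts, against the rest. A share of 1 in 35 is the smallest that these splits allow, so it argues against chance at both ages without excluding it. How far the other counts lie below is no measure of chance, because mixed groups put the difference between genotypes into the spread. For yeast, 3 libraries against 3 make 10 splits, too few to argue against chance. The real split had the highest count in each case, 1 of 10 for the higher and 1 of 10 for the lower genes of *GAL10-AAC2* cells, 1 of 10 and 1 of 10 in *vma13Δ* cells and 1 of 10 and 1 of 10 in *vma13Δ GAL10-AAC2* cells.

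The 3 mutants share their wild-type controls. Across genes the log2 fold changes of *vma13Δ GAL10-AAC2* cells correlated with those of *GAL10-AAC2* cells at r = 0.509 and with those of *vma13Δ* cells at r = 0.572. In 20 simulations of unchanged groups against the same controls the means were 0.504 and 0.498 and the highest 0.534 and 0.547, so the first correlation is no larger than shared controls give.

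A general slow-growth and stress response was tested as an explanation of the 1176 genes higher in *vma13Δ GAL10-AAC2* cells. The stress response list had a median of 0.48 in *GAL10-AAC2* cells (camera adjusted p = 0.261), 0.83 in *vma13Δ* cells (0.0919) and 0.83 in *vma13Δ GAL10-AAC2* cells (0.182, fry 0.445). In *vma13Δ GAL10-AAC2* against *vma13Δ* cells its median was -0.04, with 1 of 25 genes higher. That count decides little, since 0 of the 25 were past the threshold in *vma13Δ* cells at a median of 0.83. The median of -0.04 argues against a stronger stress response as what sets these 2 genotypes apart. Against *GAL10-AAC2* cells the median was 0.48. As a cause of the 1176 genes the response stays open. The interaction of the list had a median of -0.32 (0.864). With replicate number as a block the list was called in *GAL10-AAC2* (0.00517), *vma13Δ* (2.1e-04) and *vma13Δ GAL10-AAC2* cells (0.015), with the same medians. Leaving out libraries moved these medians, that of *GAL10-AAC2* cells to -0.20 without wild-type replicate 1. The cytosolic ribosomal proteins fell in all 3 mutants, with medians of -0.21 in *GAL10-AAC2* cells (camera 3.4e-13, fry 0.104), -0.27 in *vma13Δ* cells (1.3e-13) and -0.96 in *vma13Δ GAL10-AAC2* cells (1.0e-25), where 103 of 138 genes were lower past the threshold. Against *GAL10-AAC2* and *vma13Δ* cells 83 and 78 of the 138 were lower. The paper reports that the cassette strongly inhibits cells without *VMA13* on YPGR, the medium of these libraries, and describes their growth defect as severe. Slower growth of *vma13Δ GAL10-AAC2* cells is thus reported. Whether it lowers ribosomal protein genes without the stress response, and how many of the 1176 genes it accounts for, stays open. Growth rates were not analysed here.

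The remaining predefined yeast lists gave medians as follows, with camera's adjusted p. The iron regulon stood at -0.07 in *GAL10-AAC2* (0.552), 1.81 in *vma13Δ* (1.7e-18, 17 of 25 genes higher) and 0.80 in *vma13Δ GAL10-AAC2* cells (2.6e-05, 14 of 25), with an interaction of -0.73. The GAL list stood at 0.58 (0.00309, fry 0.104), 0.66 (0.0101) and -2.62 (9.1e-05, 7 of 8 lower), the V-ATPase subunits at -0.21 (0.146), -0.22 (0.248) and -1.10 (6.9e-05, 10 of 14 lower), and the respiratory genes at -0.54 (3.1e-09, fry 0.104), -0.66 (5.3e-14) and -0.50 (0.0777). In *GAL10-AAC2* cells the PHO list stood at -0.02 (0.526), lysine biosynthesis at -0.20 (0.0491, fry 0.243), the Gcn4 targets at 0.03 (0.526), the Hsf1 targets at 0.49 (0.0245, fry 0.510), the proteasome at 0.08 (0.00309, fry 0.179) and autophagy at 0.11 (0.421). In *vma13Δ* cells these 6 stood at 0.19 (0.132), -0.0007 (0.648), 0.08 (0.746), 0.24 (0.498), 0.15 (1.2e-04) and 0.20 (0.133), and with replicate number as a block the Hsf1 targets and autophagy were called there (0.0271 each). The a-specific genes had medians of -3.88 and -3.61 and the alpha-specific genes of 3.79 and 3.4 in *GAL10-AAC2* and *vma13Δ* cells, with the pseudocount of 1. The interaction had medians of 1.73 for PHO, 1.92 for lysine, 1.23 for Hsf1 (3.1e-05, fry 0.0320), 0.27 for autophagy (0.00967, fry 0.102), -0.24 for the proteasome (0.00962, fry 0.0636), -0.11 for Gcn4, -0.51 for the ribosomal proteins, -0.68 for V-ATPase and 0.71 for the respiratory genes. Against *GAL10-AAC2* and *vma13Δ* cells, the medians of *vma13Δ GAL10-AAC2* cells were 1.82 and 1.53 for PHO, 1.52 and 1.64 for lysine, 1.54 and 1.66 for Hsf1 and 0.57 and 0.47 for autophagy, comparisons in which the wild-type controls take no part.

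A larger share of macrophages was tested as an explanation of the higher lysosomal genes in aged *Ant1* Tg/+ muscle. The macrophage markers had a median of 0.72 (camera adjusted p = 0.155, fry 0.0310), 8 of 9 were positive and 4 past the threshold. The largest rise among them, 1.25, lay below that of *Cd68* (1.59), and *Aif1* fell by 1.26 with an adjusted p of 0.340 in limma. The 2 explanations, more macrophages and activation within muscle fibres, cannot be told apart for these genes, because whole muscle was sequenced and the markers rise only in part. At 2 months the markers had a median of -0.13 (camera 0.0206, fry 0.803), which was positive at 0.05 (0.0493) without *Ant1* Tg/+ replicate 3.

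More genes were higher than lower in *Ant1* Tg/+ muscle at both ages. Mitochondrially encoded and the 10 most abundant genes took 30.4% to 33.8% of the reads in young wild-type controls and 28.1% to 30.2% in *Ant1* Tg/+ muscle, and 34.9% to 35.6% and 27.7% to 31.8% in aged muscle. With these genes left out of the scaling, the median log2 fold change of all genes went from 0.12 to 0.05 (0.0457) at 2 months and from 0.15 to 0.04 (0.0375) in aged muscle. A shift of composition and a true rise of many transcripts cannot be told apart, since the libraries hold no added standard.

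Camera compares a list with all other genes, whose median was above 0 in *Ant1* Tg/+ muscle. The predefined lists of aged muscle gave a median of 2.75 for the ATF4 targets (camera adjusted p = 5.8e-08, 18 of 20 past the threshold), 0.56 for the ribosomal proteins (1.3e-11, 34 of 78), -0.37 for the mitochondrially encoded genes (2.4e-09, fry 0.0114), -0.48 for the fast glycolytic fibre genes (1.0e-05, fry 0.00511), 2.48 for the adipocyte genes (0.0387, fry 0.0263, all 7 higher), 3.49 for the slow fibre genes (0.135), 0.74 for the denervation markers (0.342, fry 0.0111), -0.41 for the fibroblast genes (0.0670), 0.09 for the proteasome (0.828), 0.13 for the atrophy ligases (0.938), 0.03 for OXPHOS (0.135) and 0.29 for the chaperones (0.789). At 2 months the adipocyte genes had -0.78 (camera 0.0174, fry 0.803), which was 0.11 without wild-type replicate 1, the fibroblast genes 0.03 (0.241) and the slow fibre genes 0.31 (0.554). *Myh7*, of the slow fibre list, stood at 0.04 and 0.05 in aged wild-type replicates 2 and 4, against a mean of 5.25 in wild-type controls and 32.7 in *Ant1* Tg/+ muscle. How much soleus-like or fatty tissue a dissection held was not tested, and neither was a biological explanation.

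In aged *Ant1* Tg/+ muscle *Ctsl* had a log2 fold change of 2.21 (limma adjusted p = 6.4e-04), *Mthfd2* of 4.83 (1.2e-04), *Asns* of 4.23 (4.3e-04), *Atf4* of 1.17 (0.0075), *Atf5* of 2.82 (0.0015) and *Ddit3* of 1.14 (0.0532). Of the 17 genes of Fig. 6E, all tested in aged muscle, 6 were past the threshold and 9 were higher at an adjusted p below 0.05. *Fgf21* was 0.07 in *Ant1* Tg/+ replicate 2 and 4.5 to 8.5 in the other *Ant1* Tg/+ mice. The largest rises were those of *Gm5702* (5.66), *Mthfd2*, *Cyp2e1* (4.59), *Trib3* (4.46) and *Gm7901* (4.24), and the largest falls those of *Amd1* (-3.24), *Amd2* (-3.22), *Amd-ps3* (-3.19), *Gdf11* (-3.16) and *Gm15725* (-3.11). *Amd1*, *Amd2* and *Amd-ps3* are related copies that can share reads, so their values are uncertain one by one, and *Gm5702*, *Gm7901* and *Gm15725* are pseudogenes whose reads can come from other genes. *Amd1* had a log2 fold change of -0.68 at 2 months (adjusted p = 0.0014), and the ages were not tested against each other. *Ddx3y* went from 3.33 to 3.73 in aged muscle (0.16, adjusted p = 0.315), in mice labelled male.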
